# The Gq/11 family of Gα subunits is necessary and sufficient for lower jaw development

**DOI:** 10.1242/dev.204396

**Published:** 2025-04-17

**Authors:** Stanley M. Kanai, Chloe R. Garcia, MaCalia R. Augustus, Shujan A. Sharafeldeen, Elliott P. Brooks, Juliana Sucharov, Ezra S. Lencer, James T. Nichols, David E. Clouthier

**Keywords:** Heterotrimeric G protein, Craniofacial development, CRISPR/Cas9, Single cell RNA-sequencing, Small molecule inhibitor, Zebrafish

## Abstract

Vertebrate jaw development is coordinated by highly conserved ligand-receptor systems such as the peptide ligand Endothelin 1 (Edn1) and Endothelin receptor type A (Ednra), which are required for patterning of lower jaw structures. The Edn1/Ednra signaling pathway establishes the identity of lower jaw progenitor cells by regulating expression of numerous patterning genes, but the intracellular signaling mechanisms linking receptor activation to gene regulation remain poorly understood. As a first step towards elucidating this mechanism, we examined the function of the Gq/11 family of Gα subunits in zebrafish using pharmacological inhibition and genetic ablation of Gq/11 activity, and transgenic induction of a constitutively active Gq protein in *edn1^−/−^* embryos. Genetic loss of Gq/11 activity fully recapitulated the *edn1^−/−^* phenotype, with genes encoding G11 being most essential. Furthermore, inducing Gq activity in *edn1^−/−^* embryos not only restored Edn1/Ednra-dependent jaw structures and gene expression signatures but also caused homeosis of the upper jaw structure into a lower jaw-like structure. These results indicate that Gq/11 is necessary and sufficient to mediate the lower jaw patterning mechanism for Ednra in zebrafish.

## INTRODUCTION

Endothelin A receptor (Ednra) and peptide ligand Endothelin 1 (Edn1) are essential for patterning the embryonic tissue that gives rise to lower jaw structures (Clouthier et al., 1998; Yanagisawa et al., 1998b; Miller et al., 2000; Ozeki et al., 2004). During development, Ednra is expressed in migratory and post-migratory cranial neural crest cells (NCCs) (Kurihara et al., 1995; Clouthier et al., 1998; Yanagisawa et al., 1998a; Miller et al., 2000; Nair et al., 2007; Ruest and Clouthier, 2009), which are multipotent progenitors that give rise to all bone and cartilage structures of the face (Le Douarin and Kalcheim, 1999; Chai et al., 2000; Tang and Bronner, 2020). Post-migratory cranial NCCs in pharyngeal arch 1 (or the mandibular portion of arch 1 in mammals) are stimulated by Edn1 secreted by the adjacent ventral ectoderm (Clouthier et al., 1998; Yanagisawa et al., 1998a; Miller et al., 2000), inducing gene expression that establishes two distinct patterning domains for lower jaw structures: a ventral patterning domain that gives rise to the mandible and Meckel's cartilage and an intermediate patterning domain that gives rise to the jaw joint in zebrafish and middle ear structures in mammals (Clouthier et al., 2000; Miller et al., 2003; Ozeki et al., 2004; Jeong et al., 2008; Ruest and Clouthier, 2009; Talbot et al., 2010; Barske et al., 2016; Askary et al., 2017; Tavares et al., 2017). Edn1/Ednra also antagonizes the effects of Nr2f nuclear receptors and Jagged/Notch, two factors that establish upper jaw identity of cranial NCCs in the dorsal domain of the first and second arches (Zuniga et al., 2010; Barske et al., 2016, 2018; Teng et al., 2017). Thus, Edn1/Ednra plays the dual role of establishing lower jaw identity of cranial NCCs while also establishing the boundary separating the lower jaw and upper jaw patterning domains.

In mice and zebrafish, attenuation of the Edn1/Ednra signaling pathway diminishes intermediate and ventral patterning gene expression, causing expansion of dorsal patterning gene expression into the intermediate and ventral domains. This results in a homeotic transformation of lower jaw structures into upper jaw-like structures (Miller et al., 2000; Ozeki et al., 2004; Ruest and Clouthier, 2009; Pritchard et al., 2020; Kanai et al., 2022). Conversely, ectopic activation of the Edn1/Ednra signaling pathway in the dorsal patterning domain (or the maxillary portion of arch 1 in mammals) results in homeotic transformation of upper jaw structures into lower jaw-like structures (Sato et al., 2008b; Alexander et al., 2011; Zuniga et al., 2011; Tavares and Clouthier, 2015; Barske et al., 2018; Kurihara et al., 2023). In either case in which Edn1/Ednra signaling is lost or ectopically activated, misexpression of patterning genes that are positively or negatively regulated by Edn1/Ednra changes the positional identities of cranial NCCs. While the Edn1/Ednra-regulated genes have been extensively characterized, the intracellular signaling events connecting Ednra activation to gene regulation are not fully understood.

Ednra signaling is mediated by heterotrimeric G proteins, complexes composed of a Gα subunit and a Gβ/Gγ obligate heterodimer (Gβγ) (Gilman, 1987). Ligand-bound Ednra facilitates the exchange of GDP for GTP on the Gα subunit, causing Gα and Gβγ to dissociate and interact with their respective signaling effectors (Oldham and Hamm, 2008). Ednra can couple with all four Gα subunit family members – Gq/11, G12/13, Gs and Gi/o – to varying extents depending on the cell and tissue type (Aramori and Nakanishi, 1992; Khac et al., 1994; Kawanabe et al., 2002; Wettschureck and Offermanns, 2005; Inoue et al., 2019; Okashah et al., 2019; Masuho et al., 2023). In mice, Gq and G11 proteins are encoded by *Gnaq* and *Gna11*, respectively. Removal of *Gnaq* and *Gna11* using conventional knockout alleles results in midgestational lethality prior to the development of craniofacial structures, although embryos with one wild-type allele for *Gnaq* (*Gnaq^+/−^;Gna11^−/−^*) or *Gna11* (*Gnaq^−/−^;Gna11^+/−^*) can survive to term (Offermanns et al., 1998). Notably, *Gnaq^−/−^;Gna11^+/−^* embryos exhibit defects that appear to be confined to the jaw joint and middle ear structures, while *Gnaq^+/−^;Gna11^−/−^* embryos display no craniofacial defects (Offermanns et al., 1998). This suggests that, although both *Gnaq* and *Gna11* are required for early development, *Gnaq* is specifically required for patterning the intermediate domain. Similarly, embryos with a combination of conventional knockout alleles for *Gna11* and NCC-specific conditional knockout alleles for *Gnaq* (*Gnaq^flox/flox^;Gna11^−/−^;*P0-Cre) exhibited craniofacial defects that appeared to be confined to proximal lower jaw structures, including fusion of the jaw joint and hypoplasia of the proximal mandible, tympanic ring, malleus and incus (Dettlaff-Swiercz et al., 2005). In contrast, the entire mandible undergoes a homeotic transformation into a maxilla-like structure in mice lacking *Edn1*, *Ednra* or *Ece1*, a gene that encodes an essential enzyme in the Edn1 biosynthetic pathway (Yanagisawa et al., 1998b; Ozeki et al., 2004; Ruest and Clouthier, 2009). These differences suggest that there are Gq/11-dependent and -independent subdomains within the mandibular arch, with patterning of the Gq/11-independent domain mediated by a different Gα family member (Sato et al., 2008a). Arguing against this model, mice homozygous for knockout alleles of Gs, G12/13 or Gi/o do not exhibit patterning defects in distal lower jaw structures (Jiang et al., 1998; Dettlaff-Swiercz et al., 2005; Wettschureck and Offermanns, 2005; Plummer et al., 2012; Lei et al., 2016). Thus, the question remains whether patterning is mediated solely by Gq/11 or a combination of Gq/11 and other Gα family members.

This question has direct significance for human health. Perturbations to the Ednra signaling pathway are the underlying causes of congenital syndromic disorders, such as mandibulofacial dysostosis with alopecia (Gordon et al., 2015; Kurihara et al., 2023), oro-oto-cardiac syndrome (Pritchard et al., 2020) and auriculo-condylar syndrome (Rieder et al., 2012; Gordon et al., 2013; Marivin et al., 2016; Kanai et al., 2022). Thus, clarification of the G protein family or families mediating Edn1/Ednra-dependent jaw patterning could help elucidate additional signaling pathway components that are linked to human craniofacial differences.

In this study, we examined the role of Gq/11 in craniofacial patterning using multiple orthogonal approaches in zebrafish. Using a Gq/11 small molecule inhibitor YM-254890 (YM) (Takasaki et al., 2004; Nishimura et al., 2010), we demonstrate that YM-treated zebrafish embryos exhibit craniofacial phenotypes and gene expression changes indicative of Ednra signaling attenuation. In addition, we created mutant alleles for three genes that encode zebrafish Gq/11 proteins, *gnaq*, *gna11a* and *gna11b*, and show that triple homozygous mutant larvae exhibit craniofacial phenotypes nearly identical to those observed in *edn1^−/−^* mutant larvae. Furthermore, the craniofacial phenotypes in *edn1^−/−^* mutant embryos can be rescued by inducing expression of a constitutively active form of Gq during craniofacial patterning. Taken together, these results suggest that Gq/11 is necessary and sufficient for establishing intermediate and ventral patterning domains and the subsequent development of all Ednra-dependent skeletal elements of the lower jaw in zebrafish.

## RESULTS

### YM causes craniofacial phenotypes resembling partial loss of Edn1/Ednra signaling

To begin our analysis of the G protein signaling pathway downstream of Ednra in zebrafish craniofacial development, we examined the effect of treating zebrafish embryos with YM, a naturally derived compound from *Chromobacterium* species that inhibits a subset of Gq/11 proteins with high selectivity and potency (Takasaki et al., 2004; Nishimura et al., 2010). YM binds to a hydrophobic cleft in mammalian Gq in a region spanning the GTPase (Ras-like) and α-helical domains, stabilizing the allosteric mechanism that promotes GDP release, the rate-limiting step for Gα activation (Nishimura et al., 2010; Flock et al., 2015). This inhibitory effect is dependent on a network of hydrophobic interactions between YM and eight key residues that are present in Gq, G11 and G14, but not in G15 or other Gα family members (Fig. 1) (Nishimura et al., 2010; Onken et al., 2018). In zebrafish, these eight residues are highly conserved in Gq, G11 and G14, weakly conserved in G15 and highly divergent in other Gα family members (Fig. 1), suggesting that YM should display highly specific inhibitory effects towards the Gq/11 signaling pathway in zebrafish, except for G15. Because the expression of G15 is restricted to sensory cells (Ohmoto et al., 2011; Oka and Korsching, 2011), it is unlikely that G15 signaling activity would interfere with our analysis of craniofacial development.

**Fig. 1.**
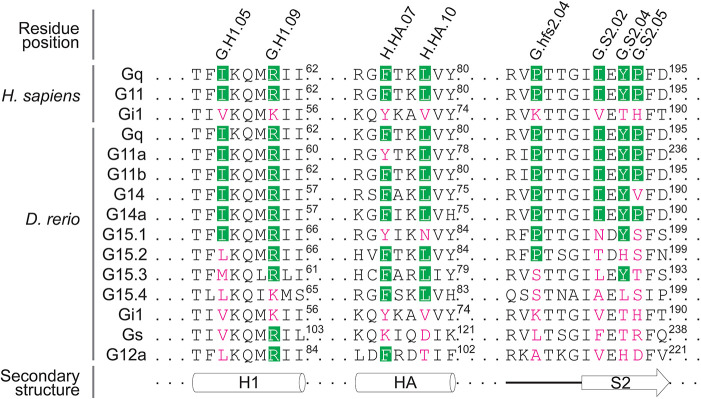
**Sensitivity to YM is determined by eight conserved residues in a subset of Gq/11 family members.** In zebrafish, Gq/11 family members are encoded by *gnaq* (Gq), *gna11a* (G11a), *gna11b* (G11b), *gna14* (G14), *gna14a* (G14a) and *gna15.1-15.4* (G15.1-15.4). Residue positions in Gq/11 family members that interact with YM are annotated with the Common Gα Numbering (CGN) system (Flock et al., 2015). YM-binding residues that are conserved in a subset of Gq/11 family members are shown in green boxes, while diverged residues are labeled in magenta. Superscript numbers indicate the amino acid position for the respective Gα protein. H1 and HA are α-helices of the Ras-like domain and the α helical domain, respectively, and S2 is a β-sheet of the Ras-like domain. These structures constitute the hydrophobic binding pocket for YM in a subset of Gq/11 family members.

To test whether YM treatment would produce craniofacial phenotypes, wild-type embryos were incubated with YM or solvent control [dimethyl sulfoxide (DMSO)] from 16 to 36 h post-fertilization (hpf), the approximate window for Edn1/Ednra-dependent craniofacial patterning (Miller et al., 2000, 2003; Walker et al., 2006; Kimmel et al., 2007; Ruest and Clouthier, 2009; Vieux-Rochas et al., 2010; Alexander et al., 2011; Zuniga et al., 2011; Barske et al., 2016, 2018; Meinecke et al., 2018), and then grown to 6 days post-fertilization (dpf) and processed for bone and cartilage staining. We tested a wide range of YM concentrations, from 1 nM to 100 µM. To ensure that the DMSO concentration in the embryo media did not exceed 1% (the upper limit for DMSO that does not cause developmental defects in zebrafish; Hoyberghs et al., 2021), 100 μM YM was the highest concentration we could use (see also Materials and Methods). Compared to control embryos (Fig. 2A,C,E,H), only 100 μM YM produced craniofacial phenotypes, which included an open mouth and uninflated swim bladder (Fig. 2B,D), all indications of defective jaw function (Neuhauss et al., 1996). Additional Edn1/Ednra pathway-associated defects were further visible in flat-mounted preparations of dissected viscerocrania, including hypoplasia of the palatoquadrate and symplectic cartilages, fusion of the jaw and hyomandibular joints, and fusion of the opercle and branchiostegal ray dermal bones (Fig. 2F,I). Defects to at least one of these structures were found in 93% (26/28) of wild-type larvae treated with YM, with considerable variation in the laterality and number of skeletal elements affected per larvae (Fig. 2K).

**Fig. 2.**
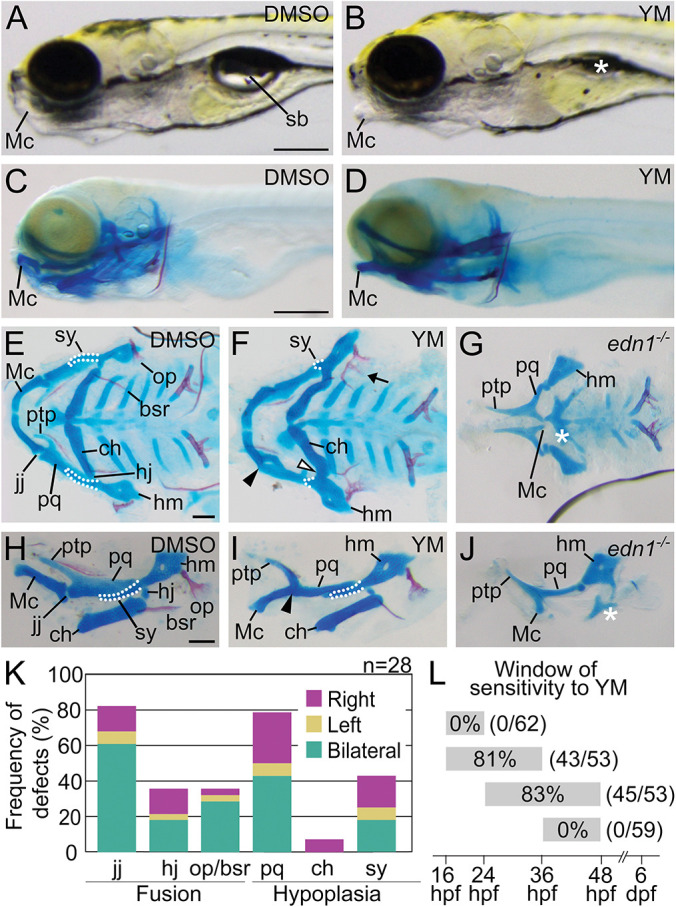
**YM causes defects to a subset of Edn1/Ednra-dependent lower jaw skeletal elements.** (A-D) Lateral views of 6 dpf embryos treated with DMSO (A,C) or YM (B,D), shown in gross (A,B) or whole-mount skeletal preparations of larvae (C,D). The asterisk in B indicates the absence of an inflated swim bladder (sb). (E-J) Ventral (E-G) or lateral (H-J) views of flat-mounts for the viscerocranium from 6 dpf wild-type larvae treated with DMSO (E,H) or YM (F,I), or an untreated *edn1^−/−^* larvae (G,J). In E,F,H,I, white outlines highlight the symplectic cartilage (sy). In F,I, black arrowheads indicate fusion of the jaw joint (jj), white arrowhead indicates fusion of the hyomandibular joint (hj) and the arrow indicates fusion of the opercle (op) and branchiostegal ray (bsr). In G,J, the white asterisk indicates absence of the ceratohyal (ch). (K) Frequency of defects in six Edn1/Ednra-dependent skeletal elements in larvae treated with YM from 16 to 36 hpf. Absence of structure, hypoplasia or fusion were scored as defects (accounting for sidedness). A total of 28 larvae were examined across two independent experiments. The effect of YM was determined to be statistically significant with a chi-square test (*P*=0.0001), comparing the number of defects in DMSO-treated larvae (0) to YM-treated larvae. (L) A schematic illustrating the four overlapping time intervals of YM application (gray bars). Numbers within bars represent the percentages of larvae exhibiting at least one defect to a Edn1/Ednra-dependent lower jaw structure. The total number of larvae examined is given in parentheses. Scale bars: 500 μm (A,C); 100 μm (E,H). hm, hyomandibular; Mc, Meckel's cartilage; pq, palatoquadrate; ptp, pterygoid process of the palatoquadrate.

To determine whether the phenotypes resulting from YM treatment represented a partial or complete loss of Edn1/Ednra signaling, we first generated a new *edn1* allele (*edn1*^*co3009*^) lacking the majority of the coding sequence for the Edn1 bioactive peptide (Fig. S1). The original *edn1* mutant allele *sucker* results from an amino acid substitution (p.Asp8Val) in the bioactive portion of Edn1 (Miller et al., 2000) (Fig. S1). While amino acid substitutions at p.Asp8 (e.g. p.Asp8Asn, p.Asp8Ala) result in approximately 99% less vasoconstrictor activity than that observed for wild-type Edn1 *in vitro* (Huggins et al., 1993), the activity of Edn1 encoded by the *sucker* allele has never been formally tested. Larvae homozygous for the *edn1*^*co3009*^ allele exhibited absence and severe hypoplasia of ventral structures (Fig. 2G,J) and recapitulated the *sucker* craniofacial phenotype (Fig. S1), indicating that the *sucker* and *edn1*^*co3009*^ craniofacial phenotypes are caused by a complete loss of Edn1 activity. In contrast, the phenotypes of YM-treated larvae more closely resembled phenotypes caused by partial loss of Edn1/Ednra signaling (Walker et al., 2006; Kimmel et al., 2007; Miller et al., 2007; Talbot et al., 2010). These data suggest that YM-induced defects are caused by partial inhibition of the Edn1/Ednra signaling pathway.

To determine the developmental time during which Gq/11 activity is required for lower jaw development, embryos were treated with 100 µM YM across four overlapping time intervals (16-24, 16-36, 24-48 or 36-48 hpf) and then analyzed for craniofacial skeleton defects at 6 dpf. Craniofacial defects were observed only in embryos treated from 16 to 36 hpf, or between 24 and 48 hpf (Fig. 2L), with the percentage of affected larvae (Fig. 2L) and frequency and severity of affected skeletal elements (Fig. S2) being similar for both time intervals. These results suggest that Gq/11 activity is required for patterning between 24 and 36 hpf. This window of sensitivity to YM is similar to the window of sufficiency for Edn1/Ednra signaling in craniofacial patterning in zebrafish and mice (Miller et al., 2000, 2003; Walker et al., 2006; Kimmel et al., 2007; Ruest and Clouthier, 2009; Vieux-Rochas et al., 2010; Alexander et al., 2011; Zuniga et al., 2011; Barske et al., 2016, 2018; Meinecke et al., 2018).

### YM causes gene expression changes in cranial NCCs that resemble partial loss of Edn1/Ednra signaling

The loss of Edn1/Ednra signaling causes characteristic changes to gene expression in NCCs of the first and second pharyngeal arches, including downregulation of lower jaw patterning genes and upregulation of upper jaw patterning genes in the intermediate and ventral domains (Clouthier et al., 1998, 2000; Thomas et al., 1998; Miller et al., 2000, 2003; Ozeki et al., 2004; Ruest et al., 2004; Walker et al., 2006, 2007; Nair et al., 2007; Sato et al., 2008a; Tavares et al., 2012, 2017; Barske et al., 2016, 2018; Askary et al., 2017). To determine whether YM caused similar changes to gene expression in cranial NCCs as does partial loss of Edn1/Ednra signaling, we performed single-cell RNA sequencing (scRNA-seq) on cranial NCCs isolated from *Tg(sox10:mRFP;fli1a:EGFP)* embryos treated with DMSO or 100 µM YM from 16 to 36 hpf (Fig. 3A). 

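The experiment consists of 1 droplet-based 3′ scRNA-seq library from embryos treated with DMSO and 1 library from embryos treated with 100 µM YM, an inhibitor of Gq/11, from 16 to 36 hpf. For each condition, 70 embryos were treated, 10 were set aside and the heads of the others were pooled. The sort returned 72000 cells from DMSO-treated and 86000 cells from YM-treated embryos, and 8000 cells of each were submitted. Neither condition was replicated, so no difference between the 2 libraries has a replicate check, and no p-value is given for any of them. The paper gives 1% DMSO as the upper limit in the embryo medium, whereas the sample labels give 10%. The authors deposited, for each library, the counts of unique molecular identifiers (UMIs) of 25432 Ensembl genes and of the eGFP and mRFP sequences in all 6794880 possible barcodes, counted with Cell Ranger on GRCz11 and neither normalized nor filtered for cells. The header of the count files names Cell Ranger 4, and the methods name a later version. The DMSO library held 25340682 UMIs and the YM library 33649382 UMIs over all barcodes. The depth per cell stated in the methods counts reads, whereas every value here counts UMIs. Cells were called with the order-of-magnitude rule of Cell Ranger followed by a test of each remaining barcode against the profile of near-empty barcodes, after which the gene and mitochondrial limits of the methods were applied. This kept 3613 cells with a median of 5866 UMIs and 1476 genes for DMSO, and 4430 cells with a median of 6526.5 UMIs and 1548.5 genes for YM. The kept cells held 22167716 UMIs and 30431863 UMIs, respectively. Doublets were not removed. Scrublet marked 1 kept cell in each library, which is 0.028% of the DMSO cells and 0.023% of the YM cells and too few for the call to have worked. The cells of both libraries were clustered together with Seurat 5.3.0, following the methods except that the genes of Table S2, the patterning genes whose change is reported, the Gq/11 genes and the transgenes were kept out of the variable genes, so that none of them defines a cluster. At the resolution of 0.3 that gave 12 clusters, no cluster took the name of the ventral arches. The classes are therefore those of the 17 clusters at the default resolution of 0.8, a choice made after the clusters were seen and before any ratio between the libraries was computed. Clusters were named from markers fixed beforehand from Table S1, Fig. S3 and the text, and clusters with the same name were joined into a class, such as ventral arch-like. These classes are rebuilt and are not the clusters of the paper cell by cell, so a value can differ from that of the paper for this reason. For each class, the UMIs of a gene were summed over the cells of a library and divided by all UMIs of the class in that library, which was scaled to CPM, and the change is the log2 ratio of YM to DMSO without a pseudocount. Intervals are exact 95% intervals and cover counting error only, not the difference between embryos, treatments or suspensions.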

Fluorescence-activated cell sorting (FACS) of *sox10:mRFP;fli1a:EGFP* double-positive cells allows purification of cranial NCC populations in zebrafish embryos (Askary et al., 2017; Mitchell et al., 2021). 

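Clustered without the genes of Table S2 and the patterning genes whose change is reported, the 3613 DMSO and 4430 YM cells formed 12 clusters at a resolution of 0.3 and 17 clusters at a resolution of 0.8. With all 2000 variable genes allowed, as in the methods, they formed 12 clusters at a resolution of 0.3. Without regression on the scores of 46 S-phase and 52 G2M-phase genes, the resolution of 0.8 gave 19 clusters. In the 12 clusters without these genes, 37.9% of DMSO cells and 36.2% of YM cells lay in clusters that took no name, against 0.36% and 0.858% in the 17 clusters.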

Subsequent analyses with Seurat identified 12 cell clusters with unique transcriptional profiles (Fig. 3B, Fig. S3, Table S1). Using known marker genes (Miller et al., 2003; Askary et al., 2017; Barske et al., 2018; Mitchell et al., 2021; Fabian et al., 2022; Stenzel et al., 2022), NCC populations were identified from the frontonasal region (*akap12b^+^*, *alx4a^+^*), anterior pharyngeal arches 1 and 2 (*dlx2a^+^*, *dlx5a^+^*) and posterior pharyngeal arches 3-7 (*prdm1a^+^*) (Fig. 3B,D). 

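Frontonasal-like cells, in 2 clusters, the larger with *pitx3* and *lmx1bb* among its leading genes and the smaller with *csf1b* and *zic2a*, made up 21.8% of DMSO cells (788 of 3613, exact binomial interval 20.5% to 23.2%) and 24.0% of YM cells (1065 of 4430, 22.8% to 25.3%). Cells of the arch 1 and 2-like classes together made up 54.9% of DMSO cells (1983 cells, 53.2% to 56.5%) and 53.4% of YM cells (2367 cells, 51.9% to 54.9%). Posterior arch-like cells, led by *hoxb1b*, *hoxb5b* and *prdm1a*, made up 12.0% of DMSO cells (432 cells, 10.9% to 13.1%) and 12.4% of YM cells (550 cells, 11.5% to 13.4%). The intervals of all 3 shares overlap between the libraries, but those of the frontonasal-like share do not with all variable genes used for clustering, as in the paper (20.2% to 22.9% and 23.0% to 25.6%), nor at the resolution giving 12 clusters (20.64% to 23.36% and 23.39% to 25.95%).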

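Among the rebuilt arch classes, the transcription factor gene *hand2* was at 554.3 CPM in ventral arch-like cells of the DMSO library, at 144.5 CPM in dorsal arch 1-like cells and at 6.83 CPM in dorsal arch 2-like cells. After every cell was thinned to 3500 UMIs, 62.7% of ventral arch-like DMSO cells (378 of 603) had a *hand2* UMI, against 17.9% of dorsal arch 1-like cells (153 of 856) and 1.43% of blood-like cells (1 of 70), which should lack the gene. Unthinned, the shares were 71.7% at a median of 7013 UMIs, 19.2% at a median of 5554 UMIs and 1.41% at a median of 8566 UMIs. Thus the dorsal arch 1-like class holds some *hand2*-positive cells, and the ventral arch-like class does not hold all of them. The Notch ligand gene *jag1b* ran the other way, at 22.9 CPM in ventral arch-like, 67.0 CPM in dorsal arch 1-like and 173.4 CPM in dorsal arch 2-like cells of the DMSO library. Thinning left out 20 ventral arch-like, 93 dorsal arch 1-like and 1 blood-like DMSO cell. Both dorsal arch 2-like clusters had *pou3f3b*, *pou3f3a* and *hoxb2a* among their 10 leading genes, whereas *lhx8a*, *gbx2* and *lhx6* were among those of both dorsal arch 1-like clusters, 1 of which was also led by histone genes. Apart from the histone genes, these are among the fixed markers that gave the clusters their names. Ventral arch-like cells were 17.2% of DMSO cells (623 cells, 16.0% to 18.5%) and 12.5% of YM cells (555 cells, 11.6% to 13.5%). Dorsal arch 1-like cells were 26.3% (949 cells, 24.8% to 27.7%) and 25.1% (1113 cells, 23.9% to 26.4%), and dorsal arch 2-like cells 11.4% (411 cells, 10.4% to 12.5%) and 15.8% (699 cells, 14.7% to 16.9%), respectively.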

The NCCs of pharyngeal arches 1 and 2 were distributed across three clusters, with one cluster representing the ventral domain cells of both arches 1 (*hand2^+^*) and 2 (*hand2^+^*, *hoxb2a^+^*), and two separate clusters representing dorsal domain cells of arch 1 *(pou3f3b^+^*, Hox−) and arch 2 (*jag1b^+^*, *hoxb2a^+^*). 

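Cells with UMIs from at least 3 of the 14 intermediate domain marker genes of the methods were counted in the arch 1 and 2-like classes after thinning to 3500 UMIs, which left out 129 DMSO and 110 YM cells. Their share was 37.1% in the DMSO library (687 of 1854 cells, exact binomial interval 34.9% to 39.3%) and 24.8% in the YM library (559 of 2257 cells, 23.0% to 26.6%). In ventral arch-like cells the share was 39.0% (35.1% to 43.0%) and 15.9% (12.9% to 19.2%), in dorsal arch 1-like cells 37.7% (34.5% to 41.1%) and 28.7% (26.0% to 31.6%), and in dorsal arch 2-like cells 32.7% (28.1% to 37.5%) and 25.8% (22.5% to 29.3%). Frontonasal-like cells gave 6.04% and 5.27%, and blood-like cells, which should lack these genes, gave 0 of 70 and 0 of 64 cells, which allows shares of up to 5.13% and 5.60% (exact binomial limits). Without thinning, which favours the deeper YM library, the share in arch 1 and 2-like cells was 48.5% at a median of 6141 UMIs for DMSO and 42.3% at a median of 6854 UMIs for YM. Unthinned, it was 53.8% and 33.5% in ventral arch-like cells (medians of 7013 and 7933 UMIs), 46.9% (43.7% to 50.1%) and 44.7% (41.8% to 47.7%) in dorsal arch 1-like cells (5554 and 6346 UMIs) and 44.3% (39.4% to 49.2%) and 45.5% (41.8% to 49.3%) in dorsal arch 2-like cells (6255 and 6870 UMIs), so in both dorsal classes the unthinned intervals overlap. In blood-like cells it was 2.82% at a median of 8566 UMIs and 0% of 65 cells at a median of 9626 UMIs.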

Although we did not find a dedicated cluster for intermediate domain cells, we used known marker genes to identify the approximate population of intermediate domain cells nested within the ventral and dorsal clusters (Fig. 3C, Fig. S4). The remaining clusters appeared to consist of NCC-derived pigment cells (cluster 11: *dct*^+^, *tyrp1b*^+^) and hematopoietic derivatives (cluster 9: *hbbe3^+^*, *hbae3^+^*; cluster 10: *myb^+^*, *lyz^+^*); these clusters were not examined further in this study.

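Pigment-like cells, in a cluster led by *tyrp1b* and *dct*, numbered 9 in the DMSO and 11 in the YM library. Erythroid-like cells, led by haemoglobin genes and *slc4a1a*, numbered 11 and 16, at a median of 14946 and 13175.5 UMIs, above the other classes. Neutrophil-like cells, with *mpx* and *lyz* among their leading genes, numbered 31 and 21, and macrophage-like cells 29 and 28. Each of these classes was under 1% of its library. Epidermal-like cells, led by keratin genes and *epcam*, numbered 48 (1.33%) and 47 (1.06%). A further 13 DMSO and 38 YM cells took no name, 6 of which, all from YM-treated embryos, were led by skeletal muscle genes such as *myhz2* and *myl1*.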

**Fig. 3.**
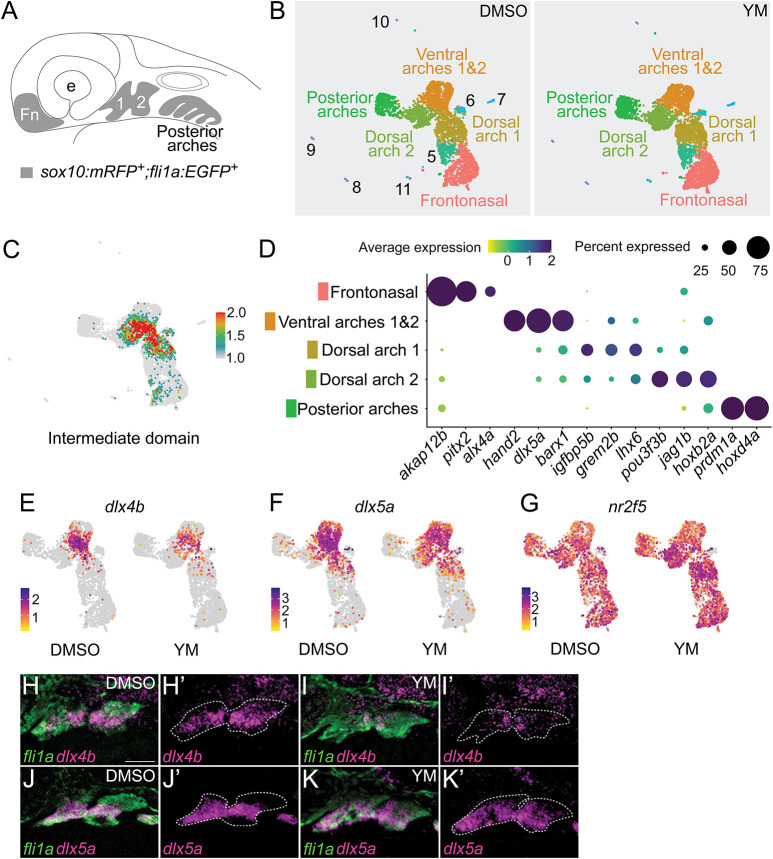
**YM reduces expression of intermediate patterning genes and increases expression of dorsal patterning genes.** (A) Schematic of a zebrafish embryo at 36 hpf. Cells double labeled with *sox10:mRFP* and *fli1a:EGFP* transgenic reporters (highlighted in gray) represent cranial neural crest populations from the frontonasal region (Fn), anterior pharyngeal arches 1 (1) and 2 (2), and posterior pharyngeal arches. (B) UMAP plots for DMSO or YM-treated samples. Clusters analyzed in this study are labeled with the NCC populations they represent. Clusters 5-11 are described further in Fig. S3 and Table S1. Equivalent clusters between DMSO and YM-treated samples are labeled with the same colors. (C) Feature map highlighting approximate cell populations in the intermediate domains of pharyngeal arches 1 and 2, shown overlaid on combined UMAP plots of control and YM-treated samples. The feature map represents the composite average expression level for 14 experimentally verified intermediate domain patterning genes: *ccn2b*, *dlx3b*, *dlx4a*, *dlx4b*, *emx2*, *fgfbp2a*, *foxc1b*, *foxd1*, *fsta*, *grem2b*, *igfbp5b*, *msx1a*, *nkx3-2* and *shox* (see also Fig. S4). The scale is average expression. (D) Dot plot of selected marker genes and their respective cluster identity (Fig. S3). (E-G) Feature maps highlighting differential expression of *dlx4b* (E), *dlx5a* (F) and *nr2f5* (G) in DMSO or YM-treated samples. The scale is average expression. (H-K′) Fluorescence *in situ* hybridization and immunofluorescence of 36 hpf embryos treated with DMSO or YM from 16 to 36 hpf. DMSO (H,H′,J,J′) or YM-treated (I,I′,K,K′) embryos were probed for *dlx4b* (H-I′) or *dlx5a* (J-K′) using fluorescence *in situ* hybridization (magenta). Pharyngeal arches, labeled with *fli1a:EGFP*, were detected with immunofluorescence (green)*.* Approximate borders for pharyngeal arches 1 and 2 are indicated with dashed lines (H′,I′,J′,K′). Images are representative of four embryos. Scale bar: 50 μm.

To examine the effects of YM on gene expression, we performed differential expression analysis between equivalent clusters in YM-treated samples relative to control samples (Table S2). 

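Table S2 holds 110 rows in 6 clusters, and each was recomputed in the class that matches its cluster. The study chose these genes on the same 2 libraries, so their direction here is not independent evidence. All 110 log2 ratios had the sign that the paper gives, and none of the counting intervals reached 0. Over the 67 rows that the paper lists as higher in YM, the median log2 ratio was 0.50 (0.46 to 0.54), and over the 43 rows that it lists as lower, the median was -0.37 (-0.41 to -0.35). The alternative that moved the higher rows most was to take all kept cells without clusters, which gave a median of 0.40, and the lower rows moved most with the arch 1 and 2-like cells as 1 class, to -0.30.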

Differentially expressed genes with adjusted *P*-values less than 0.05 were found in six out of eleven clusters – frontonasal, ventral arches 1 and 2, dorsal arch 1, dorsal arch 2, posterior arches 3-7 and cluster 5 (unknown identity) (Fig. S5, Table S2). Overall, a total of 36 and 34 unique, non-overlapping genes were upregulated or downregulated, respectively, in YM-treated samples. 

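The 110 rows of Table S2 name 70 genes, 36 higher and 34 lower in YM, with 0 genes in both directions. By class, the recomputed rows comprised 21 higher and 15 lower in ventral arch-like cells, 13 higher and 1 lower in dorsal arch 1-like cells and 12 higher and 13 lower in dorsal arch 2-like cells. There were 7 higher and 8 lower in frontonasal-like, 9 higher and 5 lower in posterior arch-like and 5 higher and 1 lower in *gata3*-positive-like cells, which correspond to cluster 5 of the paper. On the scale of Table S2, the log2 of the mean of counts per 10000 UMIs of a cell plus 1, the median change of the 67 higher rows was 0.34 and that of the 43 lower rows was -0.30. The medians computed from the values in Table S2 for the same rows are 0.34 and -0.29.

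**Figure D1:**
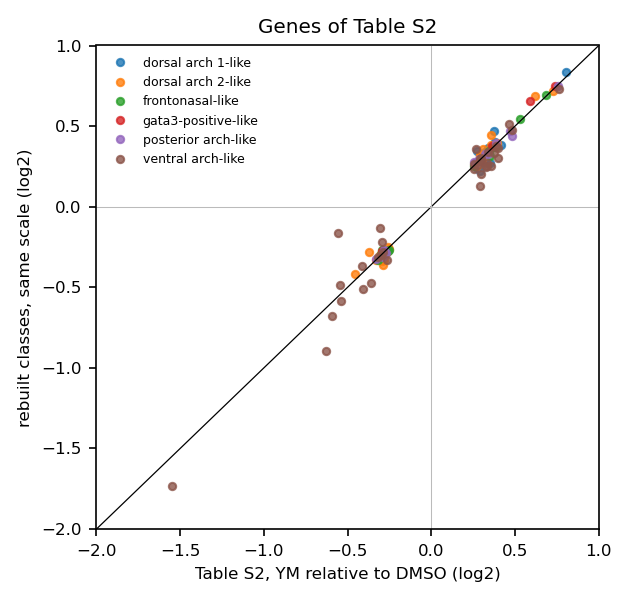
Each point is 1 of the 110 rows of Table S2, with the log2 change reported in that table, turned to YM relative to DMSO, on the x axis and the log2 change recomputed in the rebuilt class on the same scale on the y axis. Colours mark the 6 classes, and the diagonal is where both are equal. All 110 points lie on the same side of 0 on both axes, and the lowest is *dlx4a* in ventral arch-like cells, at -1.73 here and -1.55 in the table.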

Of the aberrantly upregulated genes, dorsal patterning genes including, *hey1*, *her6*, *her9* and *nr2f5*, were present in the ventral and dorsal arch clusters (Fig. 3G, Fig. S5, Table S2) (Zuniga et al., 2010; Barske et al., 2016, 2018; Askary et al., 2017). 

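In ventral arch-like cells, *her9* rose from 25.8 CPM (117 UMIs) in the DMSO to 54.0 CPM (251 UMIs) in the YM library, a log2 ratio of 1.07 (0.74 to 1.39). In the same cells *hey1* rose from 58.2 to 97.8 CPM (log2 ratio 0.75, 0.53 to 0.97), *her6* from 265.1 to 343.6 CPM (0.37, 0.27 to 0.48) and *nr2f5* from 91.7 to 118.3 CPM (0.37, 0.18 to 0.55). The median of the 4 genes was 0.56 (0.46 to 0.70) in ventral arch-like, 0.59 (0.54 to 0.69) in dorsal arch 1-like and 0.37 (0.30 to 0.46) in dorsal arch 2-like cells. The paper lists these 4 genes as higher in YM on the same 2 libraries, so their rise here is not independent evidence. In dorsal arch 2-like cells *her9* rose by 1.21 (1.00 to 1.43) on the log2 scale, whereas *hey1* rose by 0.17 (0.01 to 0.34), close to the limit of its counting error. Outside arches 1 and 2, their median was 0.30 (0.19 to 0.42) in frontonasal-like, 0.69 (0.54 to 0.81) in posterior arch-like and 0.75 (0.60 to 0.97) in *gata3*-positive-like cells. The counting interval reached 0 there for *nr2f5* in frontonasal-like (0.016, -0.13 to 0.16) and posterior arch-like cells (0.07, -0.12 to 0.26) and for *hey1* in frontonasal-like cells (0.21, -0.02 to 0.43). Among the medians of the 3 arch classes, the alternative that moved a value most was to take the arch 1 and 2-like cells as 1 class, which raised that of dorsal arch 2-like cells to 0.58. No alternatives were run for the medians outside arches 1 and 2.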

The majority of aberrantly downregulated genes were in the ventral arches 1 and 2 and dorsal arch 1. 

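Of the 15 genes that Table S2 lists as lower in the ventral cluster, 6 are among the 14 intermediate domain marker genes of the methods. In ventral arch-like cells the 15 genes had a median log2 ratio of -0.95. Among those 6, *dlx3b* fell from 233.8 to 79.6 CPM (log2 ratio -1.56, -1.73 to -1.38) and *fgfbp2a* from 43.6 to 10.3 CPM (-2.08, -2.57 to -1.62). The change of *igfbp5b*, -0.72 (-1.13 to -0.31), depended on the classes, since it was 0.27 over all kept cells, 0.32 over arch 1 and 2-like cells taken as 1 class and 0.04 with an upper limit of 3000 genes in both libraries, but -1.55 (-1.92 to -1.20) with all variable genes used for clustering, as in the paper. The distal-less genes *dlx6a* and *dlx5a*, also among the 15, fell from 165.3 to 85.4 CPM and from 407.5 to 262.5 CPM.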

In the ventral arch cluster, more than half of the reduced genes were Ednra targets. Notably, the intermediate patterning genes *dlx4a* and *dlx4b* (Fig. 3E,H-I′, Fig. S5) were downregulated to a greater extent than ventral patterning genes such as *hand2* and *dlx5a* (Fig. 3F,J-K′, Fig. S5). These gene expression changes are similar to changes observed in animal models with partial loss of Edn1/Ednra signaling (Walker et al., 2006, 2007; Miller et al., 2007; Sato et al., 2008a; Ruest and Clouthier, 2009; Tavares et al., 2012). Furthermore, the relatively modest downregulation of ventral patterning genes compared with intermediate patterning is consistent with the unperturbed ventral domain-derived skeletal structures in YM-treated larvae (Fig. 2F,I). These results indicate that YM partially attenuates the Edn1/Ednra signaling pathway in cranial NCCs through the inhibition of Gq/11.

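In ventral arch-like cells, *dlx4a* fell from 436.6 CPM (1981 UMIs) in the DMSO to 62.6 CPM (291 UMIs) in the YM library, a log2 ratio of -2.80 (-2.99 to -2.62). Its paralog *dlx4b* fell from 114.6 CPM (520 UMIs) to 32.5 CPM (151 UMIs), a log2 ratio of -1.82 (-2.09 to -1.56). In the same cells, the log2 ratio of *hand2* was -0.17 (-0.25 to -0.08) and that of *dlx5a* -0.63 (-0.74 to -0.53). The mean of *dlx4a* and *dlx4b* minus the mean of *hand2* and *dlx5a* was -1.91 (-2.09 to -1.75). Taking the arch 1 and 2-like cells as 1 class moved this difference most, to -1.30, with the same direction. With all variable genes used for clustering, as in the paper, *dlx4a* was at -2.33 (-2.46 to -2.20) and *dlx4b* at -1.26 (-1.45 to -1.08). There *hand2* was at -0.07 (-0.14 to 0.004) and *dlx5a* at -0.47 (-0.55 to -0.38). After thinning to 3500 UMIs, 40.3% of ventral arch-like DMSO cells and 12.0% of YM cells had a *dlx4a* UMI, against 0 of 70 and 0 of 64 blood-like cells. Unthinned, the shares were 47.2% at a median of 7013 UMIs and 18.0% at a median of 7933 UMIs, and 0% in blood-like cells at medians of 8566 and 9626 UMIs. Thinning left out 20 DMSO and 13 YM ventral arch-like cells and 1 blood-like cell per library. The small change of *hand2* holds for the ventral arch-like class. In dorsal arch 1-like cells, which include *hand2*-positive cells, *hand2* fell from 144.5 to 67.2 CPM (log2 ratio -1.10, -1.27 to -0.94), and over all kept cells from 154.4 to 97.7 CPM (-0.66, -0.73 to -0.59). Over all kept cells, *dlx4a* changed by -2.42 (-2.53 to -2.31), *dlx4b* by -1.71 (-1.88 to -1.54) and *dlx5a* by -0.83 (-0.90 to -0.76).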

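The 14 intermediate domain marker genes had a median log2 ratio of -1.30 (-1.49 to -1.003) in ventral arch-like cells, at percentile 0 of 10000 random lists of the same size matched on mean expression, which describes these 2 libraries only. The ratio was below 0 for 13 of the 14 genes, with a counting interval that reached 0 for *shox*, and *fsta* was at 0.06 (-0.21 to 0.33). The lowest ratio was that of *ccn2b*, -3.39 (-4.38 to -2.54), from 123 to 12 UMIs. The median was -0.76 (-0.93 to -0.52) in dorsal arch 1-like and -1.09 (-1.46 to -0.47) in dorsal arch 2-like cells, whereas outside arches 1 and 2 its interval reached 0, at 0.06 (-0.17 to 0.19) in frontonasal-like, -0.32 (-0.62 to 0.12; 7 of 11 genes lower) in posterior arch-like and -0.17 (-0.55 to 0.12; 7 of 10 genes lower) in *gata3*-positive-like cells. The dorsal arch 2-like median lies between the ratios of *grem2b* (-1.24) and *shox* (-0.94), and *shox* had 1 UMI in each library. In the same cells *nkx3-2* had 3 UMIs in DMSO and 2 in YM. Removal of the 1 cell per library that Scrublet marked, followed by new clustering, moved the ventral arch-like median to -0.84, outside its counting interval. That interval therefore does not cover the uncertainty that comes from processing, and the cause of the move was not tested. The alternative that moved the median most, all kept cells without clusters, gave -0.74. The Notch ligand gene *jag1b* also rose in ventral arch-like cells from 22.9 to 43.6 CPM (log2 ratio 0.93, 0.58 to 1.28). The paper reads the fall of intermediate patterning genes, the smaller fall of ventral patterning genes and the rise of dorsal patterning genes beside published models in which Edn1/Ednra signaling is partly lost. It also sets the smaller fall of ventral patterning genes beside ventral skeletal structures that it reports as unperturbed. Beside the sequencing, the paper images *dlx4b* and *dlx5a* by fluorescence *in situ* hybridization in DMSO- and YM-treated embryos, which was not analysed here. The paper reads these results as a partial reduction of the Edn1/Ednra pathway by YM, through inhibition of Gq/11.

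**Figure D2:**
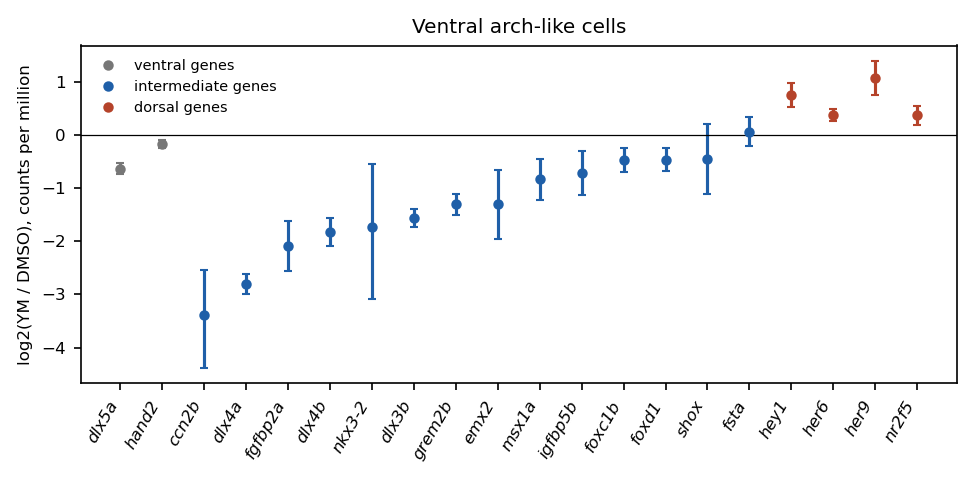
Points give the log2 ratio of CPM in YM to CPM in DMSO for 2 ventral, 14 intermediate and 4 dorsal patterning genes in ventral arch-like cells, and bars give exact 95% intervals that cover counting error only. The intermediate genes run from -3.39 for *ccn2b* to 0.06 for *fsta*, and the 4 dorsal genes lie between 0.37 and 1.07.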

### Pharmacogenetic interactions suggest that Gq/11 is also required for ventral domain patterning

Because we could not use a YM concentration greater than 100 µM, we could not distinguish whether the YM-generated phenotype was due to incomplete inhibition of Gq/11 activity or whether Gq/11 activity was only required in the intermediate domain. To address this question, we tested the effects of YM on *edn1^+/−^* zebrafish embryos, with the supposition that these embryos would have reduced expression of Ednra-dependent genes similar to *Edn1^+/−^* mouse embryos (Vieux-Rochas et al., 2010) and thus would be sensitized to the effects of YM. Embryos generated from *edn1^+/−^* mating pairs were treated with 100 µM YM or DMSO from 16 to 36 hpf, then processed for skeletal preparations at 6 dpf. DMSO treatment did not cause defects to any skeletal elements in either wild-type or *edn1^+/−^* larvae (Fig. 4A,B). In YM-treated wild-type larvae, skeletal defects were confined to intermediate domain structures, with the ventral portion of the Meckel's cartilage and ceratohyal unaffected (Fig. 4D,G). However, in YM-treated *edn1^+/−^* larvae, skeletal defects expanded to include ventral domain structures, shown by hypoplasia of the Meckel's cartilage and ceratohyal (Fig. 4E,G). Further, YM treatment resulted in more skeletal elements affected per individual in *edn1^+/−^* larvae compared to wild-type larvae (Fig. 4H). YM treatment had no effect on the phenotype of *edn1^−/−^* larvae (Fig. 4C,F). The increased severity and frequency of defects elicited by this pharmacogenetic interaction (Fig. 4G,H) suggests that YM can only partially inhibit Gq/11 activity in wild-type zebrafish embryos, whereas the inhibitory effect of YM on Gq/11 activity can be augmented in a *edn1^+/−^* genetic background. These findings suggest that Gq/11 is required for patterning beyond the intermediate domain.

**Fig. 4.**
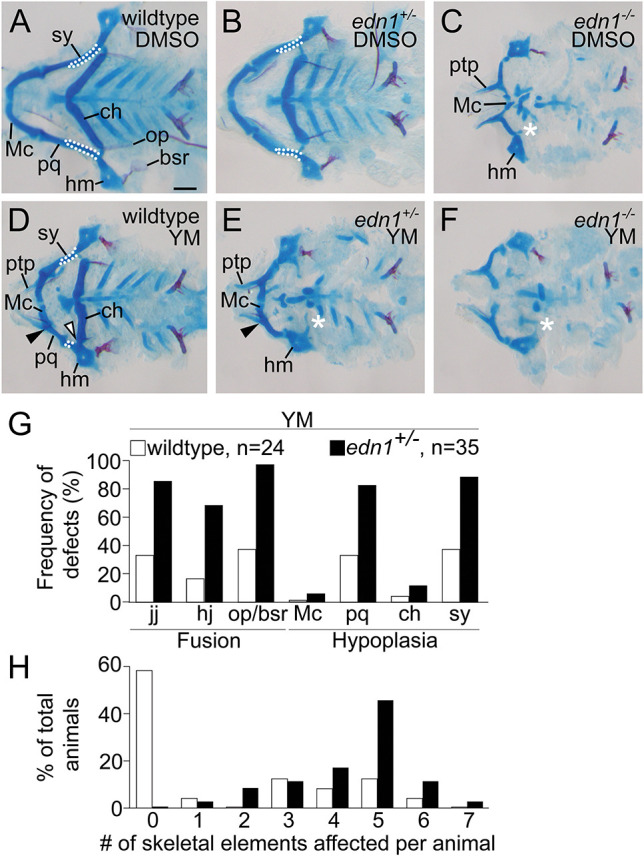
**YM increases the prevalence and severity of lower jaw defects in *edn1^+/−^* larvae relative to wild-type larvae.** (A-F) Representative flat-mounts of the viscerocranium from wild-type (A,D), *edn1^+/−^* (B,E) and *edn1^−/−^* (C,F) larvae treated with DMSO (A-C) or 100 μM YM (D-F) from 16 to 36 hpf. In A,B,D, white outlines highlight the symplectic cartilage (sy). In C,E,F, white asterisks indicate absence of the ceratohyal (ch). In D,E, black arrowheads indicate fusion of the jaw joint (jj). In D, the white arrowhead indicates fusion of the hyomandibular joint (hj). All skeletal preparations are 6 dpf. (G) Frequency of defects in seven Edn1/Ednra-dependent skeletal elements in YM-treated wild-type or *edn1^+/−^* larvae. Absence of structure, hypoplasia or fusion were scored as defects (ignoring sidedness). The pharmacogenetic interaction between *edn1* and YM was determined to be statistically significant with a chi-square test (*P*=0.0001), comparing the number of defects in YM-treated *edn1^+/+^* and *edn1^+/−^* larvae. (H) Percentage of individual larvae presenting with defects in the seven Edn1/Ednra-dependent structures. Individual larvae were scored for total number of skeletal elements affected (ignoring sidedness). Bar graphs are color-coded the same as G. All wild-type, *edn1^+/−^* or *edn1^−/−^* embryos treated with DMSO or YM are siblings from the same clutch. Scale bar: 100 μm. bsr, branchiostegal ray; hm, hyomandibular; Mc, Meckel's cartilage; op, opercle; pq, palatoquadrate; ptp, pterygoid process of the palatoquadrate.

### G11 paralogs are necessary for development of all Edn1/Ednra-dependent craniofacial structures

To interrogate more comprehensively the role of Gq/11 in facial development, we mutated genes encoding Gq and G11 proteins using CRISPR/Cas9. In zebrafish, Gq is encoded by *gnaq*, and G11 is encoded by two paralogs, *gna11a* and *gna11b.* Although *gnaq* expression in the embryonic head was undetectable by scRNA-seq (Fig. S6), quantitative PCR (qPCR; Fig. S7) or colorimetric *in situ* hybridization (Fig. S8), we proceeded to target the *gnaq* allele given the importance of *Gnaq* in mouse lower jaw development (Offermanns et al., 1998). 

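Over all kept cells, *gnaq* (ENSDARG00000011487) had 2 UMIs in 3613 DMSO cells and 5 UMIs in 4430 YM cells, 7 of 52599579 UMIs in all, or 0.133 CPM (exact Poisson interval 0.054 to 0.274). At a median of 6221 UMIs per cell, 0.087% of cells had a *gnaq* UMI, and in the arch 1 and 2-like classes 2 of 4350 cells did. No *gnaq* UMI was found in 136 blood-like cells, at a median of 9278.5 UMIs, which allows a share of up to 2.68% (exact binomial limit), so the share in all cells cannot be set apart from that in blood-like cells. Across the alternatives, the value stayed between 0.079 and 0.139 CPM. The embryonic head outside the sorted cells is not covered by these libraries.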

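Over all kept cells of both libraries, *gna11b* (ENSDARG00000053326) had 953 UMIs, or 18.12 CPM (exact Poisson interval 17.0 to 19.3), and *gna11a* (ENSDARG00000010002) had 152 UMIs, or 2.89 CPM (2.45 to 3.39). The log2 ratio of *gna11b* to *gna11a* was 2.65 (2.40 to 2.91), and it stayed between 2.58 and 2.68 across the alternatives. By library, *gna11b* was at 17.7 CPM in DMSO and 18.4 CPM in YM, and *gna11a* at 2.62 and 3.09 CPM, with intervals that overlap between the libraries for both genes. A *gna11b* UMI was found in 11.1% of cells and a *gna11a* UMI in 1.85% of cells, at a median of 6221 UMIs, against 4.41% and 2.94% of 136 blood-like cells at a median of 9278.5 UMIs. The share for *gna11a* lies within the interval of that in blood-like cells (0.807% to 7.36%), so the share was not detectably different from that in blood-like cells. Nothing here shows that blood-like cells lack *gna11a*, and with 136 cells the interval is wide. The comparison therefore does not place *gna11a* at background. Subtraction of free RNA left the log2 ratio of *gna11b* to *gna11a* at 2.65. Counts come from the 3′ end of transcripts, so the ratio of 2 genes also depends on how well each 3′ end is annotated, and reads of the paralogs can be shared where their sequences are alike. Of the other genes of the family, *gna14* had 11 UMIs, *gna15.1* had 4, and *gna14a*, *gna15.3* and *gna15.4* had 0. The features list *gna15.3* more than once, and its value is that of the first entry (ENSDARG00000092948) only.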

Of the two G11 genes, *gna11b* expression was relatively higher than *gna11a* in scRNA-seq, qPCR and colorimetric *in situ* hybridization analyses (Figs S6-S8). Other Gq/11 family members, including *gna14*, *gna14a* and *gna15.1-15.4*, were not considered because they exhibit cell type-specific expression in sensory organs and hematopoietic lineages (Ohmoto et al., 2011; Oka and Korsching, 2011). We designed CRISPR/Cas9 guide RNAs to target exon 3 or 4 of the genes (Fig. S9A), similar to targeting strategies used for *Gnaq* and *Gna11* knockout alleles in mice (Offermanns et al., 1998). For all three genes, we identified a frame-shift mutation that is predicted to result in a premature stop codon and non-functional protein product (Fig. S9B). Similar to wild-type larvae (Fig. 2), larvae and adults that were homozygous for a single mutant allele (*gnaq^−/−^*, *gna11a^−/−^* or *gna11b^−/−^*) (Fig. S9) or triple heterozygous for all mutant alleles (*gnaq^+/−^;gna11a^+/−^;gna11b^+/−^*) (Fig. 5I) did not exhibit overt craniofacial phenotypes and were viable and fertile. However, we observed a spectrum of craniofacial phenotypes in larvae generated from *gnaq^+/−^;gna11a^+/−^;gna11b^+/−^* mating pairs (Fig. 5). A total of 336 larvae were processed for skeletal preparations at 6 dpf, followed by analysis of genotypes and phenotypes (Table S3). Flat-mounts of skeletal preparations for selected genotypes are shown in Fig. 5A-I. Quantification of the severity and frequency of defects for selected genotypes is shown in Fig. 5J. The most severe defects were observed in *gnaq^−/−^;gna11a^−/−^;gna11b^−/−^* (Fig. 5A,J), *gnaq^+/−^;gna11a^−/−^;gna11b^−/−^* (Fig. 5B,J) and *gnaq^+/+^;gna11a^−/−^;gna11b^−/−^* (Fig. 5C,J) larvae, which exhibited defects in all Edn1/Ednra-dependent skeletal elements and resembled the *edn1^−/−^* phenotype (Fig. 2G,J). This suggests that *gna11a* and *gna11b* are required for zebrafish lower jaw development, but *gnaq* is not. Larvae with one wild-type allele of either *gna11a* (*gnaq^−/−^;gna11a^+/−^;gna11b^−/−^*) (Fig. 5D) or *gna11b* (*gnaq^−/−^;gna11a^−/−^;gna11b^+/−^*) (Fig. 5E) exhibited phenotypes that were all less severe and more variable than that of *gnaq^−/−^;gna11a^−/−^;gna11b^−/−^* larvae (Fig. 5A,J). Larvae with one wild-type allele of *gna11a* and *gna11b* (*gnaq^−/−^;gna11a^+/−^;gna11b^+/−^*) (Fig. 5F) exhibited further reduced phenotypic severity and variation (Fig. 5J). Importantly, the addition of a wild-type *gnaq* allele to the above *gna11a* and *gna11b* allelic combinations – *gnaq^+/−^;gna11a^+/−^;gna11b^−/−^* (Fig. 5G), *gnaq^+/−^;gna11a^−/−^;gna11b^+/−^* (Fig. 5H) and *gnaq^+/−^;gna11a^+/−^;gna11b^+/−^* (Fig. 5I) – had no effect on phenotypic severity and variation (Fig. 5J)*.* Taken together, these results suggest that *gna11a* and *gna11b* are necessary for the development of Edn1/Ednra-dependent craniofacial structures in a gene-dosage dependent manner, whereas *gnaq* appears to be dispensable.

**Fig. 5.**
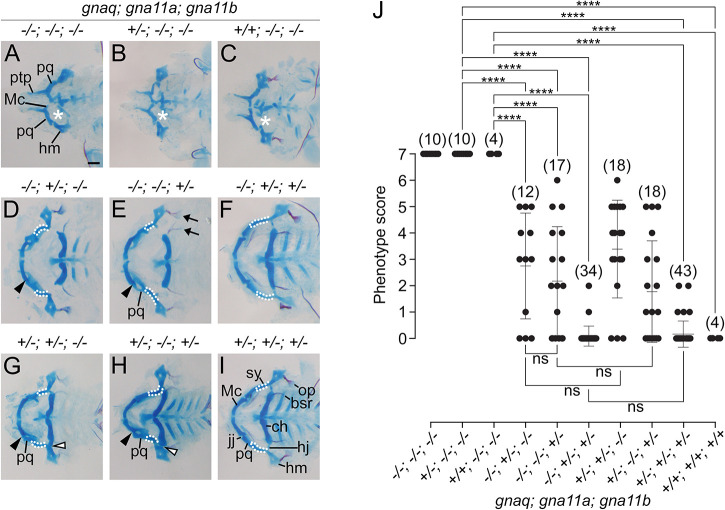
***gna11a a*nd *gna11b*, but not *gnaq*, are necessary for development of Edn1/Ednra-dependent structures.** (A-I) Representative flat-mounts of the viscerocranium at 6 dpf, shown in ventral view, for selected allelic combinations. In D-I, white outlines highlight the symplectic (sy). In A-C, the white asterisks indicate absence of the ceratohyal (ch). In D,E,G,H, black arrowheads indicate fusion of the jaw joint (jj). In G,H, the white arrowheads indicate fusion of the hyomandibular joint (hj). (J) Overall severity of defects for genotypes shown in A-I were quantified as a ‘phenotype score’. Individual larvae were scored for the total number of Edn1/Ednra-dependent skeletal elements exhibiting defects (ignoring sidedness). A phenotype score of 0 corresponds to a wild-type phenotype, and a score of 7 indicates all Edn1/Ednra-dependent structures on at least one side were affected. One dot represents an individual larva. The middle line is the mean. Error bars represent s.e.m. The *n* values for respective genotypes are indicated in parentheses. Statistical significance was determined using one-way ANOVA with Holm–Šídák multiple comparisons test (****P<0.0001; ns, not significant). Scale bar: 100 μm. bsr, branchiostegal ray; hm, hyomandibular; Mc, Meckel's cartilage; op, opercle; pq, palatoquadrate; ptp, pterygoid process of the palatoquadrate.

### Gq is sufficient for lower jaw specification

To determine whether Gq/11 signaling activity is sufficient for lower jaw development, we examined whether we could rescue the *edn1^−/−^* mutant phenotype by expressing a constitutively active form of Gq, Gq-Q209L (Fig. 6) (Kalinec et al., 1992). The Q209L amino acid substitution prevents GTP hydrolysis and maintains Gq in an active signaling state independently of receptor activity (Kleuss et al., 1994). Gq and G11 proteins are functionally redundant (Malbon, 2005; Wettschureck and Offermanns, 2005), and the constitutively active mutants Gq-Q209L and G11-Q209L activate the same signaling pathways in the context of uveal melanoma (Annala et al., 2019; Lapadula et al., 2019). In order to control the timing of induction for Gq activity, we made a transgenic line that expresses Gq-Q209L under the regulation of a *hsp70l* heat shock-inducible promoter (Halloran et al., 2000) (*hsp70l:Gq-Q209L*)*.* First, we determined whether heat shock induces Gq-Q209L expression in the craniofacial mesenchyme by examining changes to ERK1/2 (Mapk3/Mapk1) phosphorylation levels, an established readout for Gq/11 activity (Van Raamsdonk et al., 2009). Immunohistochemistry of coronal sections using an antibody for phosphorylated ERK1/2 (Randlett et al., 2015) confirmed that ERK1/2 phosphorylation levels were elevated in the craniofacial mesenchyme of *hsp70l:Gq-Q209L* embryos but not in sibling control embryos (Fig. S10). Next, embryos generated from *edn1^+/−^* and *edn1^+/−^;hsp70l:Gq-Q209L* mating pairs were heat-shocked at 16 hpf and then processed for fluorescence *in situ* hybridization at 28 hpf or skeletal preparations at 4 dpf. We performed skeletal preparations at 4 dpf instead of 6 dpf because a small percentage of *hsp70l:Gq-Q209L-*positive larvae exhibited early embryonic lethality starting at 5 dpf due to substantial cardiac edema (Fig. S11). In *edn1^+/+^* or *edn1^−/−^* larvae (sibling controls), heat shock did not affect development of the craniofacial skeleton (Fig. 6A,B). In heat-shocked *edn1^−/−^;hsp70l:Gq-Q209L* embryos, the majority of Edn1/Ednra-dependent structures were restored in 100% (9/9) of larvae (Fig. 6D,G). The palatoquadrate, symplectic, ceratohyal, Meckel's cartilage and the hyomandibular joint were restored at the highest frequency, whereas jaw joint restoration occurred at a lower frequency (Fig. 6G). We also observed homeotic transformations of upper jaw structures to lower jaw-like structures in heat-shocked *edn1^+/+^;hsp70l:Gq-Q209L* (Fig. 6C,F,H) and *edn1^−/−^;hsp70l:Gq-Q209L* (Fig. 6D,H) embryos. The pterygoid process of the palatoquadrate, typically a short, pointed structure (Fig. 6A,B,E), was transformed into a long, broad piece of cartilage resembling Meckel's cartilage (Fig. 6C,D,F). The dorsal portion of the hyomandibular cartilage was also hypoplastic and misshapen (Fig. 6,D,F). Similar transformations to the pterygoid process and hyomandibular cartilages have been reported in larvae with ectopic Ednra signaling activity in the dorsal domain of the first and second arches (Kimmel et al., 2007; Alexander et al., 2011; Zuniga et al., 2011; Barske et al., 2018).

**Fig. 6.**
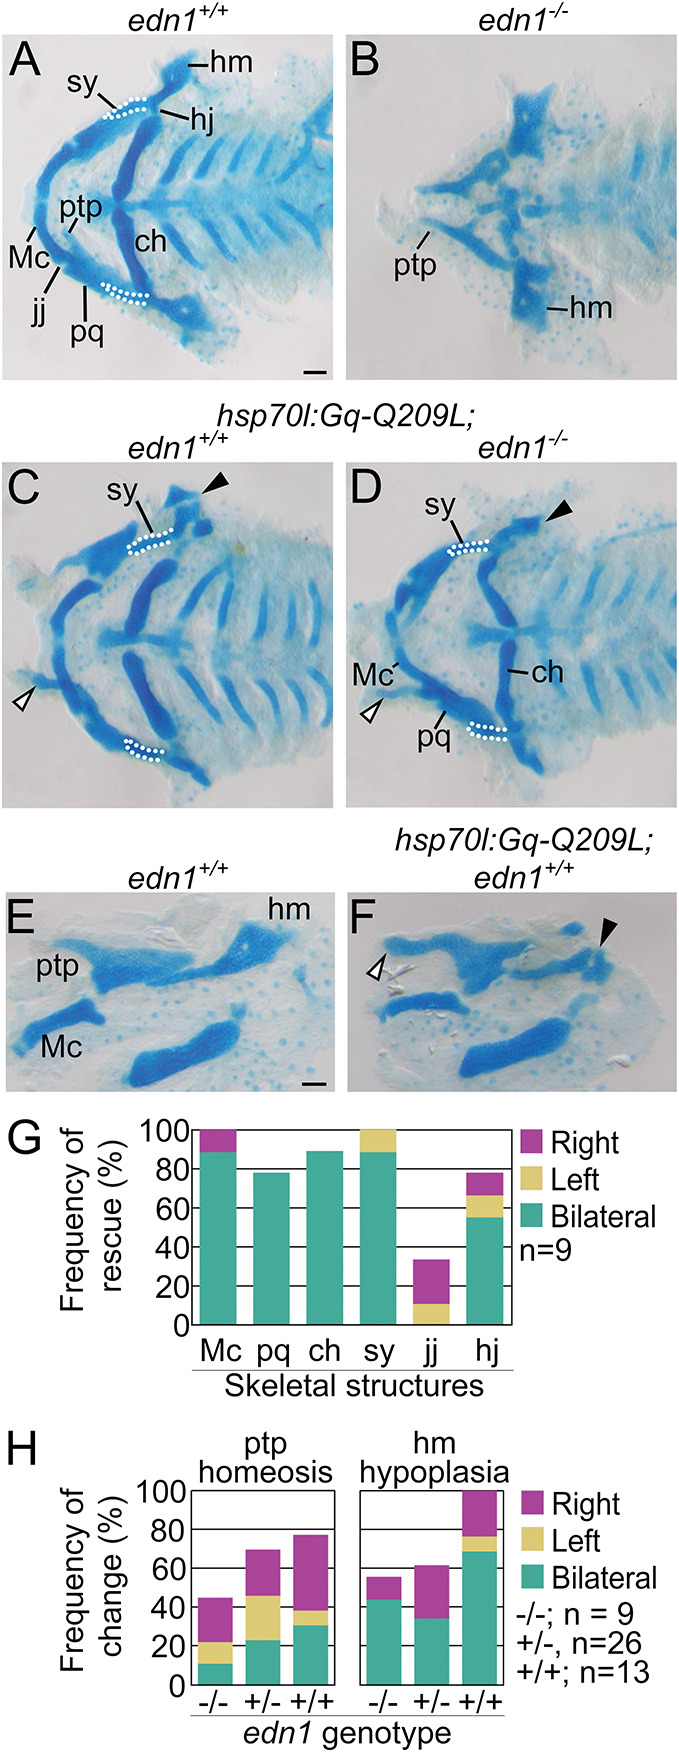
**Induction of Gq activity rescues the *edn1^−/^*^−^ phenotype and causes ventralization of dorsal structures.** (A-D) Representative flat-mounts of the viscerocranium at 4 dpf, shown in ventral view, of heat-shocked larvae for *edn1^+/+^* (A), *edn1^−/−^* (B), *hsp70l:Gq-Q209L;edn1^+/+^* (C) and *hsp70l:Gq-Q209L;edn1^−/−^* (D). Transformed pterygoid process of the palatoquadrate (ptp) is indicated by white arrowheads in C and D. Transformed hyomandibular cartilage (hm) is indicated by a black arrowhead in C,D. (E,F) Flat-mounts of the viscerocranium at 4 dpf, in lateral view, of heat-shocked non-transgenic *edn1^+/+^* (E) and *hsp70l:Gq-Q209L; edn1^+/+^* larvae (F). Transformed ptp (white arrowhead) and hm (black arrowhead) are indicated in F. (G) Frequency of phenotype rescue for six Edn1/Ednra-dependent structures in heat-shocked *hsp70l:Gq-Q209L;edn1^−/−^* larvae (accounting for sidedness). Phenotype rescue was determined to be statistically significant with a chi-square test (*P=*0.0001), comparing the number of restored skeletal elements in non-transgenic *edn1^−/−^* larvae (0) to *hsp70l:Gq-Q209L;edn1^−/−^* larvae. (H) Frequency of malformed ptp and hm (accounting for sidedness) in all *edn1* genotypes with the *hsp70l:Gq-Q209L* transgene. Scale bar: 100 μm. ch, ceratohyal; hj, hyoid joint; jj, jaw joint; Mc, Meckel's cartilage; pq, palatoquadrate; sy, symplectic.

These morphological changes were preceded by changes to patterning gene expression (Fig. 7). In 28 hpf *edn1^−/−^* embryos, the expression of *dlx5a*, a transcription factor essential for lower jaw specification, was severely reduced in the first and second pharyngeal arch mesenchyme (Fig. 7B,B′). In *edn1^−/−^;hsp70l:Gq-Q209L* embryos that were heat-shocked, *dlx5a* expression was not only restored in the ventral and intermediate domains of the first and second arches, but also expanded into the dorsal domain (Fig. 7F,F′). Similar expansion of *dlx5a* was observed in *edn1^+/+^;hsp70l:Gq-Q209L* embryos (Fig. 7E,E′). Changes were also observed for *nr2f5*, an essential upper jaw specification factor (Barske et al., 2018) (Fig. 7C-D′,G-H′). In *edn1^+/+^* embryos, *nr2f5* expression was confined to the dorsal and intermediate domains of the first and second arches (Fig. 7C,C′), whereas expression expanded into the ventral domains of the first and second arches in *edn1^−/−^* embryos (Fig. 7D,D′). In *edn1^+/+^;hsp70l:Gq-Q209L* and *edn1^−/−^;hsp70l:Gq-Q209L* embryos, however, *nr2f5* was reduced overall (Fig. 7G-H′). These data indicate that Gq is sufficient for induction of lower jaw patterning genes and subsequent development of lower jaw structures.

**Fig. 7.**
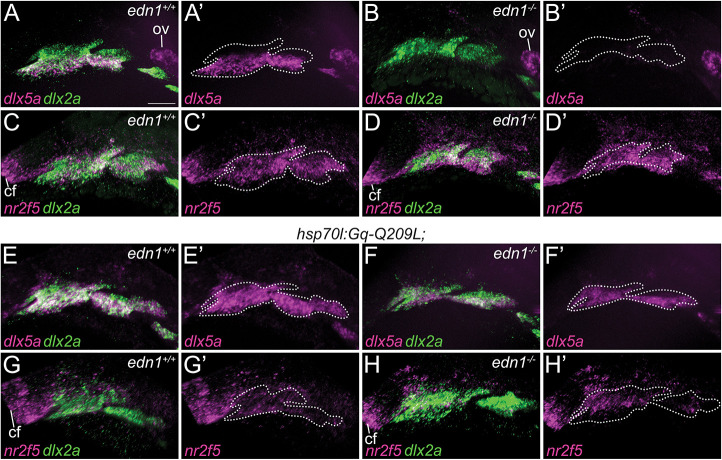
**Induction of Gq activity upregulates *dlx5a* expression and downregulates *nr2f5* expression.** (A-H′) The expression patterns of *dlx5a* and *nr2f5*, both in magenta, are shown by two-color fluorescence *in situ* hybridization on 28 hpf embryos. Pharyngeal arches are labeled, with *dlx2a* in green. *dlx5a* and *dlx2a* (A,B,E,F) or *nr2f5* and *dlx2a* (C,D,G,H) are shown overlaid. *dlx5a* (A′,B′,E′,F′) and *nr2f5* (C′,D′,G′,H′) are also shown alone, with the border of the pharyngeal arches indicated by white dashed lines. (A,A′,C,C′) Expression in non-transgenic *edn1^+/+^* embryos. (E,E′,G,G′) Expression in *hsp70l:Gq-Q209L;edn1^+/+^* embryos. (B,B′,D,D′) Expression in non-transgenic *edn1^−/−^* embryos. (F,F′,H,H′) Expression in *hsp70l:Gq-Q209L;edn1^−/−^* embryos. All embryos were heat-shocked. Images are representative of at least five embryos. Scale bar: 50 μm. cf, choroid fissure; ov, otic vesicle.

## DISCUSSION

In this study, we addressed a long-standing question regarding the role of the Gq/11 family and potentially other Gα family members in lower jaw patterning (Sato et al., 2008a). Using the zebrafish model, we specifically interrogated the role of Gq/11 with three orthogonal approaches. We showed that inhibition of Gq/11 activity with a small molecule inhibitor or mutant alleles of *gna11a* and *gna11b* produced craniofacial phenotypes similar to those observed in *edn1^−/−^* larvae and larvae injected with morpholinos targeting *ednraa* and *ednrab* (Miller et al., 2000; Nair et al., 2007). We also showed that transgene-mediated expression of a constitutively active Gq protein, Gq-Q209L, can rescue lower jaw structures in *edn1^−/−^* embryos and can also transform the pterygoid process of the palatoquadrate to a Meckel's cartilage-like structure. Together, these results suggest that Gq/11signaling activity is necessary and sufficient to activate gene expression programs in cranial NCCs that establish lower jaw identity in zebrafish.

Our genetic analysis with mutant alleles has also revealed differential requirements for Gq/11 genes in zebrafish craniofacial development. Of the four members of the Gq/11 gene family – Gq, G11, G14 and G15 – we generated mutant alleles for Gq (*gnaq*) and G11 (*gna11a* and *gna11b*) only. Larvae that were homozygous mutants for both G11 genes (*gnaq^+/+^;gna11a^−/−^;gna11b^−/−^*) recapitulated the *edn1^−/−^* mutant phenotype (Figs 5C and 2G), suggesting that G11 genes are required for lower jaw patterning, whereas the Gq, G14 and G15 genes are not. The dispensability of G14 and G15 in lower jaw patterning is consistent with studies that have reported that expression of G14 and G15 genes is restricted to sensory organs and hematopoietic lineages (Ohmoto et al., 2011; Oka and Korsching, 2011). The dispensability of Gq was surprising, however, given its role in mouse lower jaw development (discussed further below). One of the most surprising findings from this work was the phenotypic discrepancy between zebrafish and mice lacking Gq and G11. The phenotype of *gna11a^−/−^;gna11b^−/−^* mutant zebrafish larvae are identical to *edn1* mutants (Miller et al., 2000), with both exhibiting severe hypoplasia of the Meckel's cartilage, fusion of the jaw joint and loss of the symplectic and ceratohyal cartilages. In contrast, craniofacial phenotypes in mice do not overlap between Edn1/Ednra pathway mutants and Gq/11 mutants. In embryonic day (E) 18.5 *Edn1^−/−^*, *Ednra^−/−^* and *Ece1^−/−^* mouse embryos, the entire mandible undergoes a homeotic transformation into a maxilla-like structure (Kurihara et al., 1995; Clouthier et al., 1998; Yanagisawa et al., 1998b). However, in E18.5 *Gnaq^flox/flox^;Gna11^−/−^;P0-Cre* mouse embryos, lower jaw defects were limited to the proximal two-thirds of the mandible (Dettlaff-Swiercz et al., 2005) and more closely resembled zebrafish embryos treated with YM (Figs 2 and 3) or reduced Gq/11 gene dosage (Fig. 5) than *Edn1^−/−^* or *Ednra^−/−^* mouse embryos (Clouthier et al., 1998; Ozeki et al., 2004). One explanation for the partial lower jaw defect in *Gnaq^flox/flox^;Gna11^−/−^;P0-Cre* embryos is that gene recombination in first pharyngeal arch NCCs induced by P0-Cre is less efficient compared to the NCC deletion strain *Wnt1-Cre* (Chen et al., 2017). Therefore, the residual levels of Gq expression and activity in cranial NCCs of *Gnaq^flox/flox^;Gna11^−/−^;P0-Cre* embryos may be sufficient to pattern the ventral domain but not the intermediate domain. This is consistent with numerous studies, including this one, that have reported that cranial NCCs in the intermediate domain are highly sensitive to perturbations that diminish Ednra signaling activity, such as treatment with YM (Figs 2 and 3) or an Ednra antagonist (Ruest and Clouthier, 2009), reduction of Gq/11 gene dosage (Fig. 5) (Offermanns et al., 1998), or reduction of Edn1 levels with an Edn1 morpholino (Miller and Kimmel, 2001) or a mutant allele of *furina* (Walker et al., 2006), an enzyme in the Edn1 biosynthetic pathway. This sensitivity of cranial NCCs in the intermediate domain has been attributed to a morphogen gradient model for Edn1, which posits that extracellular concentrations of Edn1 are highest near the source, the ventral ectoderm, and diminishes towards the dorsal regions of the arch (Kimmel et al., 2003). This question regarding the role of Gq/11 in mouse lower jaw development could be resolved with *Wnt1-Cre*, which has been shown to induce sufficient levels of gene recombination in cranial NCCs in *Ednra^flox/flox^* embryos (*Ednra^flox/flox^;Wnt1-Cre*) to recapitulate the *Ednra^−/−^* phenotype (Ruest and Clouthier, 2009).

The zebrafish mutant alleles for Gq/11 genes revealed two additional differences between zebrafish and mice. First, mice and zebrafish embryos have different genetic requirements for Gq and G11 genes. In mice with conventional Gq/11 knockout alleles, embryos with one wild-type allele for *Gna11* (*Gnaq^−/−^;Gna11^+/−^*) exhibited lower jaw defects, whereas embryos with one wild-type allele for *Gnaq* (*Gnaq^+/−^;Gna11^−/−^*) did not, indicating that *Gnaq* is primarily responsible for driving lower jaw patterning (Offermanns et al., 1998)*.* In zebrafish, *gna11a* and *gna11b* were required for lower jaw patterning, but *gnaq* was dispensable (Fig. 5). One possible explanation for this discrepancy is that *gnaq* does in fact contribute to lower jaw patterning in zebrafish, albeit to a lesser extent, with the loss of *gnaq* resulting in skeletal defects that are imperceptible with our current analysis. An alternative explanation is that *gnaq* is simply not expressed in the lower jaw progenitor cells and therefore does not contribute to lower jaw patterning in zebrafish. The latter explanation is consistent with our gene expression analyses using scRNA-seq (Fig. S6), qPCR (Fig. S7) and *in situ* hybridization (Fig. S8), which suggest that *gnaq* expression is absent or expressed at lower levels relative to *gna11a* and *gna11b* in cranial NCCs. This difference may reflect divergent regulation of Gq/11 genes between teleosts and mammals. The teleost genome, which has undergone an additional round of duplication compared with mammals, exhibits significant divergence in the cis-regulatory elements (CREs) of duplicated genes and paralogs that result in different spatial and temporal expression patterns compared with other vertebrate species (Kassahn et al., 2009). The CREs for Gq/11 genes in teleosts may have also undergone changes that result in expression patterns that differ from mammals. A comparative analysis of the CREs and expression profiles for Gq/11 genes in zebrafish and mice may provide insights into evolutionary mechanisms that drive changes to gene regulatory networks for cell signaling proteins, which could have implications for understanding how the form and function of anatomical structures have diverged between teleosts and mammals (Pires-daSilva and Sommer, 2003; de Mendoza et al., 2014).

The second difference was that zebrafish and mice are differentially sensitive to loss of Gq/11 signaling. *Gnaq^−/−^;Gna11^−/−^* mouse embryos exhibit mid-gestational lethality due, in part, to myocardial hypoplasia (Offermanns et al., 1998). However, zebrafish embryos that are triple homozygous for Gq/11 knockout alleles did not exhibit evidence of embryonic lethality prior to 6 dpf based on general morphology and normal Mendelian inheritance of alleles (Table S3). Although heart development was not examined in this study, it is possible that our triple homozygous Gq/11 mutant zebrafish have similar heart defects as mice given the conservation of Gq/11 function in craniofacial development. Unlike mouse embryos, zebrafish larvae can tolerate defective heart function up to 7 dpf due to a lack of dependence on oxygen from the circulatory system (Stainier et al., 1996). Therefore, this property of zebrafish physiology could be leveraged to examine the role of Gq/11 in heart development, which is not fully understood (Malbon, 2005; Wettschureck and Offermanns, 2005).

Our study also provides additional evidence for the utility and specificity of YM as a pharmacological tool to interrogate the role of Gq/11 *in vivo* (Shibata et al., 2022). Embryos treated with 100 μM YM (the highest concentration that we could use; see Materials and Methods) produced phenotype and gene expression changes similar to embryos with partial loss of Edn1/Ednra signaling (Figs 2 and 3) (Miller and Kimmel, 2001; Walker et al., 2006; Nair et al., 2007; Ruest and Clouthier, 2009). The window of sensitivity to YM also agrees with the window of sufficiency for endothelin signaling in lower jaw patterning from previous studies (Miller et al., 2000, 2003; Walker et al., 2006; Kimmel et al., 2007; Ruest and Clouthier, 2009; Vieux-Rochas et al., 2010; Alexander et al., 2011; Zuniga et al., 2011; Barske et al., 2016, 2018; Meinecke et al., 2018). Further, applying YM on *edn1* heterozygous mutants produced craniofacial phenotypes that were more severe in the spectrum of Edn1/Ednra-class phenotypes (Fig. 4). Although we acknowledge that the use of YM in zebrafish studies is limited by the concentration we can use, this additive effect of YM on sensitized backgrounds could be advantageous for studying other Gq/11-coupled receptors that might otherwise be embryonic lethal when knocked out. The effect of YM on cranial NCCs in zebrafish embryos is in stark contrast to the potency and efficacy of YM and its sister compound, FR900359, in cell culture assays, which exhibit an IC50 in the nanomolar concentration range (Nishimura et al., 2010; Schrage et al., 2015). The diminished inhibitory effect of YM in zebrafish embryos may be caused by poor perfusion into relevant tissues, inefficient cell permeability, or degradation. FR900359 exhibits slightly different physicochemical properties (Schlegel et al., 2021) and thus may exhibit greater effects on zebrafish embryos than YM.

By establishing Gq/11 as the sole signaling mediator for Ednra in lower jaw patterning, we can begin to elucidate mechanisms of jaw patterning that remain poorly characterized. As demonstrated by our study and others, correct positioning of the upper and lower jaw patterning domains requires a specific balance of signaling inputs by Edn1/Ednra, Jagged/Notch and Nr2f nuclear receptors (Sato et al., 2008b; Zuniga et al., 2010; Alexander et al., 2011; Tavares and Clouthier, 2015; Barske et al., 2016, 2018; Sucharov et al., 2019; Kurihara et al., 2023). It remains unknown how these signaling pathways are integrated to elicit specific transcriptional outputs that refine the positional identities of cranial NCCs residing in and around the upper jaw–lower jaw boundary. Future studies will examine mechanisms of signal integration.

## MATERIALS AND METHODS

### Protein sequence alignment

Protein sequences were aligned using Clustal Omega (Madeira et al., 2019). The following are accession numbers for sequences used. For human proteins: Gq (NP_002063.2), G11 (NP_002058.2) and Gi1 (NP_002060.4). For zebrafish proteins: Gq (NP_001138271.1), G11a (NP_001038501.1), G11b (NP_001007774.1), G14 (NP_001003753.1), G14a (XP_683989.2), G15.1 (NP_001003626.2), G15.2 (XP_002667410.2), G15.3 (translated from mRNA sequence for *gna15.3*, XR_659583.3), G15.4 (NP_001038454.1), Gi1 (NP_957265.1), Gs (XP_001335732.1) and G12a (NP_001013295.1).

### Zebrafish strains and husbandry

All work was approved by the University of Colorado Institutional Animal Care and Use Committee (Protocol No. 00188). Zebrafish (*Danio rerio*) adults and embryos were raised and staged according to Kimmel et al. (1995) and Westerfield (2007). Mutant and transgenic lines were maintained in the AB strain. The following mutant and transgenic lines were previously described: *sucker/edn1^tf216^* (Miller et al., 2000), *Tg(fli1a:EGFP)^γ1^* (Lawson and Weinstein, 2002) and *Tg(sox10:mRFP)^vu234^* (Kirby et al., 2006). In addition, five new lines were created: mutant alleles for *edn1^co3009^*, *gnaq^co3010^*, *gna11a^co3015^* and *gna11b^co3014^*, and the transgenic line *Tg(hsp70l:Gq-Q209L-IRES-EGFP,cmlc2:EGFP).* All lines are available upon request. Construction of strains is described below.

#### Generation of deletion alleles

All mutant alleles were generated with the CRISPR/Cas9 gene-editing system as previously described (Hwang et al., 2013; Jao et al., 2013). Gene-specific target sequences were generated with CHOPCHOP v.2 (Labun et al., 2016), and guide RNAs (gRNAs) were generated as previously described (Bassett et al., 2013). To generate *edn1^co3009^*, two target sequences were identified in exon 2. To generate *gnaq^co3010^* and *gna11b^co3014^*, target sequences were identified in exon 4 (Fig. S9). To generate *gna11a^co3015^*, a target sequence was identified in exon 3 (Fig. S9). The following are the target sequences used for each gene: *edn1*, 5′-GGAATAAGAGATGCTCCTGC-3′and 5′-GGACATAATATGGGTGAACA-3′; *gnaq*, 5′-GGCTGGGTGGGAATGTAGGAA-3′; *gna11a*, 5′-GGCGAGAGGTCGATGTCGAGA-3′; *gna11b*, 5′GGTGGGAAGGTACGAAGATT-3′. The individual target sequences were then incorporated into an oligo consisting of 5′-[T7 promoter sequence]-[Target sequence]-[Start of scaffold sequence]-3′. The T7 promoter sequence is 5′-AATTAATACGACTCACTATA-3′, and the start of the scaffold sequence is 5′-GTTTTAGAGCTAGAAATAGC-3′. DNA templates for gene-specific gRNAs were then generated by performing PCR with the target sequence-containing oligo and a separate oligo containing the gRNA scaffold sequence: 5′-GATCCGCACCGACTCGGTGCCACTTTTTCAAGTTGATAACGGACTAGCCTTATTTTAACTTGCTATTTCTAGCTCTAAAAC-3′. All oligos were purchased from IDT DNA Technologies. PCR reactions were performed with KAPA HiFi HotStart ReadyMix (Roche, 07958927001) (1× KAPA Taq, 500 nM target sequence oligo, 500 nM gRNA scaffold oligo) using the following cycling parameters: 98°C for 30 s; 40 cycles of 98°C for 10 s, 60°C for 10 s; 72°C for 15 s; 72°C for 10 min. Following purification of the PCR product using the QIAquick PCR Purification Kit (QIAGEN, 28104), the gRNA was synthesized using the MEGAscript T7 Transcription kit (Invitrogen, AM1334). Cas9 mRNA (codon-optimized for zebrafish) was generated as previously described (Jao et al., 2013). Briefly, pT3TS-nCas9n (Addgene plasmid #46757) was linearized with XbaI restriction enzyme and then used as the template for *in vitro* transcription using the mMESSAGE mMACHINE T3 Transcription Kit (Invitrogen, AM1348).

Embryos were injected at the one-cell stage with 2 nl of solution containing 100 ng/µl Cas9 mRNA, 50 ng/µl gRNA and 0.025% Phenol Red (Sigma-Aldrich, P0290). To determine whether the gRNAs were excising the genomic loci of interest, at least ten embryos per injected clutch were lysed in genomic DNA extraction buffer (10 mM Tris pH 8, 2 mM EDTA, 0.2% Triton X-100, 0.2 mg/ml Proteinase K) at 24 hpf, and the genomic loci of interest were PCR-amplified with genotyping primers. PCR amplicons were then analyzed by gel electrophoresis, with the presence of smears or ladders serving as indicators of potential genomic lesions. Clutches indicating genomic lesions were grown to adults (F0) and then crossed with wild-type ABs to generate F1 embryos. F1 adults were screened for genomic lesions at loci of interest by PCR, and the nature of the genomic lesions were characterized by Sanger sequencing. F1 adults harboring frameshift mutations were crossed with wild-type ABs to identify those that transmit mutant alleles to offspring in the expected Mendelian frequency. Germ line-stable F1 adults were kept and outcrossed to wild-type ABs to generate F2 fish used in this study. The following genotyping primers were used for each allele: *edn1^co3009^*, 5′-TAGGTGCTCCAGCATCTTTG-3′ and 5′-GGAGCGTTTCCAAGTCCATA-3′; *gnaq^co3010^*, 5′-TATGATGCCTTTTTGTCCACAG-3′ and 5′-CATTGTCAGACTCGACGAGAA-3′; *gna11a^co3015^*, 5′-TCAAGTCGTAAAATGGGTTGTG-3′ and 5′-TAAAAGCAGCAAATGACGACAC-3′; *gna11b^co3014^*, 5′-GAAGCATCCTTTACCAAACCAC-3′ and 5′-CGAACGAAGGCAGATGAATAAT-3′. The frameshift mutation in the *gna11b^co3014^* allele introduces a BceAI restriction site. Thus, PCR reactions from the *gna11b^co3014^* genotyping assay were digested with BceAI to further distinguish PCR amplicons from wild-type and mutant alleles.

#### Generation of transgenic line

The *hsp70l:Gq-Q209L-IRES-EGFP,cmlc2:EGFP* plasmid was generated using the Tol2kit as described by Kwan et al. (2007). First, the middle entry vector containing Gq-Q209L, pME-Gq-Q209L, was generated. The Gq-Q209L cDNA was PCR-amplified from pc3.1-Gq-Q209L (Kanai et al., 2022) and then cloned into the pME-MCS vector using T4 ligase (New England Biolabs, M0202). pME-Gq-Q209L was then combined with p5E-hsp70l, p3E-IRES-GFPpA and pDestTol2CG2 using LR Clonase II Plus Enzyme Mix (Invitrogen,12538-120). To generate transposase mRNA, the pCS2FA-transposase plasmid was linearized with NotI restriction enzyme and then used as the template for *in vitro* transcription using the mMESSAGE mMACHINE SP6 Transcription Kit (Invitrogen, AM1340).

Embryos at the one-cell stage were injected with a 2 nl solution containing 12.5 ng/µl transposase mRNA, 12.5 ng/µl *hsp70l:Gq-Q209L-IRES-EGFP,cmlc2:EGFP* and 0.025% Phenol Red*.* Injected embryos were grown to adults (F0) and then crossed to wild-type ABs. Offspring (F1) were screened for the presence of the transgene by examining GFP expression in the heart. Transgene-positive, germ line-stable F1 fish were then crossed into *edn1^+/−^* fish to generate *Tg(hsp70l:GqQ209L-IRES-EGFP); edn1^+/−^* fish. The plasmids pME-MCS, p5E-hsp70l, p3E-IRES-GFPpA, pDestTol2CG2 and pCS2FA-transposase were provided by Kristen Kwan (Kwan et al., 2007).

### YM incubation

Embryos generated by intercrossing wild-type ABs were dechorionated at 14 hpf in Petri dishes coated with 0.5% agarose using E2 media (Westerfield, 2007) containing 2 mg/ml Pronase (Roche, 10165921001) at 25°C for 10-15 min. Embryos were subsequently washed in fresh E2 media in agarose-coated Petri dishes three times. Dechorionated embryos in agarose-coated plates were then incubated with DMSO or YM [Adipogen (AG-CN2-0509-M001) or Cayman Chemicals (29735)] dissolved in DMSO, from 16 to 36 hpf. At 36 hpf, embryos were washed with fresh E2 media three times and then processed for skeletal preparations at 6 dpf. Embryos for fluorescence *in situ* hybridization with immunofluorescence were fixed overnight at 36 hpf in 4% paraformaldehyde (PFA) in PBS. Note that the product datasheet for YM states that the solubility limit in DMSO is 10 mM (9.6 mg/ml), which is the stock concentration we used. However, for zebrafish embryo media, 1% DMSO is the upper limit that does not cause developmental defects (Hoyberghs et al., 2021). To ensure that we did not exceed 1% DMSO in the embryo media, 100 µM YM was the highest working concentration we could use.

### Skeletal preparations

Larvae were stained with Alizarin Red and Alcian Blue as previously described (Walker and Kimmel, 2007; Brooks and Nichols, 2017).

### scRNA-seq

#### Sample preparation for scRNA-seq

Cranial neural crest cells were isolated from zebrafish embryos using a *fli1a:EGFP* and *sox10:mRFP* double labeling technique as previously described (Barske et al., 2016; Askary et al., 2017; Mitchell et al., 2021) with some modifications. In brief, 140 double-positive embryos were dechorionated at 14 hpf with 2 mg/ml Pronase. Seventy embryos were then treated with 100 µM YM or DMSO from 16 to 36 hpf. At 36 hpf, ten embryos from each condition were set aside for skeletal preparations at 6 dpf. The heads of the remaining embryos were severed, pooled and de-yolked by gentle pipetting in Ca^2+^-free Ringer's solution (116 mM NaCl, 2.9 mM KCl, 5 mM HEPES, pH 7.0). The heads were then dissociated into single cells with mechanical agitation and enzymatic digestion for 15 min at 4°C with cold-activated protease from *Bacillus licheniformis* (Sigma-Aldrich, P5380) in dissociation buffer (10 mg/ml *B. licheniformis* protease, 125 U/ml DNAse, 2.5 mM EDTA, PBS), followed by enzyme neutralization with stop solution (30% fetal bovine serum, 0.8 mM CaCl_2_, in PBS). Cells were then centrifuged (400 ***g*** for 5 min), resuspended in cell suspension buffer [1% fetal bovine serum, 0.8 mM CaCl_2,_ Leibovitz's L-15 Medium (Gibco, 21083-027)], filtered through a 70 µm strainer (PluriSelect, 43-10040-40), centrifuged again (400 ***g*** for 5 min) and resuspended in sorting buffer (1% fetal bovine serum, 1 mM EDTA, 25 mM HEPES). EGFP and mRFP double-positive cells were then purified by FACS using a MoFlo XDP100 (Beckman Coulter). A total of 72,000 and 86,000 double-positive cells were purified for DMSO and YM-treated samples, respectively. Cells were once again centrifuged (400 ***g*** for 5 min) and resuspended in cell suspension buffer. After confirming cell viability with Trypan Blue (Gibco, 15250-061), 8000 cells for each condition were submitted to the University of Colorado Anschutz Medical Campus Genomics and Microarray Core for scRNA-seq. Single-cell capture, barcoding and library generation was performed using 10x Genomics single cell RNA-sequencing technology (Chromium Controller and Next GEM single Cell 3′ Kit v.3.1, Dual Index). Libraries were processed for paired-end sequencing with a read depth of 75,000/cell using NovaSeq6000 (Illumina).

#### scRNAseq analysis

Sequence reads were aligned to the *D. rerio* reference genome (GRCz11) and converted to count matrices with Cell Ranger v.5.0.1 (10x Genomics). Subsequent analyses of count matrices were performed with Seurat v.4.3.0 in R studio (Hao et al., 2021). Individual Seurat objects were created for DMSO and YM-treated samples, and cells in each dataset were filtered for quality. 

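In the DMSO library, 3721 barcodes were called as cells, 3595 by the order-of-magnitude rule and 126 by the test against near-empty barcodes. Of these, 2 had fewer than 200 genes, 12 had more than 3000 genes and 95 had at least 5% mitochondrial UMIs, which left 3613 cells.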

For DMSO-treated samples, 3700 cells were obtained after filtering for cells with 200-3000 unique feature counts and less than 5% mitochondrial DNA. 

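In the YM library, 4518 barcodes were called as cells, 4388 by the order-of-magnitude rule and 130 by the test against near-empty barcodes. Of these, 0 had fewer than 200 genes, 5 had more than 3500 genes and 83 had at least 5% mitochondrial UMIs, which left 4430 cells.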

For YM-treated cells, 4506 cells were obtained after filtering for cells with 200-3500 unique feature counts and less than 5% mitochondrial DNA. Datasets for DMSO or YM-treated samples were then merged, normalized and scaled, with cell cycle phase-associated genes regressed out. A list of S- and G2M-phase genes built into Seurat was converted to zebrafish identifiers using BioMart and then used for cell cycle regression (Nestorowa et al., 2016). Converted gene lists were manually checked and edited for any changes in nomenclature/duplications between the reference and Ensembl database. Linear dimensional reduction was then performed with principal component analysis (PCA), and the top 30 PCAs were used to generate and visualize clusters with the uniform manifold approximation and projection (UMAP) nonlinear dimensional reduction technique. Marker genes for clusters were obtained with a Wilcoxon Rank Sum test, and cluster identities were determined using published, experimentally verified marker genes (Nair et al., 2007; Talbot et al., 2010; Askary et al., 2017; Barske et al., 2018, 2016; Fabian et al., 2022). The approximate population of cells representing the intermediate domain were determined with a feature plot encompassing known intermediate domain marker genes, *ccn2b*, *dlx3b*, *dlx4a*, *dlx4b*, *emx2*, *fgfbp2a*, *foxc1b*, *foxd1*, *fsta*, *grem2b*, *igfbp5b*, *msx1a*, *nkx3-2* and *shox* (Fig. S4). Differential expression analysis was performed using Wilcoxon Rank Sum test between equivalent clusters of cells in DMSO and YM-treated samples.

### Quantitative PCR

RNA was collected from 40 heads of 28 hpf zebrafish embryos using Direct-zol RNA MiniPrep Kit (Zymo Research, R2050) following the manufacturer's protocol. cDNA was generated using the QuantiTect Reverse Transcription Kit (QIAGEN, 205311). qPCR assays were prepared using the QuantiTect SYBR Green PCR kit (QIAGEN, 204143) following the manufacturer's protocol and read in a CFX Connect Real-Time PCR Detection System (Bio-Rad). The following QuantiTect Primers were purchased from QIAGEN (249900): *gnaq* (GeneGlobe ID: QT02091502), *gna11a* (GeneGlobe ID: QT02065042), *gna11b* (GeneGlobe ID: QT02062060), *actb1* (GeneGlobe ID: QT02174907). The primer pair for *dlx2a* was: 5′-gaaacgctttcggccccta-3′ and 5′-ccattcggatttcaggttcgc-3′ (Weinschutz Mendes et al., 2020). *actb1* was used as the reference gene to calculate relative gene expression.

### *In situ* hybridization and immunofluorescence

Colorimetric *in situ* hybridization was performed as previously described (Thisse and Thisse, 2008). Two-color fluorescence *in situ* hybridization was performed as previously described (Talbot et al., 2010). Fluorescence *in situ* hybridization with immunofluorescence was performed as previously described (Mitchell et al., 2021). The following probes have been previously described: *dlx2a* (Akimenko et al., 1994), *dlx4b* (Ellies et al., 1997), *dlx5a* (Walker et al., 2006) and *nr2f5* (Barske et al., 2018)*.* The plasmid for *nr2f5* was provided by Lindsey Barske (Cincinnati Children's Hospital Medical Center, OH, USA). To generate probes for *gnaq*, *gna11a* and *gna11b*, gene fragments were first cloned into the pCRII plasmid with the TOPO-TA Cloning Kit (Invitrogen, 450640) following the manufacturer's protocol. The following primer pairs were used to amplify gene fragments: *gnaq*, 5′-cgttaacacgggaggaacac-3′ and 5′-gagctgtcggtcgatctcat-3′ (Takeuchi et al., 2017); *gna11a*, 5′-tactcgcacttcacctgtgc-3′ and 5′-tgggaaaggcgttttatttg-3′; and *gna11b*, 5′-caccgacacagagaacatcc-3′ and 5′-acattcatcgatgcgagttg-3′.

### Microscopy

Embryos processed for whole-mount fluorescence *in situ* hybridization and immunofluorescence were mounted in 0.4% agarose in PBS on a glass-bottom dish (MatTek, P35G-1.5-10-C), with images taken using a 20× air objective on a DMi8 microscope (Leica) equipped with an Andor Dragonfly confocal unit (Oxford Instruments). Images were subsequently processed using Imaris image analysis software (Oxford Instruments). Embryos processed for whole-mount colorimetric *in situ* hybridization and skeletal preparations were imaged on a SZX12 stereo microscope (Olympus) equipped with a SC100 camera (Olympus). Sections for colorimetric *in situ* hybridization were imaged using a 20× objective on a BX51 microscope (Olympus) under Nomarski optics, with images captured using a DP71 camera (Olympus). Sections processed for immunohistochemistry were imaged with a 63× oil immersion objective on a SP8 confocal microscope (Leica), and image processing was subsequently performed in Fiji (Schindelin et al., 2012).

### Heat shock protocol

Embryos generated from crossing *Tg(hsp70l:GqQ209L-IRES-GFP,cmlc2:EGFP);edn1^+/−^* and *edn1^+/−^* adults were heat-shocked at 16 hpf for 10 min in a 38°C water bath and then returned to 28.5°C. Transgenic and non-transgenic embryos were separated based on cardiac EGFP expression and monitored daily until 4 dpf to account for embryos developing cardiac edema, and then processed for skeletal preparations. Embryos processed for *in situ* hybridization were fixed overnight in 4% PFA in PBS at 28 hpf.

### Immunohistochemistry

Zebrafish embryos collected from *hsp70l:Gq-Q209L* and *sox10:mRFP* mating pairs were heat-shocked at 21 hpf and fixed 3 h later at 24 hpf in 4% PFA overnight at 4°C. Embryos were washed in PBS for 5 min three times, successively incubated in 15% sucrose/PBS and 30% sucrose/PBS, embedded in Tissue-Tek O.C.T. Compound (Sakura, 4583), and flash-frozen in an ethanol/dry ice bath. Embryos were then sectioned at 20 μm on a CM1900 cryostat (Leica). Sections were hydrated in PBS for 5 min, permeabilized in 0.1% Triton X-100/PBS (PBS-Triton) for 5 min, and then incubated in blocking buffer (2% bovine serum albumin, 2% goat serum, 0.1% Triton X-100, PBS) for 2 h at room temperature. Sections were then incubated in blocking buffer containing 1:200 dilution of primary antibody [rabbit P-p44/42MAPK (T202/Y204), Cell Signaling Technology, 4370, lot #17)] overnight at 4°C. Sections were washed for 15 min in PBS-Triton three times and then incubated in blocking buffer containing 1:500 dilution of secondary antibody (goat anti-rabbit Alexa 647, Invitrogen, A21245) for 2 h at room temperature. Sections were then washed in PBS-Triton for 15 min×3, incubated in PBS containing 0.1 µg/ml Hoechst 33342 (Invitrogen, H1399) for 15 min, washed in PBS for 5 min, and mounted in Prolong Gold Antifade Reagent (Invitrogen, P36930).

### Statistical analysis

Statistical analyses for the one-way ANOVA with Holm–Šídák multiple comparisons test, chi-square tests and unpaired *t*-tests were performed in Prism (GraphPad).

## Supplementary Material

10.1242/develop.204396_sup1 Supplementary information

Table S1. Marker genes for clusters generated from the integrated dataset comprising DMSO- and YM-treated samples. The numbers in the “cluster” column correspond to the numbers in the UMAPs presented below. These UMAPs are identical to Figure 3B, though with clusters labeled with numbers rather than names of specific NCC populations. The names of the cranial NCC populations are indicated in the adjacent column labeled “cell population”.

Table S2. Differentially expressed genes in DMSO- versus YM-treated samples. Differential expression analysis was performed between equivalent clusters in DMSO- and YM-treated samples. Cluster identities are indicated by the numbers and names in the “cluster” and “cell population” columns, respectively, which correspond to the UMAPs shown below. These UMAPs are identical to those in Figure 3B, with clusters labeled with numbers rather than names of specific NCC populations. The “avg_log2FC” values indicate differential expression in DMSO-treated samples relative to YM-treated samples.

## References

[DEV204396C1] Akimenko, M. A., Ekker, M., Wegner, J., Lin, W. and Westerfield, M. (1994). Combinatorial expression of three zebrafish genes related to distal-less: part of a homeobox gene code for the head. *J. Neurosci.* 14, 3475-3486. 10.1523/JNEUROSCI.14-06-03475.19947911517 PMC6576961

[DEV204396C2] Alexander, C., Zuniga, E., Blitz, I. L., Wada, N., Le Pabic, P., Javidan, Y., Zhang, T., Cho, K. W., Crump, J. G. and Schilling, T. F. (2011). Combinatorial roles for BMPs and Endothelin 1 in patterning the dorsal-ventral axis of the craniofacial skeleton. *Development* 138, 5135-5146. 10.1242/dev.06780122031543 PMC3210495

[DEV204396C3] Annala, S., Feng, X., Shridhar, N., Eryilmaz, F., Patt, J., Yang, J., Pfeil, E. M., Cervantes-Villagrana, R. D., Inoue, A., Haberlein, F. et al. (2019). Direct targeting of Galpha(q) and Galpha(11) oncoproteins in cancer cells. *Sci. Signal.* 12, eaau5948. 10.1126/scisignal.aau594830890659

[DEV204396C4] Aramori, I. and Nakanishi, S. (1992). Coupling of two endothelin receptor subtypes to differing signal transduction in transfected Chinese hamster ovary cells. *J. Biol. Chem.* 267, 12468-12474. 10.1016/S0021-9258(18)42300-91319997

[DEV204396C5] Askary, A., Xu, P., Barske, L., Bay, M., Bump, P., Balczerski, B., Bonaguidi, M. A. and Crump, J. G. (2017). Genome-wide analysis of facial skeletal regionalization in zebrafish. *Development* 144, 2994-3005. 10.1242/dev.15171228705894 PMC5592815

[DEV204396C6] Barske, L., Askary, A., Zuniga, E., Balczerski, B., Bump, P., Nichols, J. T. and Crump, J. G. (2016). Competition between jagged-notch and endothelin1 signaling selectively restricts cartilage formation in the zebrafish upper face. *PLoS Genet.* 12, e1005967. 10.1371/journal.pgen.100596727058748 PMC4825933

[DEV204396C7] Barske, L., Rataud, P., Behizad, K., Del Rio, L., Cox, S. G. and Crump, J. G. (2018). Essential role of Nr2f nuclear receptors in patterning the vertebrate upper jaw. *Dev. Cell* 44, 337-347.e5. 10.1016/j.devcel.2017.12.02229358039 PMC5801120

[DEV204396C8] Bassett, A. R., Tibbit, C., Ponting, C. P. and Liu, J. L. (2013). Highly efficient targeted mutagenesis of Drosophila with the CRISPR/Cas9 system. *Cell Rep* 4, 220-228. 10.1016/j.celrep.2013.06.02023827738 PMC3714591

[DEV204396C9] Brooks, E. P. and Nichols, J. T. (2017). Shifting zebrafish lethal skeletal mutant penetrance by progeny testing. *J. Vis. Exp.*127, 56200. 10.3791/56200PMC561440428892034

[DEV204396C10] Chai, Y., Jiang, X., Ito, Y., Bringas, P., Jr, Han, J., Rowitch, D. H., Soriano, P., McMahon, A. P. and Sucov, H. M. (2000). Fate of the mammalian cranial neural crest during tooth and mandibular morphogenesis. *Development* 127, 1671-1679. 10.1242/dev.127.8.167110725243

[DEV204396C11] Chen, G., Ishan, M., Yang, J., Kishigami, S., Fukuda, T., Scott, G., Ray, M. K., Sun, C., Chen, S. Y., Komatsu, Y. et al. (2017). Specific and spatial labeling of P0-Cre versus Wnt1-Cre in cranial neural crest in early mouse embryos. *Genesis* 55, dvg.23034. 10.1002/dvg.23034PMC547395028371069

[DEV204396C12] Clouthier, D. E., Hosoda, K., Richardson, J. A., Williams, S. C., Yanagisawa, H., Kuwaki, T., Kumada, M., Hammer, R. E. and Yanagisawa, M. (1998). Cranial and cardiac neural crest defects in endothelin-A receptor-deficient mice. *Development* 125, 813-824. 10.1242/dev.125.5.8139449664

[DEV204396C13] Clouthier, D. E., Williams, S. C., Yanagisawa, H., Wieduwilt, M., Richardson, J. A. and Yanagisawa, M. (2000). Signaling pathways crucial for craniofacial development revealed by endothelin-A receptor-deficient mice. *Dev. Biol.* 217, 10-24. 10.1006/dbio.1999.952710625532

[DEV204396C14] de Mendoza, A., Sebe-Pedros, A. and Ruiz-Trillo, I. (2014). The evolution of the GPCR signaling system in eukaryotes: modularity, conservation, and the transition to metazoan multicellularity. *Genome Biol. Evol.* 6, 606-619. 10.1093/gbe/evu03824567306 PMC3971589

[DEV204396C15] Dettlaff-Swiercz, D. A., Wettschureck, N., Moers, A., Huber, K. and Offermanns, S. (2005). Characteristic defects in neural crest cell-specific Galphaq/Galpha11- and Galpha12/Galpha13-deficient mice. *Dev. Biol.* 282, 174-182. 10.1016/j.ydbio.2005.03.00615936338

[DEV204396C16] Ellies, D. L., Stock, D. W., Hatch, G., Giroux, G., Weiss, K. M. and Ekker, M. (1997). Relationship between the genomic organization and the overlapping embryonic expression patterns of the zebrafish dlx genes. *Genomics* 45, 580-590. 10.1006/geno.1997.49789367683

[DEV204396C17] Fabian, P., Tseng, K. C., Thiruppathy, M., Arata, C., Chen, H. J., Smeeton, J., Nelson, N. and Crump, J. G. (2022). Lifelong single-cell profiling of cranial neural crest diversification in zebrafish. *Nat. Commun.* 13, 13. 10.1038/s41467-021-27594-w35013168 PMC8748784

[DEV204396C18] Flock, T., Ravarani, C. N. J., Sun, D., Venkatakrishnan, A. J., Kayikci, M., Tate, C. G., Veprintsev, D. B. and Babu, M. M. (2015). Universal allosteric mechanism for Galpha activation by GPCRs. *Nature* 524, 173-179. 10.1038/nature1466326147082 PMC4866443

[DEV204396C19] Gilman, A. G. (1987). G proteins: transducers of receptor-generated signals. *Annu. Rev. Biochem.* 56, 615-649. 10.1146/annurev.bi.56.070187.0031513113327

[DEV204396C20] Gordon, C. T., Petit, F., Kroisel, P. M., Jakobsen, L., Zechi-Ceide, R. M., Oufadem, M., Bole-Feysot, C., Pruvost, S., Masson, C., Tores, F. et al. (2013). Mutations in endothelin 1 cause recessive auriculocondylar syndrome and dominant isolated question-mark ears. *Am. J. Hum. Genet.* 93, 1118-1125. 10.1016/j.ajhg.2013.10.02324268655 PMC3853412

[DEV204396C21] Gordon, C. T., Weaver, K. N., Zechi-Ceide, R. M., Madsen, E. C., Tavares, A. L., Oufadem, M., Kurihara, Y., Adameyko, I., Picard, A., Breton, S. et al. (2015). Mutations in the endothelin receptor type A cause mandibulofacial dysostosis with alopecia. *Am. J. Hum. Genet.* 96, 519-531. 10.1016/j.ajhg.2015.01.01525772936 PMC4385188

[DEV204396C22] Halloran, M. C., Sato-Maeda, M., Warren, J. T., Su, F., Lele, Z., Krone, P. H., Kuwada, J. Y. and Shoji, W. (2000). Laser-induced gene expression in specific cells of transgenic zebrafish. *Development* 127, 1953-1960. 10.1242/dev.127.9.195310751183

[DEV204396C23] Hao, Y., Hao, S., Andersen-Nissen, E., Mauck, W. M., III, Zheng, S., Butler, A., Lee, M. J., Wilk, A. J., Darby, C., Zager, M. et al. (2021). Integrated analysis of multimodal single-cell data. *Cell* 184, 3573-3587.e29. 10.1016/j.cell.2021.04.04834062119 PMC8238499

[DEV204396C24] Hoyberghs, J., Bars, C., Ayuso, M., Van Ginneken, C., Foubert, K. and Van Cruchten, S. (2021). DMSO concentrations up to 1% are safe to be used in the zebrafish embryo developmental toxicity assay. *Front. Toxicol.* 3, 804033. 10.3389/ftox.2021.80403335295145 PMC8915880

[DEV204396C107] Huggins, J. P., Pelton, J. T. and Miller, R. C. (1993). The structure and specificity of endothelin receptors: their importance in physiology and medicine. *Pharmacol. Ther.* 59, 55-123. 10.1016/0163-7258(93)90041-b8259382

[DEV204396C25] Hwang, W. Y., Fu, Y., Reyon, D., Maeder, M. L., Tsai, S. Q., Sander, J. D., Peterson, R. T., Yeh, J. R. and Joung, J. K. (2013). Efficient genome editing in zebrafish using a CRISPR-Cas system. *Nat. Biotechnol.* 31, 227-229. 10.1038/nbt.250123360964 PMC3686313

[DEV204396C26] Inoue, A., Raimondi, F., Kadji, F. M. N., Singh, G., Kishi, T., Uwamizu, A., Ono, Y., Shinjo, Y., Ishida, S., Arang, N. et al. (2019). Illuminating G-protein-coupling selectivity of GPCRs. *Cell* 177, 1933-1947.e25. 10.1016/j.cell.2019.04.04431160049 PMC6773469

[DEV204396C27] Jao, L. E., Wente, S. R. and Chen, W. (2013). Efficient multiplex biallelic zebrafish genome editing using a CRISPR nuclease system. *Proc. Natl. Acad. Sci. USA* 110, 13904-13909. 10.1073/pnas.130833511023918387 PMC3752207

[DEV204396C28] Jeong, J., Li, X., McEvilly, R. J., Rosenfeld, M. G., Lufkin, T. and Rubenstein, J. L. (2008). Dlx genes pattern mammalian jaw primordium by regulating both lower jaw-specific and upper jaw-specific genetic programs. *Development* 135, 2905-2916. 10.1242/dev.01977818697905 PMC4913551

[DEV204396C29] Jiang, M., Gold, M. S., Boulay, G., Spicher, K., Peyton, M., Brabet, P., Srinivasan, Y., Rudolph, U., Ellison, G. and Birnbaumer, L. (1998). Multiple neurological abnormalities in mice deficient in the G protein Go. *Proc. Natl. Acad. Sci. USA* 95, 3269-3274. 10.1073/pnas.95.6.32699501252 PMC19731

[DEV204396C30] Kalinec, G., Nazarali, A. J., Hermouet, S., Xu, N. and Gutkind, J. S. (1992). Mutated alpha subunit of the Gq protein induces malignant transformation in NIH 3T3 cells. *Mol. Cell. Biol.* 12, 4687-4693. 10.1128/mcb.12.10.4687-4693.19921328859 PMC360395

[DEV204396C31] Kanai, S. M., Heffner, C., Cox, T. C., Cunningham, M. L., Perez, F. A., Bauer, A. M., Reigan, P., Carter, C., Murray, S. A. and Clouthier, D. E. (2022). Auriculocondylar syndrome 2 results from the dominant-negative action of PLCB4 variants. *Dis. Model. Mech.* 15, dmm049320. 10.1242/dmm.04932035284927 PMC9066496

[DEV204396C32] Kassahn, K. S., Dang, V. T., Wilkins, S. J., Perkins, A. C. and Ragan, M. A. (2009). Evolution of gene function and regulatory control after whole-genome duplication: comparative analyses in vertebrates. *Genome Res.* 19, 1404-1418. 10.1101/gr.086827.10819439512 PMC2720184

[DEV204396C33] Kawanabe, Y., Okamoto, Y., Nozaki, K., Hashimoto, N., Miwa, S. and Masaki, T. (2002). Molecular mechanism for endothelin-1-induced stress-fiber formation: analysis of G proteins using a mutant endothelin(A) receptor. *Mol. Pharmacol.* 61, 277-284. 10.1124/mol.61.2.27711809851

[DEV204396C34] Khac, L. D., Naze, S. and Harbon, S. (1994). Endothelin receptor type A signals both the accumulation of inositol phosphates and the inhibition of cyclic AMP generation in rat myometrium: stimulation and desensitization. *Mol. Pharmacol.* 46, 485-494. 10.1016/S0026-895X(25)09725-17935329

[DEV204396C35] Kimmel, C. B., Ballard, W. W., Kimmel, S. R., Ullmann, B. and Schilling, T. F. (1995). Stages of embryonic development of the zebrafish. *Dev. Dyn.* 203, 253-310. 10.1002/aja.10020303028589427

[DEV204396C36] Kimmel, C. B., Ullmann, B., Walker, M., Miller, C. T. and Crump, J. G. (2003). Endothelin 1-mediated regulation of pharyngeal bone development in zebrafish. *Development* 130, 1339-1351. 10.1242/dev.0033812588850

[DEV204396C37] Kimmel, C. B., Walker, M. B. and Miller, C. T. (2007). Morphing the hyomandibular skeleton in development and evolution. *J. Exp. Zool. B Mol. Dev. Evol.* 308, 609-624. 10.1002/jez.b.2115517358015

[DEV204396C38] Kirby, B. B., Takada, N., Latimer, A. J., Shin, J., Carney, T. J., Kelsh, R. N. and Appel, B. (2006). In vivo time-lapse imaging shows dynamic oligodendrocyte progenitor behavior during zebrafish development. *Nat. Neurosci.* 9, 1506-1511. 10.1038/nn180317099706

[DEV204396C39] Kleuss, C., Raw, A. S., Lee, E., Sprang, S. R. and Gilman, A. G. (1994). Mechanism of GTP hydrolysis by G-protein alpha subunits. *Proc. Natl. Acad. Sci. USA* 91, 9828-9831. 10.1073/pnas.91.21.98287937899 PMC44910

[DEV204396C40] Kurihara, Y., Kurihara, H., Oda, H., Maemura, K., Nagai, R., Ishikawa, T. and Yazaki, Y. (1995). Aortic arch malformations and ventricular septal defect in mice deficient in endothelin-1. *J. Clin. Invest.* 96, 293-300. 10.1172/JCI1180337615798 PMC185200

[DEV204396C41] Kurihara, Y., Ekimoto, T., Gordon, C. T., Uchijima, Y., Sugiyama, R., Kitazawa, T., Iwase, A., Kotani, R., Asai, R., Pingault, V. et al. (2023). Mandibulofacial dysostosis with alopecia results from ETAR gain-of-function mutations via allosteric effects on ligand binding. *J. Clin. Invest.* 133, e151536. 10.1172/JCI15153636637912 PMC9927936

[DEV204396C42] Kwan, K. M., Fujimoto, E., Grabher, C., Mangum, B. D., Hardy, M. E., Campbell, D. S., Parant, J. M., Yost, H. J., Kanki, J. P. and Chien, C. B. (2007). The Tol2kit: a multisite gateway-based construction kit for Tol2 transposon transgenesis constructs. *Dev. Dyn.* 236, 3088-3099. 10.1002/dvdy.2134317937395

[DEV204396C43] Labun, K., Montague, T. G., Gagnon, J. A., Thyme, S. B. and Valen, E. (2016). CHOPCHOP v2: a web tool for the next generation of CRISPR genome engineering. *Nucleic Acids Res.* 44, W272-W276. 10.1093/nar/gkw39827185894 PMC4987937

[DEV204396C44] Lapadula, D., Farias, E., Randolph, C. E., Purwin, T. J., McGrath, D., Charpentier, T. H., Zhang, L., Wu, S., Terai, M., Sato, T. et al. (2019). Effects of Oncogenic Galpha(q) and Galpha(11) Inhibition by FR900359 in uveal melanoma. *Mol. Cancer Res.* 17, 963-973. 10.1158/1541-7786.MCR-18-057430567972 PMC6445713

[DEV204396C45] Lawson, N. D. and Weinstein, B. M. (2002). In vivo imaging of embryonic vascular development using transgenic zebrafish. *Dev. Biol.* 248, 307-318. 10.1006/dbio.2002.071112167406

[DEV204396C46] Le Douarin, N. and Kalcheim, C. (1999). *The Neural Crest*. Cambridge, NY, USA: Cambridge University Press.

[DEV204396C47] Lei, R., Zhang, K., Wei, Y., Chen, M., Weinstein, L. S., Hong, Y., Zhu, M., Li, H. and Li, H. (2016). G-Protein alpha-subunit gsalpha is required for craniofacial morphogenesis. *PLoS ONE* 11, e0147535. 10.1371/journal.pone.014753526859889 PMC4747491

[DEV204396C48] Madeira, F., Park, Y. M., Lee, J., Buso, N., Gur, T., Madhusoodanan, N., Basutkar, P., Tivey, A. R. N., Potter, S. C., Finn, R. D. et al. (2019). The EMBL-EBI search and sequence analysis tools APIs in 2019. *Nucleic Acids Res.* 47, W636-W641. 10.1093/nar/gkz26830976793 PMC6602479

[DEV204396C49] Malbon, C. C. (2005). G proteins in development. *Nat. Rev. Mol. Cell Biol.* 6, 689-701. 10.1038/nrm171616231420

[DEV204396C50] Marivin, A., Leyme, A., Parag-Sharma, K., DiGiacomo, V., Cheung, A. Y., Nguyen, L. T., Dominguez, I. and Garcia-Marcos, M. (2016). Dominant-negative Galpha subunits are a mechanism of dysregulated heterotrimeric G protein signaling in human disease. *Sci. Signal.* 9, ra37. 10.1126/scisignal.aad242927072656 PMC4870087

[DEV204396C51] Masuho, I., Kise, R., Gainza, P., Von Moo, E., Li, X., Tany, R., Wakasugi-Masuho, H., Correia, B. E. and Martemyanov, K. A. (2023). Rules and mechanisms governing G protein coupling selectivity of GPCRs. *Cell Rep.* 42, 113173. 10.1016/j.celrep.2023.11317337742189 PMC10842385

[DEV204396C52] Meinecke, L., Sharma, P. P., Du, H., Zhang, L., Nie, Q. and Schilling, T. F. (2018). Modeling craniofacial development reveals spatiotemporal constraints on robust patterning of the mandibular arch. *PLoS Comput. Biol.* 14, e1006569. 10.1371/journal.pcbi.100656930481168 PMC6258504

[DEV204396C53] Miller, C. T. and Kimmel, C. B. (2001). Morpholino phenocopies of endothelin 1 (sucker) and other anterior arch class mutations. *Genesis* 30, 186-187. 10.1002/gene.106111477704

[DEV204396C54] Miller, C. T., Schilling, T. F., Lee, K., Parker, J. and Kimmel, C. B. (2000). sucker encodes a zebrafish Endothelin-1 required for ventral pharyngeal arch development. *Development* 127, 3815-3828. 10.1242/dev.127.17.381510934026

[DEV204396C55] Miller, C. T., Yelon, D., Stainier, D. Y. and Kimmel, C. B. (2003). Two endothelin 1 effectors, hand2 and bapx1, pattern ventral pharyngeal cartilage and the jaw joint. *Development* 130, 1353-1365. 10.1242/dev.0033912588851

[DEV204396C56] Miller, C. T., Swartz, M. E., Khuu, P. A., Walker, M. B., Eberhart, J. K. and Kimmel, C. B. (2007). mef2ca is required in cranial neural crest to effect Endothelin1 signaling in zebrafish. *Dev. Biol.* 308, 144-157. 10.1016/j.ydbio.2007.05.01817574232 PMC2148033

[DEV204396C57] Mitchell, J. M., Sucharov, J., Pulvino, A. T., Brooks, E. P., Gillen, A. E. and Nichols, J. T. (2021). The alx3 gene shapes the zebrafish neurocranium by regulating frontonasal neural crest cell differentiation timing. *Development* 148, dev197483. 10.1242/dev.19748333741714 PMC8077506

[DEV204396C58] Nair, S., Li, W., Cornell, R. and Schilling, T. F. (2007). Requirements for Endothelin type-A receptors and Endothelin-1 signaling in the facial ectoderm for the patterning of skeletogenic neural crest cells in zebrafish. *Development* 134, 335-345. 10.1242/dev.0270417166927

[DEV204396C60] Nestorowa, S., Hamey, F. K., Pijuan Sala, B., Diamanti, E., Shepherd, M., Laurenti, E., Wilson, N. K., Kent, D. G. and Gottgens, B. (2016). A single-cell resolution map of mouse hematopoietic stem and progenitor cell differentiation. *Blood* 128, e20-e31. 10.1182/blood-2016-05-71648027365425 PMC5305050

[DEV204396C61] Neuhauss, S. C., Solnica-Krezel, L., Schier, A. F., Zwartkruis, F., Stemple, D. L., Malicki, J., Abdelilah, S., Stainier, D. Y. and Driever, W. (1996). Mutations affecting craniofacial development in zebrafish. *Development* 123, 357-367. 10.1242/dev.123.1.3579007255

[DEV204396C62] Nishimura, A., Kitano, K., Takasaki, J., Taniguchi, M., Mizuno, N., Tago, K., Hakoshima, T. and Itoh, H. (2010). Structural basis for the specific inhibition of heterotrimeric Gq protein by a small molecule. *Proc. Natl. Acad. Sci. USA* 107, 13666-13671. 10.1073/pnas.100355310720639466 PMC2922266

[DEV204396C63] Offermanns, S., Zhao, L. P., Gohla, A., Sarosi, I., Simon, M. I. and Wilkie, T. M. (1998). Embryonic cardiomyocyte hypoplasia and craniofacial defects in G alpha q/G alpha 11-mutant mice. *EMBO J.* 17, 4304-4312. 10.1093/emboj/17.15.43049687499 PMC1170764

[DEV204396C64] Ohmoto, M., Okada, S., Nakamura, S., Abe, K. and Matsumoto, I. (2011). Mutually exclusive expression of Galphaia and Galpha14 reveals diversification of taste receptor cells in zebrafish. *J. Comp. Neurol.* 519, 1616-1629. 10.1002/cne.2258921452212 PMC3394409

[DEV204396C65] Oka, Y. and Korsching, S. I. (2011). Shared and unique G alpha proteins in the zebrafish versus mammalian senses of taste and smell. *Chem. Senses* 36, 357-365. 10.1093/chemse/bjq13821242316

[DEV204396C66] Okashah, N., Wan, Q., Ghosh, S., Sandhu, M., Inoue, A., Vaidehi, N. and Lambert, N. A. (2019). Variable G protein determinants of GPCR coupling selectivity. *Proc. Natl. Acad. Sci. USA* 116, 12054-12059. 10.1073/pnas.190599311631142646 PMC6575158

[DEV204396C67] Oldham, W. M. and Hamm, H. E. (2008). Heterotrimeric G protein activation by G-protein-coupled receptors. *Nat. Rev. Mol. Cell Biol.* 9, 60-71. 10.1038/nrm229918043707

[DEV204396C68] Onken, M. D., Makepeace, C. M., Kaltenbronn, K. M., Kanai, S. M., Todd, T. D., Wang, S., Broekelmann, T. J., Rao, P. K., Cooper, J. A. and Blumer, K. J. (2018). Targeting nucleotide exchange to inhibit constitutively active G protein alpha subunits in cancer cells. *Sci. Signal.* 11, eaao6852. 10.1126/scisignal.aao685230181242 PMC6279241

[DEV204396C69] Ozeki, H., Kurihara, Y., Tonami, K., Watatani, S. and Kurihara, H. (2004). Endothelin-1 regulates the dorsoventral branchial arch patterning in mice. *Mech. Dev.* 121, 387-395. 10.1016/j.mod.2004.02.00215110048

[DEV204396C70] Pires-daSilva, A. and Sommer, R. J. (2003). The evolution of signalling pathways in animal development. *Nat. Rev. Genet.* 4, 39-49. 10.1038/nrg97712509752

[DEV204396C71] Plummer, N. W., Spicher, K., Malphurs, J., Akiyama, H., Abramowitz, J., Nurnberg, B. and Birnbaumer, L. (2012). Development of the mammalian axial skeleton requires signaling through the Galpha(i) subfamily of heterotrimeric G proteins. *Proc. Natl. Acad. Sci. USA* 109, 21366-21371. 10.1073/pnas.121981011023236180 PMC3535641

[DEV204396C72] Pritchard, A. B., Kanai, S. M., Krock, B., Schindewolf, E., Oliver-Krasinski, J., Khalek, N., Okashah, N., Lambert, N. A., Tavares, A. L. P., Zackai, E. et al. (2020). Loss-of-function of Endothelin receptor type A results in Oro-Oto-Cardiac syndrome. *Am. J. Med. Genet. A* 182, 1104-1116. 10.1002/ajmg.a.6153132133772 PMC7202054

[DEV204396C73] Randlett, O., Wee, C. L., Naumann, E. A., Nnaemeka, O., Schoppik, D., Fitzgerald, J. E., Portugues, R., Lacoste, A. M., Riegler, C., Engert, F. et al. (2015). Whole-brain activity mapping onto a zebrafish brain atlas. *Nat. Methods* 12, 1039-1046. 10.1038/nmeth.358126778924 PMC4710481

[DEV204396C74] Rieder, M. J., Green, G. E., Park, S. S., Stamper, B. D., Gordon, C. T., Johnson, J. M., Cunniff, C. M., Smith, J. D., Emery, S. B., Lyonnet, S. et al. (2012). A human homeotic transformation resulting from mutations in PLCB4 and GNAI3 causes auriculocondylar syndrome. *Am. J. Hum. Genet.* 90, 907-914. 10.1016/j.ajhg.2012.04.00222560091 PMC3376493

[DEV204396C75] Ruest, L. B. and Clouthier, D. E. (2009). Elucidating timing and function of endothelin-A receptor signaling during craniofacial development using neural crest cell-specific gene deletion and receptor antagonism. *Dev. Biol.* 328, 94-108. 10.1016/j.ydbio.2009.01.00519185569 PMC2821796

[DEV204396C76] Ruest, L. B., Xiang, X., Lim, K. C., Levi, G. and Clouthier, D. E. (2004). Endothelin-A receptor-dependent and -independent signaling pathways in establishing mandibular identity. *Development* 131, 4413-4423. 10.1242/dev.0129115306564 PMC2818681

[DEV204396C77] Sato, T., Kawamura, Y., Asai, R., Amano, T., Uchijima, Y., Dettlaff-Swiercz, D. A., Offermanns, S., Kurihara, Y. and Kurihara, H. (2008a). Recombinase-mediated cassette exchange reveals the selective use of Gq/G11-dependent and -independent endothelin 1/endothelin type A receptor signaling in pharyngeal arch development. *Development* 135, 755-765. 10.1242/dev.01270818199583

[DEV204396C78] Sato, T., Kurihara, Y., Asai, R., Kawamura, Y., Tonami, K., Uchijima, Y., Heude, E., Ekker, M., Levi, G. and Kurihara, H. (2008b). An endothelin-1 switch specifies maxillomandibular identity. *Proc. Natl. Acad. Sci. USA* 105, 18806-18811. 10.1073/pnas.080734510519017795 PMC2596216

[DEV204396C79] Schindelin, J., Arganda-Carreras, I., Frise, E., Kaynig, V., Longair, M., Pietzsch, T., Preibisch, S., Rueden, C., Saalfeld, S., Schmid, B. et al. (2012). Fiji: an open-source platform for biological-image analysis. *Nat. Methods* 9, 676-682. 10.1038/nmeth.201922743772 PMC3855844

[DEV204396C80] Schlegel, J. G., Tahoun, M., Seidinger, A., Voss, J. H., Kuschak, M., Kehraus, S., Schneider, M., Matthey, M., Fleischmann, B. K., Konig, G. M. et al. (2021). Macrocyclic Gq protein inhibitors FR900359 and/or YM-254890-fit for translation? *ACS Pharmacol. Transl. Sci.* 4, 888-897. 10.1021/acsptsci.1c0002133860209 PMC8033771

[DEV204396C81] Schrage, R., Schmitz, A. L., Gaffal, E., Annala, S., Kehraus, S., Wenzel, D., Bullesbach, K. M., Bald, T., Inoue, A., Shinjo, Y. et al. (2015). The experimental power of FR900359 to study Gq-regulated biological processes. *Nat. Commun.* 6, 10156. 10.1038/ncomms1015626658454 PMC4682109

[DEV204396C82] Shibata, T., Kawakami, K., Kawana, H., Aoki, J. and Inoue, A. (2022). Phenotypic evaluation of constitutive GPCR/G-protein signaling in zebrafish embryos and larvae. *Biochem. Biophys. Res. Commun.* 602, 70-76. 10.1016/j.bbrc.2022.02.09835255436

[DEV204396C83] Stainier, D. Y., Fouquet, B., Chen, J. N., Warren, K. S., Weinstein, B. M., Meiler, S. E., Mohideen, M. A., Neuhauss, S. C., Solnica-Krezel, L., Schier, A. F. et al. (1996). Mutations affecting the formation and function of the cardiovascular system in the zebrafish embryo. *Development* 123, 285-292. 10.1242/dev.123.1.2859007248

[DEV204396C84] Stenzel, A., Mumme-Monheit, A., Sucharov, J., Walker, M., Mitchell, J. M., Appel, B. and Nichols, J. T. (2022). Distinct and redundant roles for zebrafish her genes during mineralization and craniofacial patterning. *Front. Endocrinol. (Lausanne)* 13, 1033843. 10.3389/fendo.2022.103384336578958 PMC9791542

[DEV204396C85] Sucharov, J., Ray, K., Brooks, E. P. and Nichols, J. T. (2019). Selective breeding modifies mef2ca mutant incomplete penetrance by tuning the opposing Notch pathway. *PLoS Genet.* 15, e1008507. 10.1371/journal.pgen.100850731790396 PMC6907857

[DEV204396C86] Takasaki, J., Saito, T., Taniguchi, M., Kawasaki, T., Moritani, Y., Hayashi, K. and Kobori, M. (2004). A novel Galphaq/11-selective inhibitor. *J. Biol. Chem.* 279, 47438-47445. 10.1074/jbc.M40884620015339913

[DEV204396C108] Takeuchi, M., Yamaguchi, S., Sakakibara, Y., Hayashi, T., Matsuda, K., Hara, Y., Tanegashima, C., Shimizu, T., Kuraku, S. and Hibi, M. (2017). Gene expression profiling of granule cells and Purkinje cells in the zebrafish cerebellum. *J. Comp. Neurol.* 525, 1558-1585. 10.1002/cne.2411427615194

[DEV204396C87] Talbot, J. C., Johnson, S. L. and Kimmel, C. B. (2010). hand2 and Dlx genes specify dorsal, intermediate and ventral domains within zebrafish pharyngeal arches. *Development* 137, 2507-2517. 10.1242/dev.04970020573696 PMC2927700

[DEV204396C88] Tang, W. and Bronner, M. E. (2020). Neural crest lineage analysis: from past to future trajectory. *Development* 147, dev193193. 10.1242/dev.19319333097550 PMC7595686

[DEV204396C89] Tavares, A. L. and Clouthier, D. E. (2015). Cre recombinase-regulated Endothelin1 transgenic mouse lines: novel tools for analysis of embryonic and adult disorders. *Dev. Biol.* 400, 191-201. 10.1016/j.ydbio.2015.01.02725725491 PMC4385399

[DEV204396C90] Tavares, A. L., Garcia, E. L., Kuhn, K., Woods, C. M., Williams, T. and Clouthier, D. E. (2012). Ectodermal-derived Endothelin1 is required for patterning the distal and intermediate domains of the mouse mandibular arch. *Dev. Biol.* 371, 47-56. 10.1016/j.ydbio.2012.08.00322902530 PMC3470875

[DEV204396C91] Tavares, A. L. P., Cox, T. C., Maxson, R. M., Ford, H. L. and Clouthier, D. E. (2017). Negative regulation of endothelin signaling by SIX1 is required for proper maxillary development. *Development* 144, 2021-2031. 10.1242/dev.14514428455376 PMC5482985

[DEV204396C92] Teng, C. S., Yen, H. Y., Barske, L., Smith, B., Llamas, J., Segil, N., Go, J., Sanchez-Lara, P. A., Maxson, R. E. and Crump, J. G. (2017). Requirement for Jagged1-Notch2 signaling in patterning the bones of the mouse and human middle ear. *Sci. Rep.* 7, 2497. 10.1038/s41598-017-02574-728566723 PMC5451394

[DEV204396C93] Thisse, C. and Thisse, B. (2008). High-resolution in situ hybridization to whole-mount zebrafish embryos. *Nat. Protoc.* 3, 59-69. 10.1038/nprot.2007.51418193022

[DEV204396C94] Thomas, T., Kurihara, H., Yamagishi, H., Kurihara, Y., Yazaki, Y., Olson, E. N. and Srivastava, D. (1998). A signaling cascade involving endothelin-1, dHAND and msx1 regulates development of neural-crest-derived branchial arch mesenchyme. *Development* 125, 3005-3014. 10.1242/dev.125.16.30059671575

[DEV204396C95] Van Raamsdonk, C. D., Bezrookove, V., Green, G., Bauer, J., Gaugler, L., O'Brien, J. M., Simpson, E. M., Barsh, G. S. and Bastian, B. C. (2009). Frequent somatic mutations of GNAQ in uveal melanoma and blue naevi. *Nature* 457, 599-602. 10.1038/nature0758619078957 PMC2696133

[DEV204396C96] Vieux-Rochas, M., Mantero, S., Heude, E., Barbieri, O., Astigiano, S., Couly, G., Kurihara, H., Levi, G. and Merlo, G. R. (2010). Spatio-temporal dynamics of gene expression of the Edn1-Dlx5/6 pathway during development of the lower jaw. *Genesis* 48, 262-373. 10.1002/dvg.2062520333701

[DEV204396C97] Walker, M. B. and Kimmel, C. B. (2007). A two-color acid-free cartilage and bone stain for zebrafish larvae. *Biotech. Histochem.* 82, 23-28. 10.1080/1052029070133355817510811

[DEV204396C98] Walker, M. B., Miller, C. T., Coffin Talbot, J., Stock, D. W. and Kimmel, C. B. (2006). Zebrafish furin mutants reveal intricacies in regulating Endothelin1 signaling in craniofacial patterning. *Dev. Biol.* 295, 194-205. 10.1016/j.ydbio.2006.03.02816678149

[DEV204396C99] Walker, M. B., Miller, C. T., Swartz, M. E., Eberhart, J. K. and Kimmel, C. B. (2007). phospholipase C, beta 3 is required for Endothelin1 regulation of pharyngeal arch patterning in zebrafish. *Dev. Biol.* 304, 194-207. 10.1016/j.ydbio.2006.12.02717239364 PMC1906931

[DEV204396C100] Weinschutz Mendes, H., Taktek, M., Duret, T. and Ekker, M. (2020). Expression of dlx genes in the normal and regenerating brain of adult zebrafish. *PLoS One* 15, e0229549. 10.1371/journal.pone.022954932497078 PMC7272068

[DEV204396C101] Westerfield, M. (2007). *The Zebrafish Book. A Guide for the Laboratory Use of Zebrafish (Danio rerio)*, 5th edn. Eugene: University of Oregon Press.

[DEV204396C102] Wettschureck, N. and Offermanns, S. (2005). Mammalian G proteins and their cell type specific functions. *Physiol. Rev.* 85, 1159-1204. 10.1152/physrev.00003.200516183910

[DEV204396C103] Yanagisawa, H., Hammer, R. E., Richardson, J. A., Williams, S. C., Clouthier, D. E. and Yanagisawa, M. (1998a). Role of Endothelin-1/Endothelin-A receptor-mediated signaling pathway in the aortic arch patterning in mice. *J. Clin. Invest.* 102, 22-33. 10.1172/JCI26989649553 PMC509061

[DEV204396C104] Yanagisawa, H., Yanagisawa, M., Kapur, R. P., Richardson, J. A., Williams, S. C., Clouthier, D. E., de Wit, D., Emoto, N. and Hammer, R. E. (1998b). Dual genetic pathways of endothelin-mediated intercellular signaling revealed by targeted disruption of endothelin converting enzyme-1 gene. *Development* 125, 825-836. 10.1242/dev.125.5.8259449665

[DEV204396C105] Zuniga, E., Stellabotte, F. and Crump, J. G. (2010). Jagged-Notch signaling ensures dorsal skeletal identity in the vertebrate face. *Development* 137, 1843-1852. 10.1242/dev.04905620431122 PMC2867320

[DEV204396C106] Zuniga, E., Rippen, M., Alexander, C., Schilling, T. F. and Crump, J. G. (2011). Gremlin 2 regulates distinct roles of BMP and Endothelin 1 signaling in dorsoventral patterning of the facial skeleton. *Development* 138, 5147-5156. 10.1242/dev.06778522031546 PMC3210496

# Supplementary material for: The Gq/11 family of Gα subunits is necessary and sufficient for lower jaw development
**Source:** Development. 2025 Apr 17;152(8):dev204396. doi: 10.1242/dev.204396
**Supplement:** Supplementary information

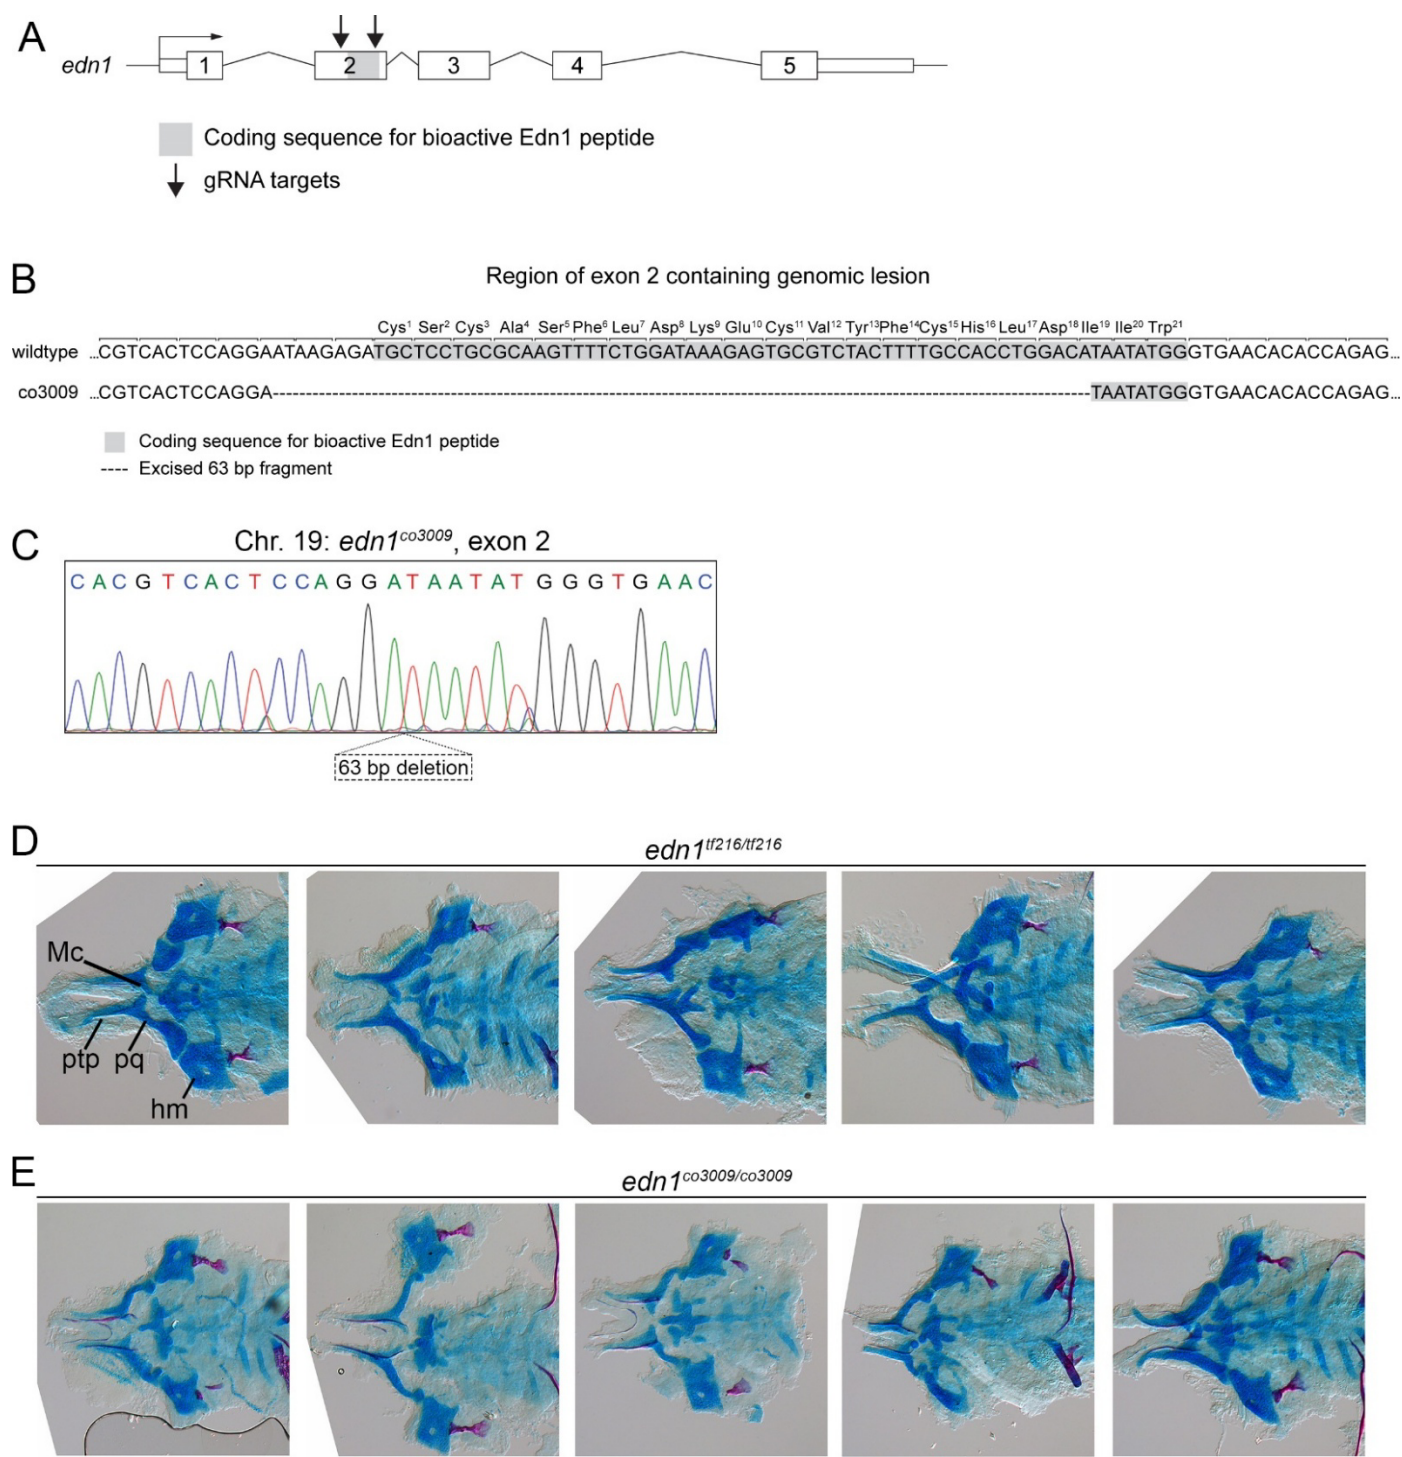

**Fig. S1. Targeting strategy for new *edn1* allele and characterization of genomic feature and phenotype.** (A) Schematic of gene locus for *edn1* and targeting sites for sgRNAs (arrows). The coding sequence for the bioactive portion of Edn1 is in exon2 (in grey). (B) The co3009 allele contains a 63 bp in-frame deletion in exon 2, excising a majority of the coding sequence for the bioactive peptide. Excised nucleotides are indicated with dashed lines. The amino acids for the bioactive Edn1 peptide are labeled. The open reading frame is indicated with brackets. (C) Sanger sequencing traces from homozygous mutant animals confirm the genomic lesion. (D,E) Craniofacial phenotypes are indistinguishable between larvae homozygous for the *tf216/sucker* allele and the co3009 deletion allele. Five representative flat-mounts of the viscerocranium at 6 dpf are shown for (D) *edn1*<sup>tf216/tf216</sup> (n=63) and (E) *edn1*<sup>co3009/co3009</sup> (n=41) larvae.

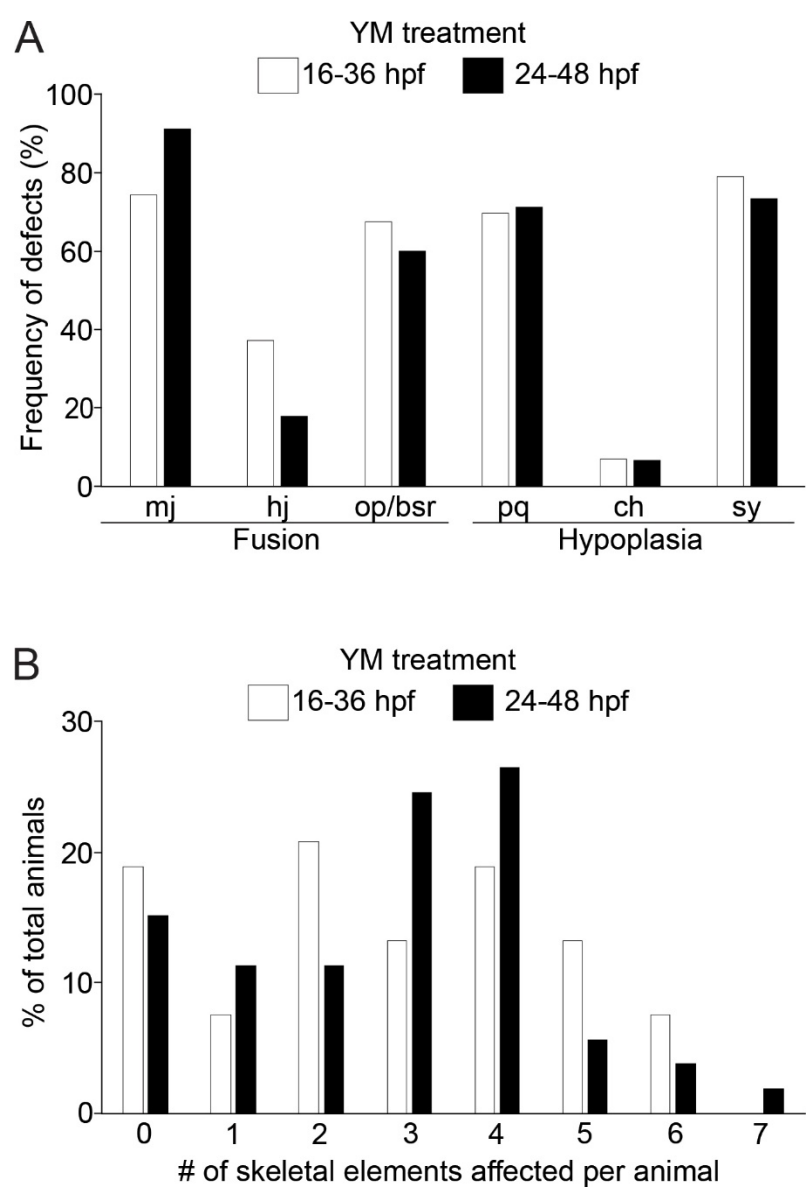

**Fig. S2. Frequency and overall severity of defects in YM-treated larvae.** Shown are results for embryos treated with YM between 16-36 hpf vs 24-48 hpf. **(A)** Frequency of defects in specific skeletal elements for all larvae. ( $p=0.1$ , chi-square test) **(B)** Overall severity of defects, expressed as the number of skeletal elements affected per individual larva.

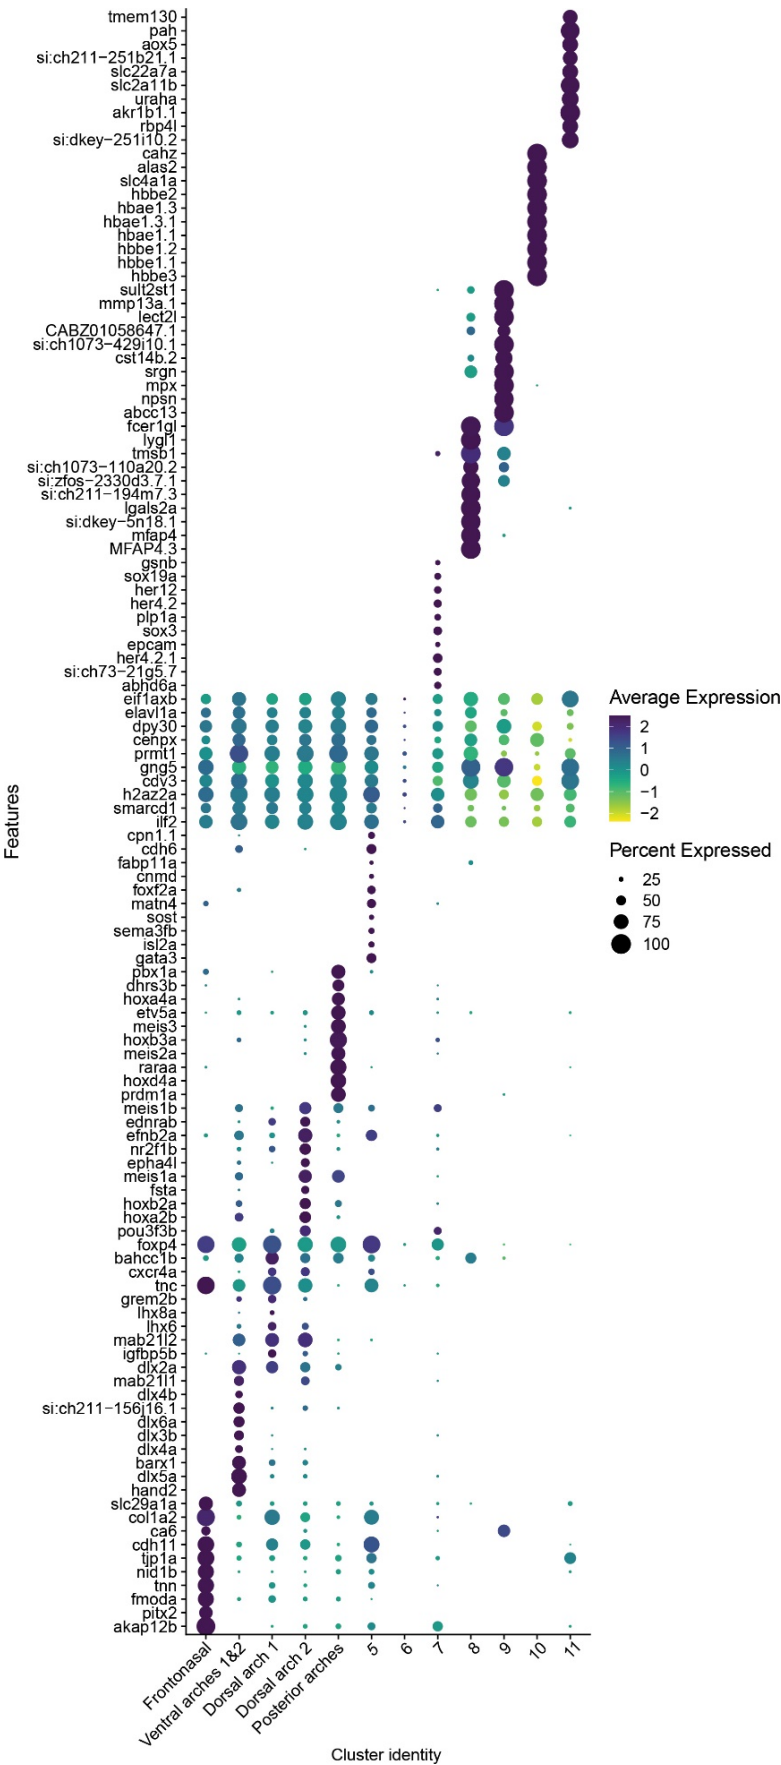

Fig. S3. Dot plot analysis of marker genes. Shown are top ten genes per cluster based on adjusted p value.

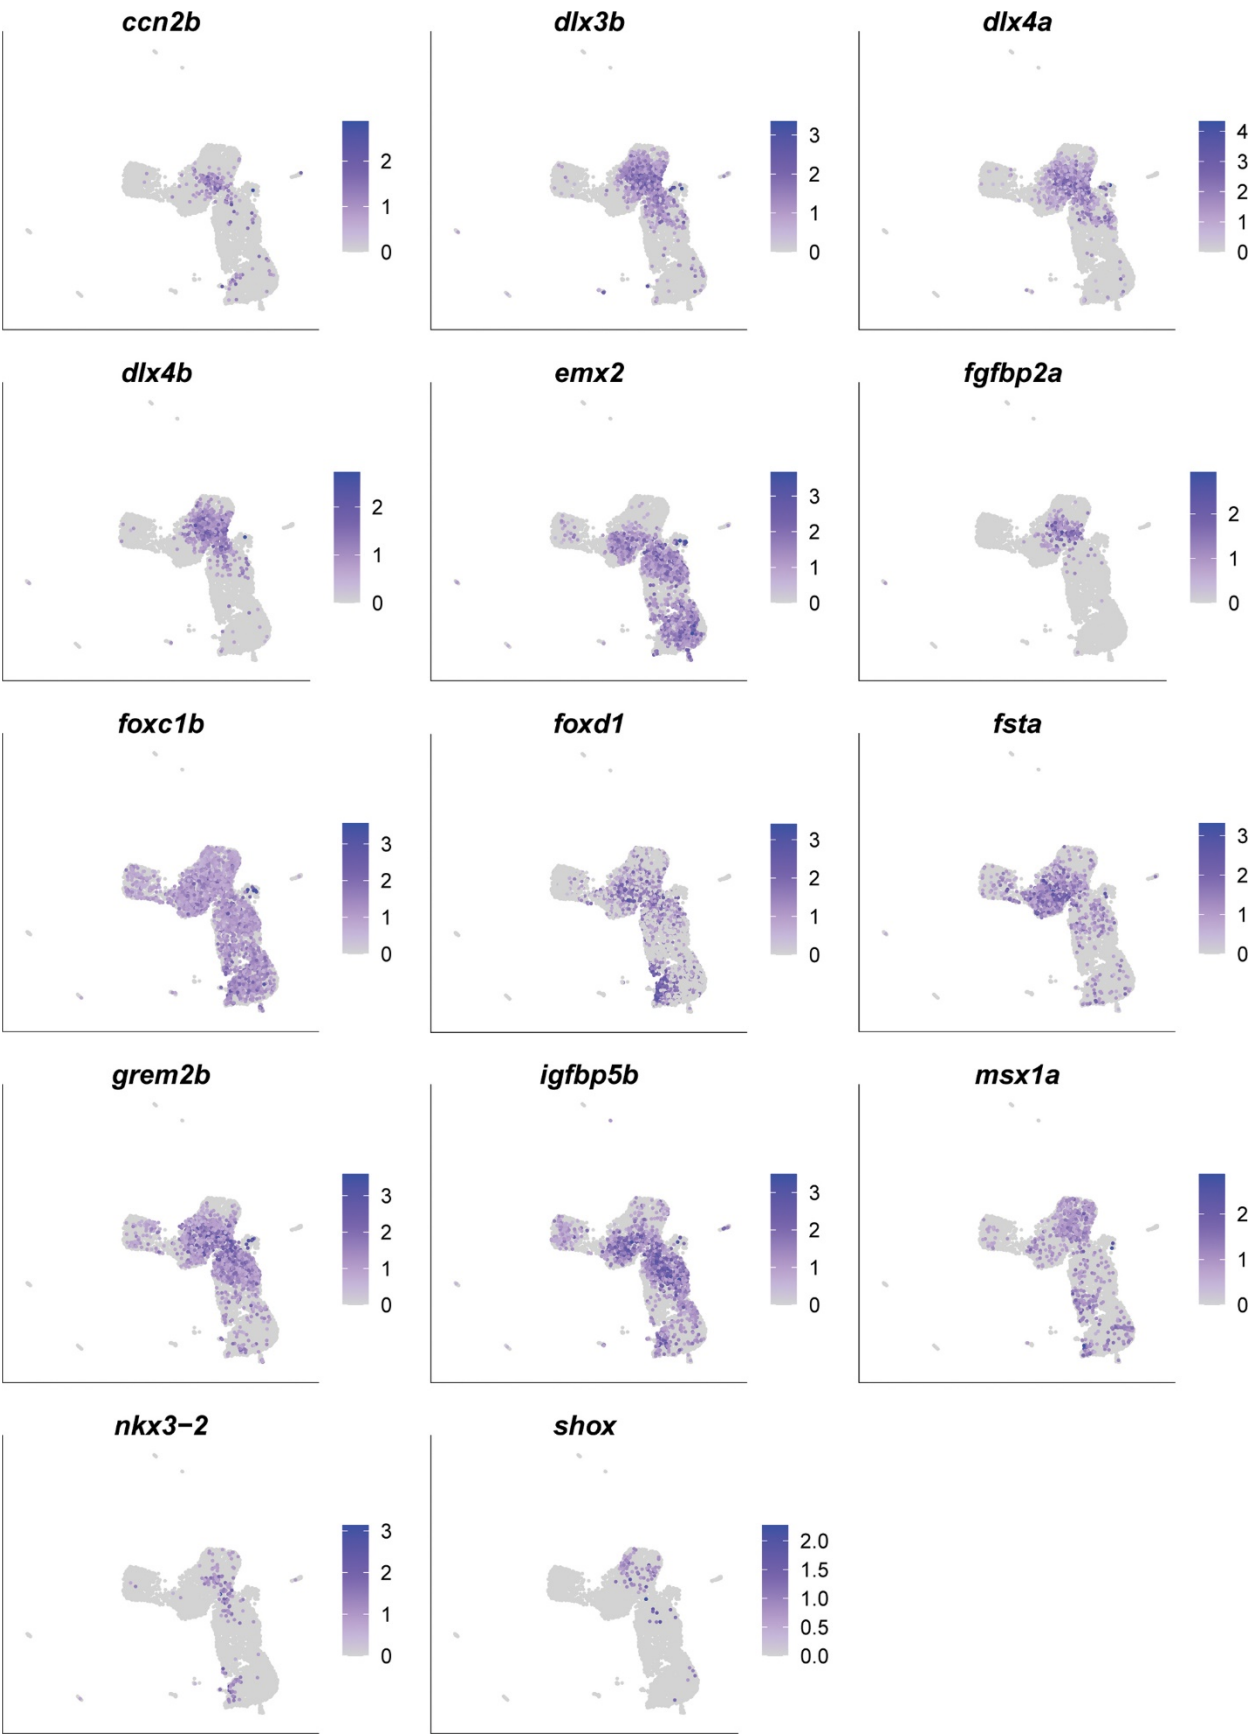

**Fig. S4. Feature maps of marker genes used to define the intermediate domain.** The selected marker genes have been experimentally verified. Scale is average expression.

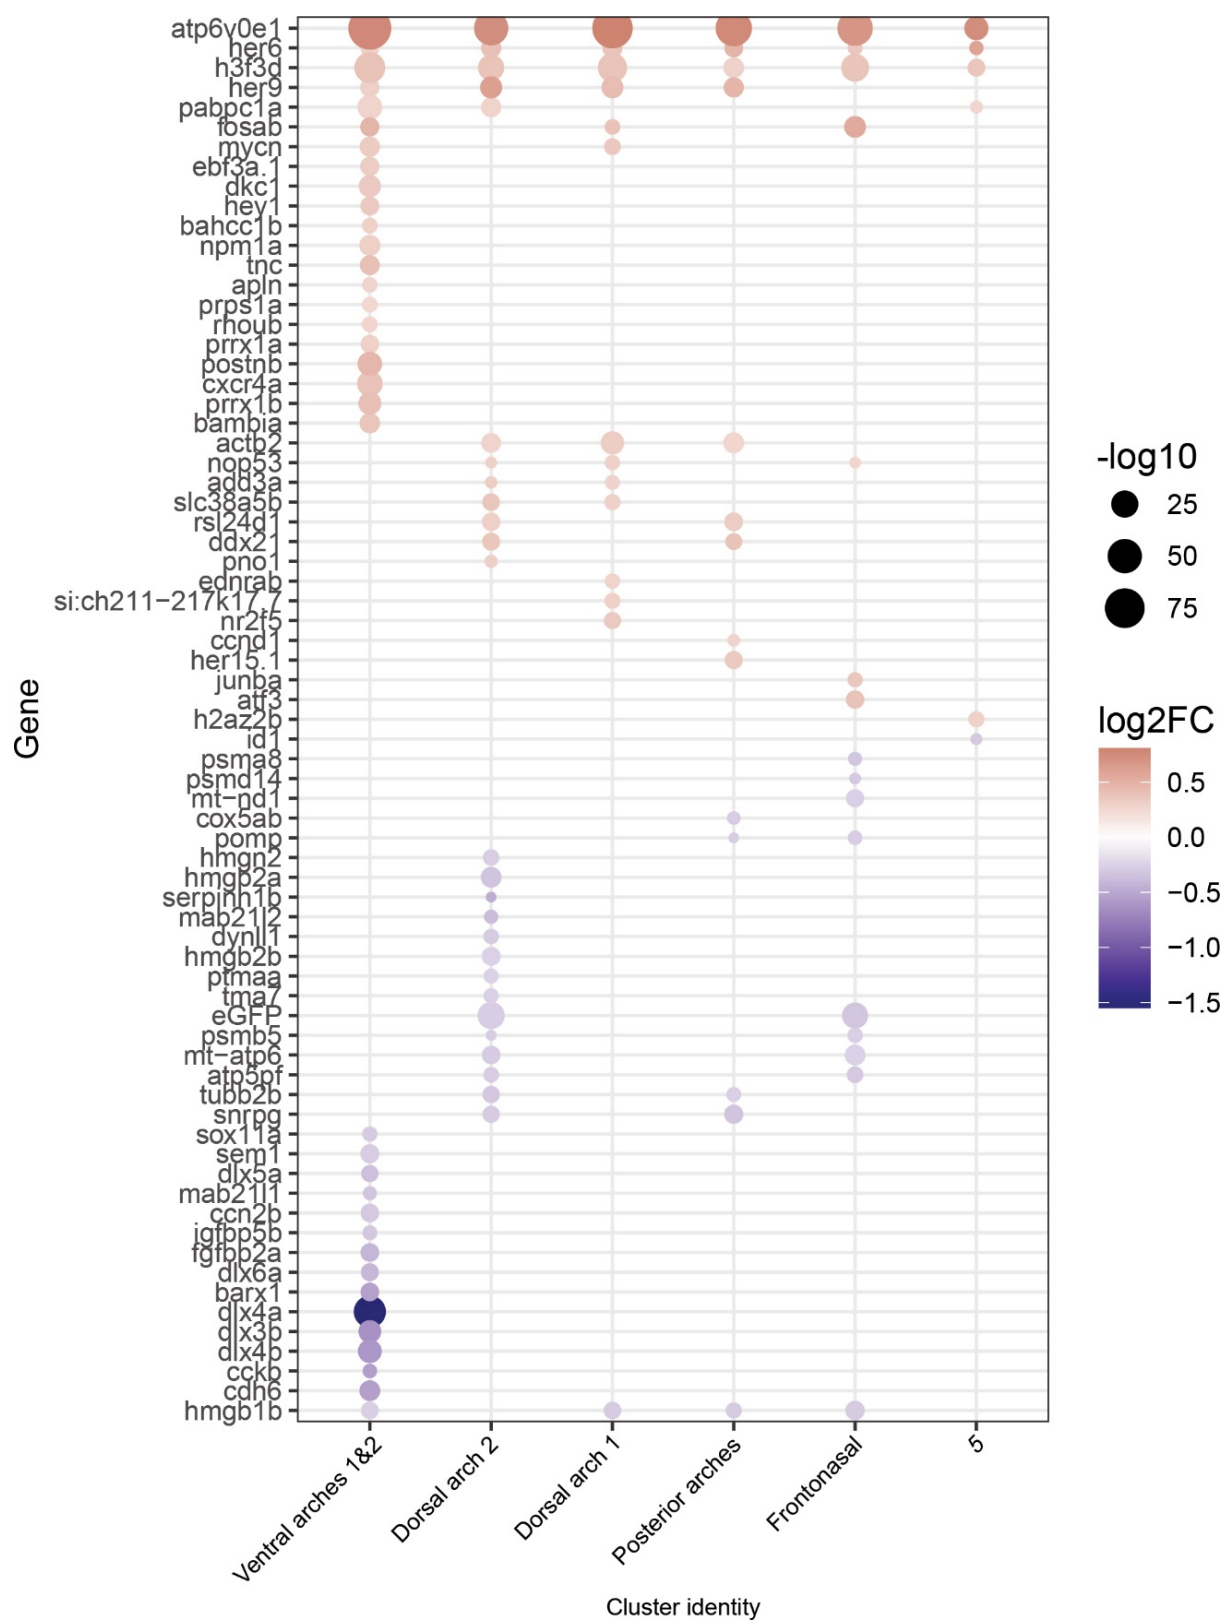

**Fig. S5. Dot plot of differentially expressed genes.** All differentially expressed genes are based on adjusted p values in YM-treated samples relative to DMSO-treated control samples, across equivalent clusters. Differential expression is displayed as log2-fold change (scale bar).

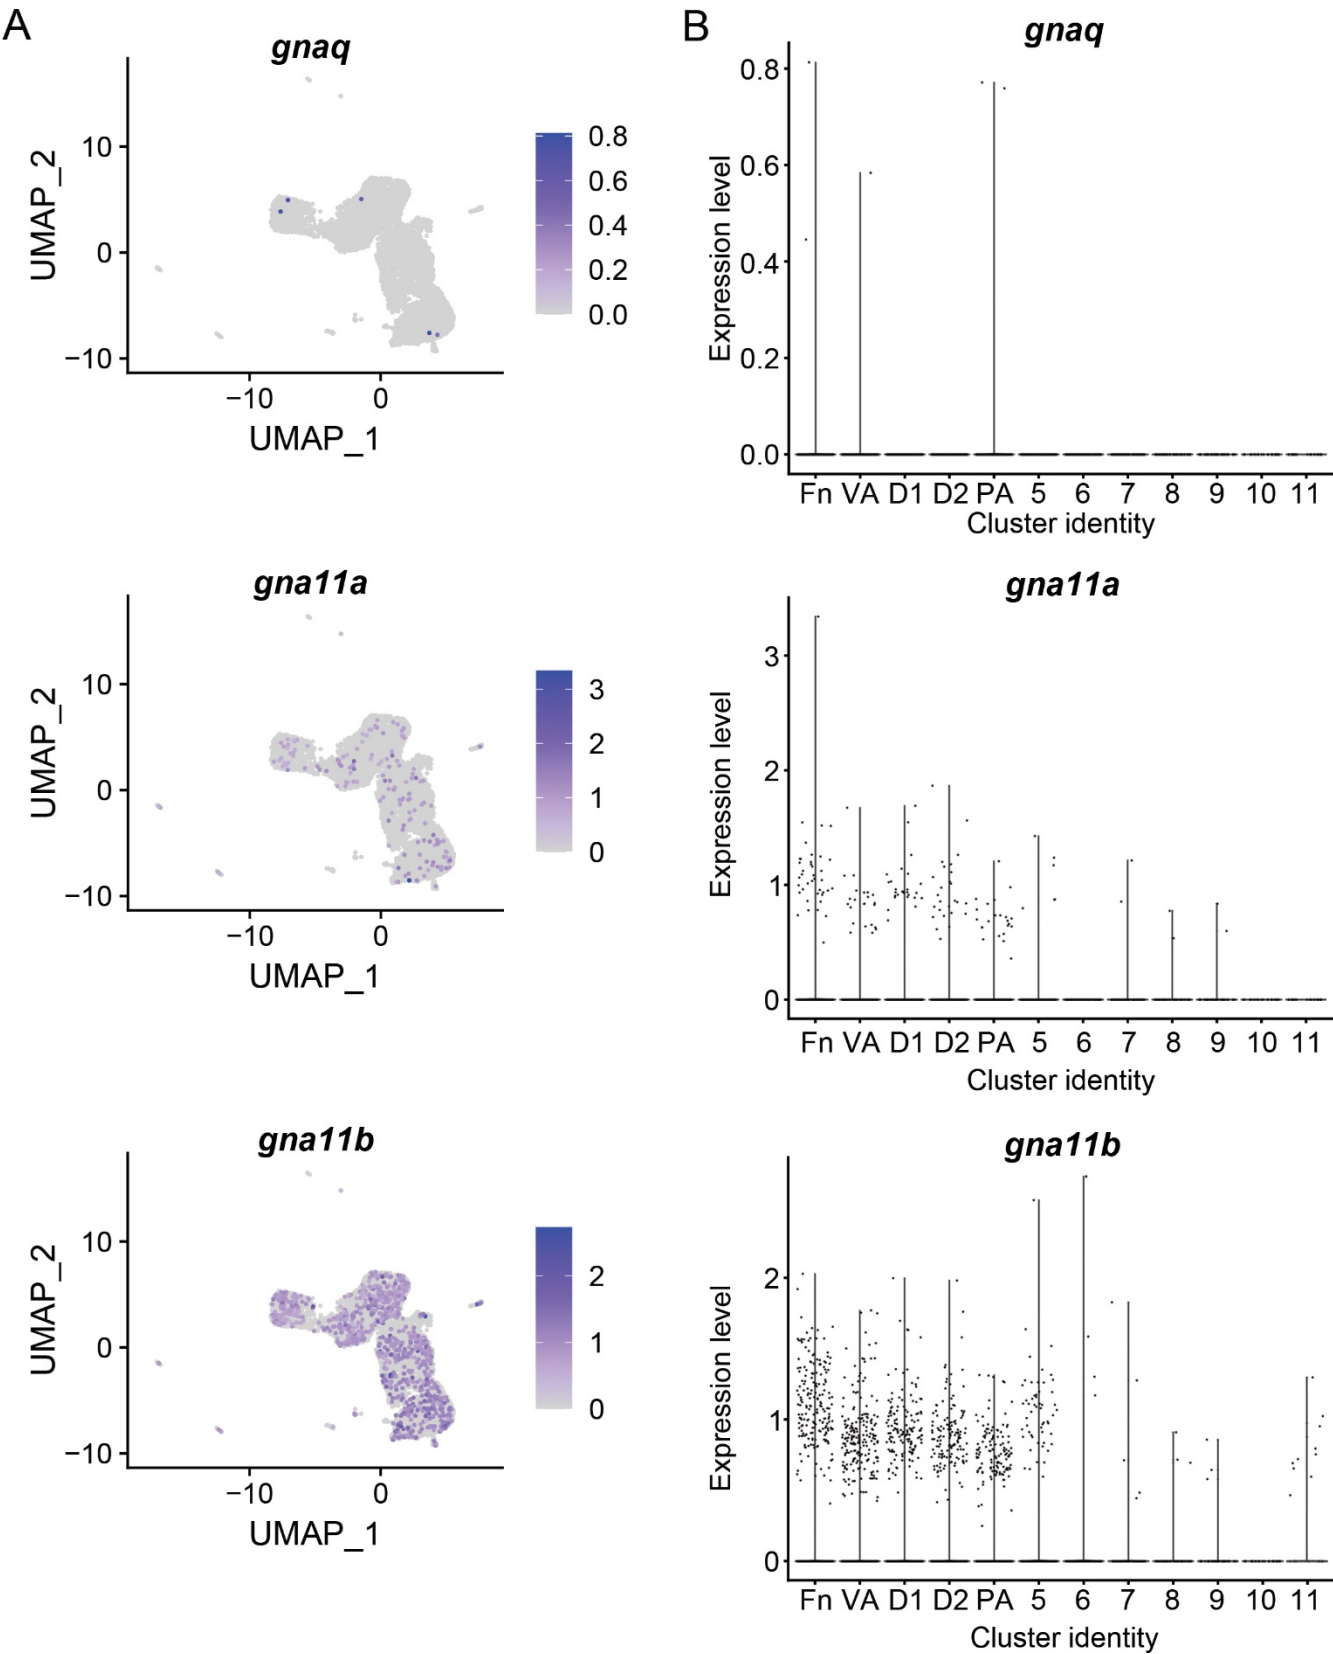

**Fig. S6. *gnaq*, *gna11a* and *gna11b* are differentially expressed in cranial neural crest cells.** Expression profiles for *gnaq*, *gna11a* and *gna11b* are shown in **(A)** UMAP plots and **(B)** Violin plots. Scale is average expression. D1; Dorsal arch 1, D2; Dorsal arch 2, Fn; Frontonasal, PA; Posterior arches, VA; Ventral arches 1&2

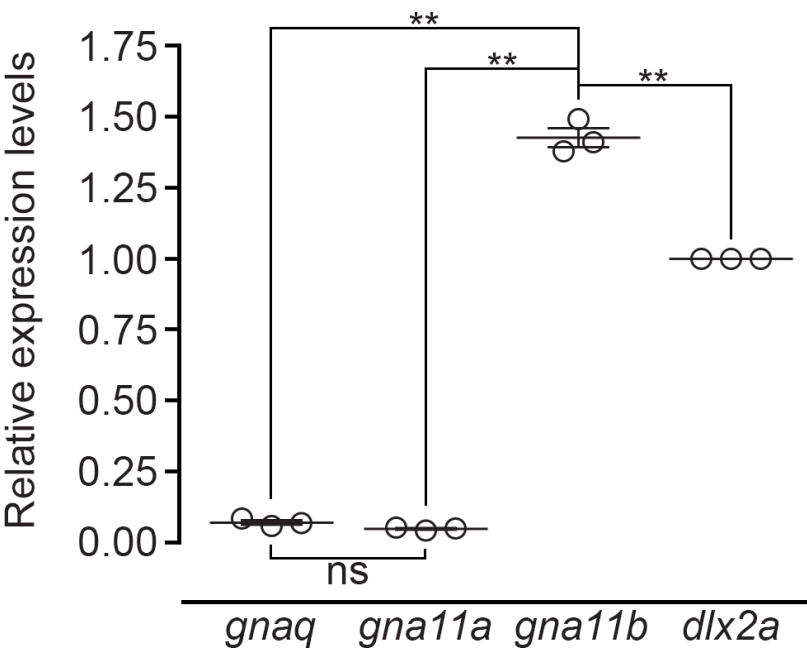

**Fig. S7. Expression analysis of Gq/11 genes with qPCR.** RNA isolated from whole heads of 28 hpf wild-type zebrafish embryos was analyzed by qPCR. Average expression levels of *gnaq*, *gna11a*, and *gna11b* are shown relative to *dlx2a*. The circles represent biological replicates, with one replicate consisting of RNA pooled from 40 embryo heads. Statistical significance was determined by an unpaired t-test (\*\*;  $p < 0.01$ , ns; not significant). Error bars are SEM.

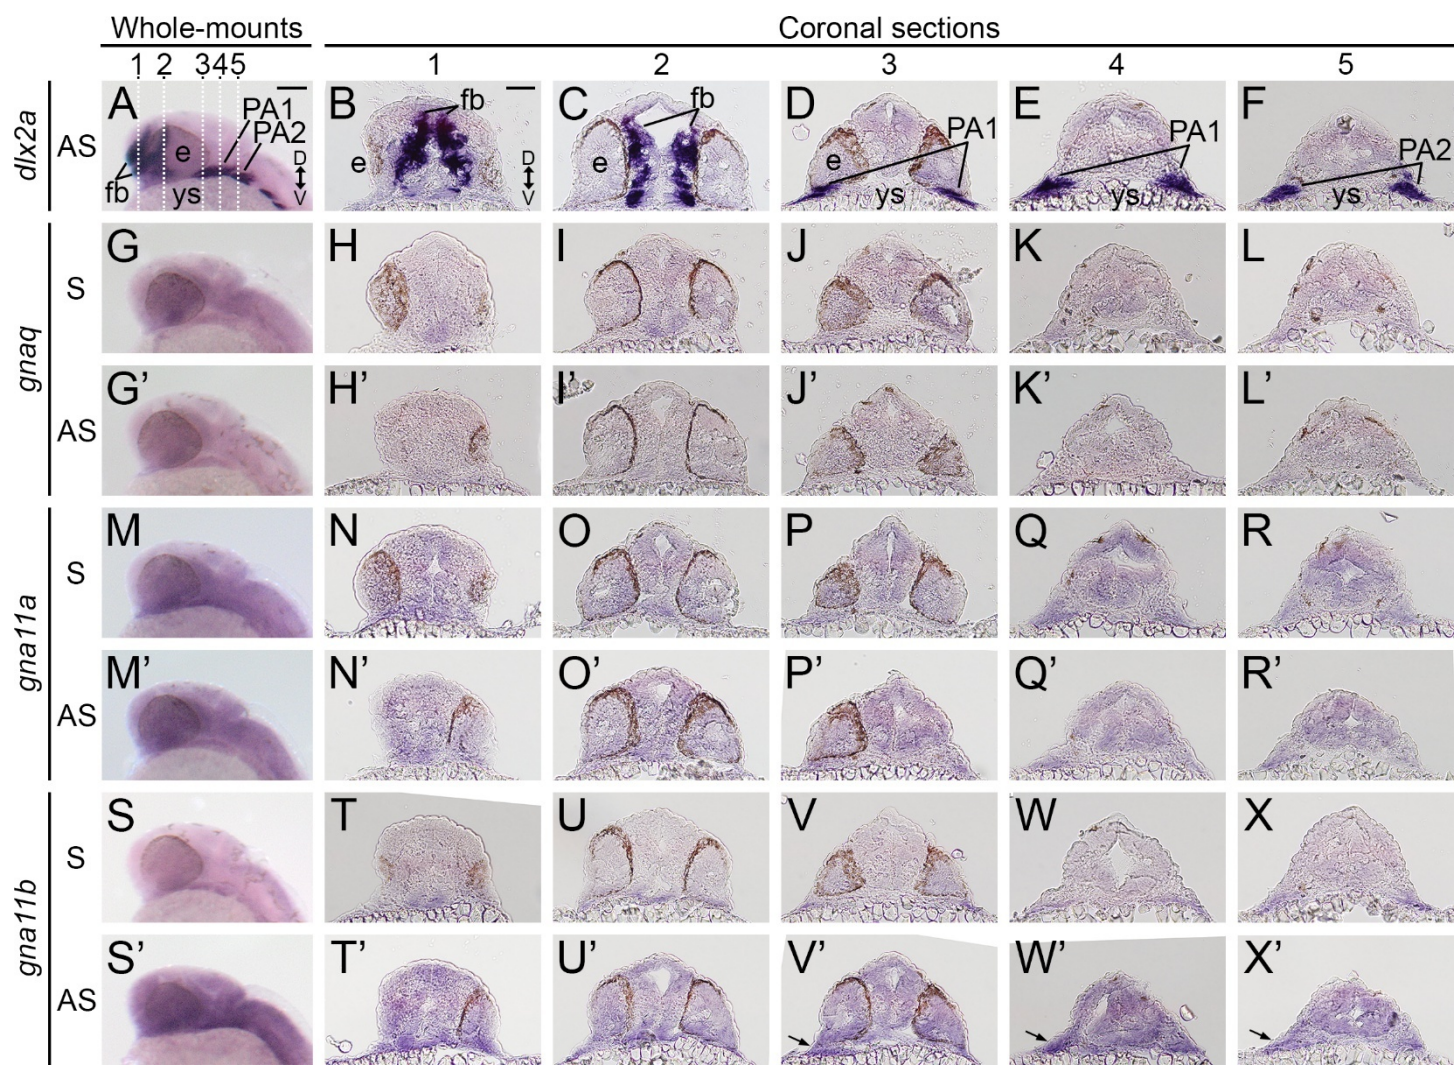

**Fig. S8. Expression analysis of Gq/11 genes with in situ hybridization.** 28 hpf wild-type zebrafish embryos processed for whole-mount in situ hybridization (A, G, G', M, M', S, S') were sectioned along the coronal plane (B-F, H-L, H'-L', N-R, N'-R', T-X, T'-X'). The vertical dashed lines numbered 1-5 in panel A indicate the axial positions of the five coronal sections shown. An antisense (AS) probe for *dlx2a* was used (A-F) to establish the location of pharyngeal arch 1 (PA1; D,E) and pharyngeal arch 2 (PA2; F) in the sections. Sense (S) probes are shown for *gnaq* (G-L), *gna11a* (M-R), and *gna11b* (S-X). Antisense (AS) probes are shown for *gnaq* (G'-L'), *gna11a* (M'-R'), *gna11b* (S'-X'). Arrows in V' and W' point to PA1. Arrow in X' point to PA2. Scale bar in A is 100  $\mu$ m. Scale bar in B is 40  $\mu$ m. D; dorsal, e; eye, fb; forebrain, V; ventral, ys, yolk sack

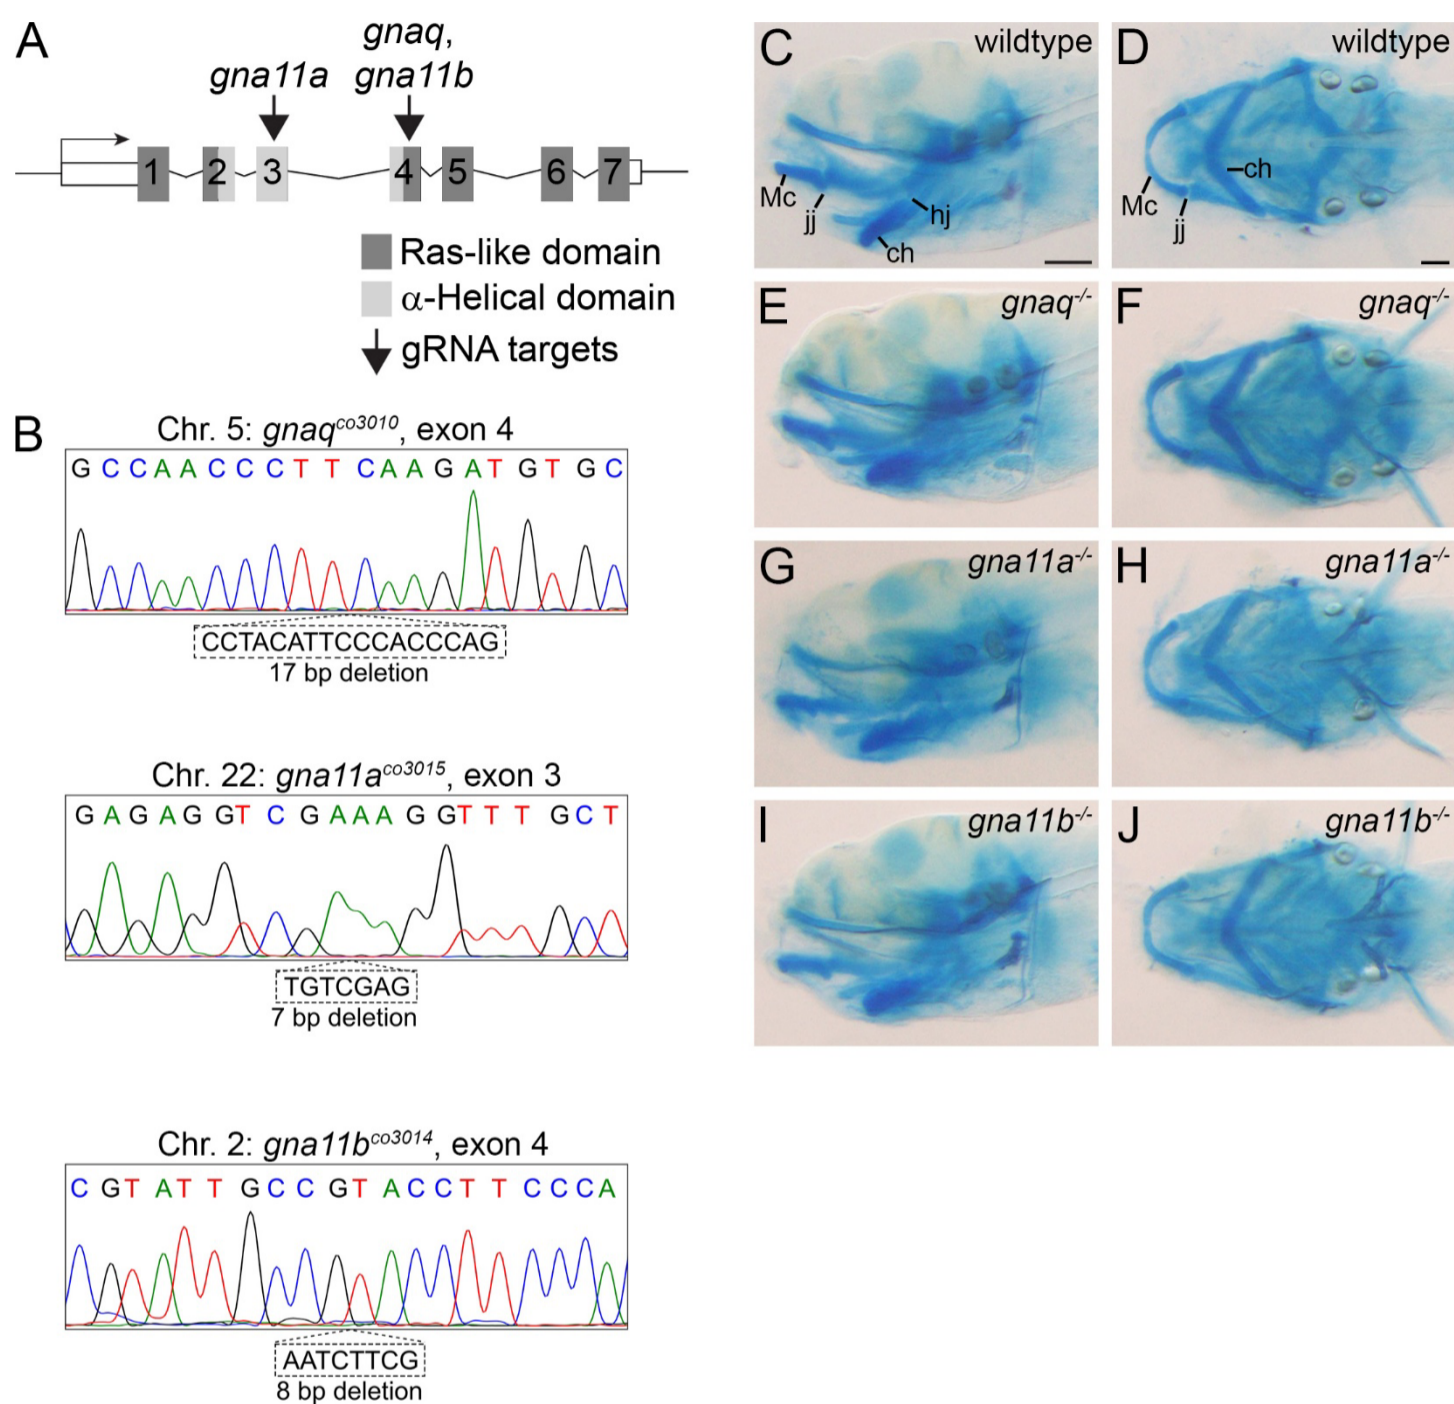

**Fig. S9. Targeting strategy for CRISPR/Cas9 gene-editing and characterized alleles.** (A) Schematic of a generalized gene locus for *gnaq*, *gna11a* and *gna11b*, and the targeting sites for sgRNAs. Numbers indicate exons. Exons encoding for the Ras-like and α-Helical domains are indicated. (B) Sanger sequencing traces from homozygous mutant animals confirm frameshift-causing deletions for the alleles *gnaq*<sup>co3010</sup>, *gna11a*<sup>co3015</sup> and *gna11b*<sup>co3014</sup>. For all alleles, the respective deletions result in a premature stop codon in exon 4. (C-J) Whole-mount skeletal preparations, with eyes removed, of wildtype (C,D), *gnaq*<sup>-/-</sup> (E,F), *gna11a*<sup>-/-</sup> (G,H), and *gna11b*<sup>-/-</sup> (I,J) larvae in lateral (C,E,G,I) and ventral (D,F,H,J) views. All larvae are 6 dpf. Scale bar in (C) is 250 μm. Scale bar in (D) is 100 μm. ch, ceratohyal; hj, hyomandibular joint; jj, jaw joint; Mc, Meckel's cartilage.

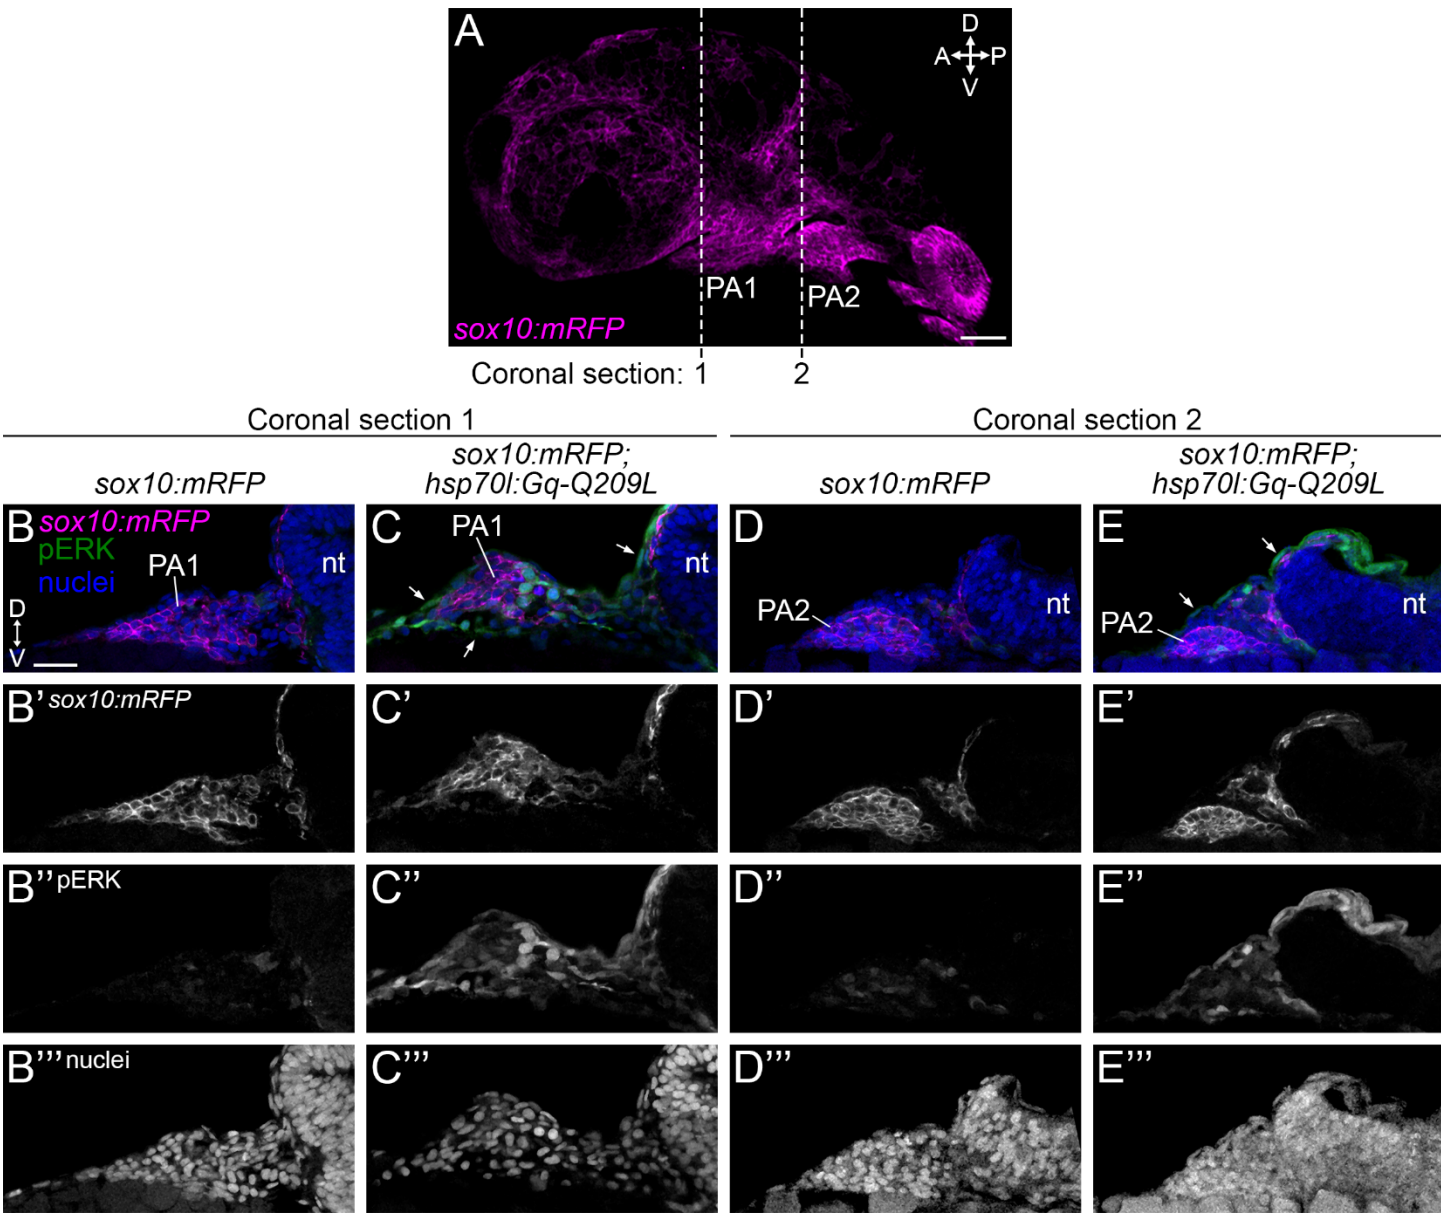

**Fig. S10. Immunohistochemistry with a phosphorylated ERK (pERK) antibody on coronal sections from heat-shocked embryos.** *sox10:mRFP;hsp70l:Gq-Q209L* and *sox10:mRFP* (sibling control) zebrafish embryos that were heat-shocked at 21 hpf and fixed three hours later at 24 hpf were sectioned along the coronal plane. **(A)** Lateral view of a *sox10:mRFP* zebrafish embryo at 24 hpf, with the vertical dashed lines indicating the coronal sections shown in B-E. Coronal section 1 captures pharyngeal arch 1 (PA1) (B,C), and Coronal section 2 captures pharyngeal arch 2 (PA2) (D, E). **(B,C,D,E)** Overlay of pseudo-colored *sox10:mRFP* (magenta), pERK (green), and nuclei (blue). The individual channels are shown in greyscale for *sox10:mRFP* (B',C',D',E'), pERK (B'',C'',D'',E'') and nuclei (B''',C''',D''',E'''). Sections for sibling control embryos (*sox10:mRFP*) are shown for PA1 (B, B',B'',B''') and PA2 (D,D',D'',D'''), and sections for *sox10:mRFP;hsp70l:Gq-Q209L* embryos are shown for PA1 (C,C',C'',C''') and PA2 (E,E',E'',E'''). Images are max projections of at least two Z-plane images. Shown are representative images from at least three animals per condition. Scale bar in A is 50  $\mu$ m. Scale bar in B is 20  $\mu$ m.

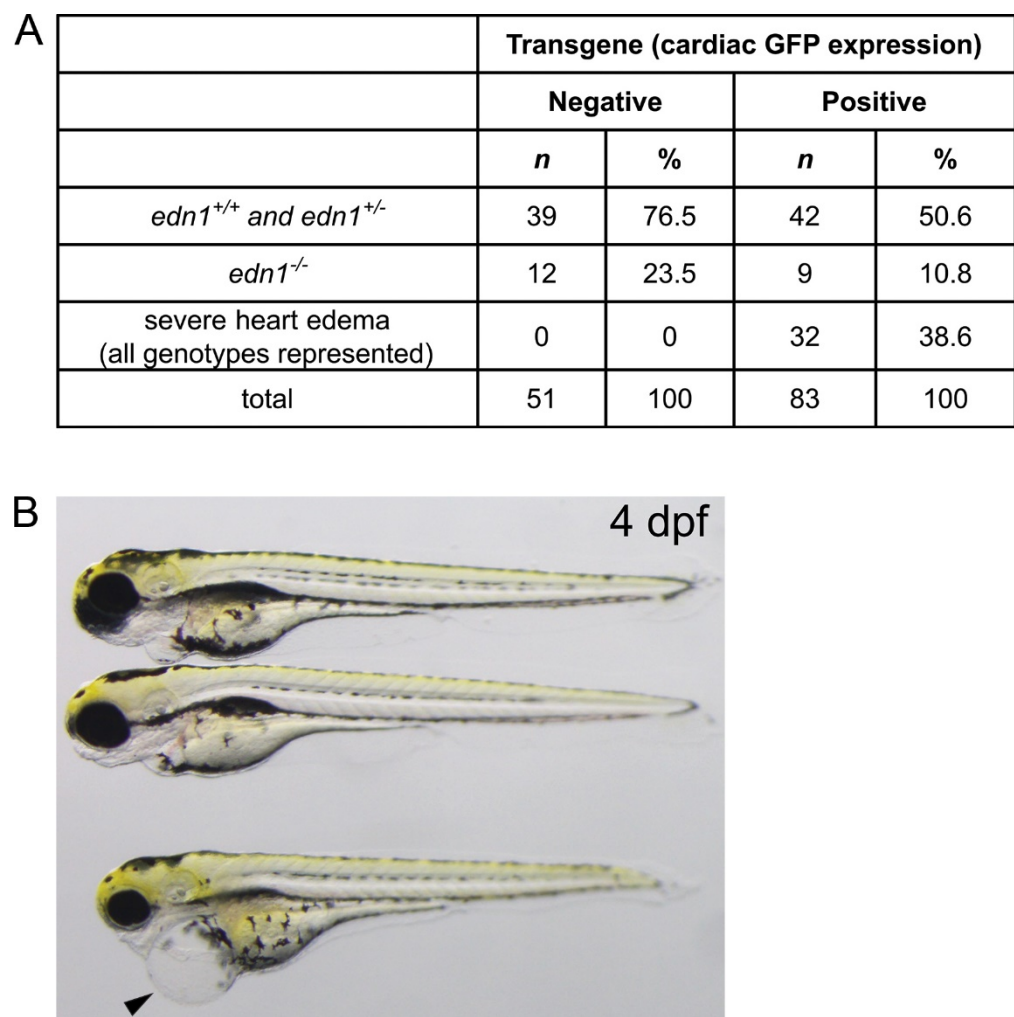

**Fig. S11. Frequency and example of heart edema associated with the *hsp70l:Gq-Q209L* transgene.** **(A)** Table showing the frequency of genotypes and heart edema observed from embryos generated from *edn1*<sup>+/-</sup> x *edn1*<sup>+/-</sup>;*hsp70l:Gq-Q209L* crosses, which were subsequently heat-shocked. Heart edema was associated only with transgene-positive larvae, for all *edn1* genotypes (*edn1*<sup>+/+</sup>, *edn1*<sup>+/-</sup>, *edn1*<sup>-/-</sup>). Larvae exhibiting heart edema (n=32) were excluded from the analysis. **(B)** Example of severe heart edema (arrow) associated with the *hsp70l:Gq-Q209L* transgene.

**Table S1. Marker genes for clusters generated from the integrated dataset comprising DMSO- and YM-treated samples.** The numbers in the "cluster" column correspond to the numbers in the UMAPs presented below. These UMAPs are identical to Figure 3B, though with clusters labeled with numbers rather than names of specific NCC populations. The names of the cranial NCC populations are indicated in the adjacent column labeled "cell population".

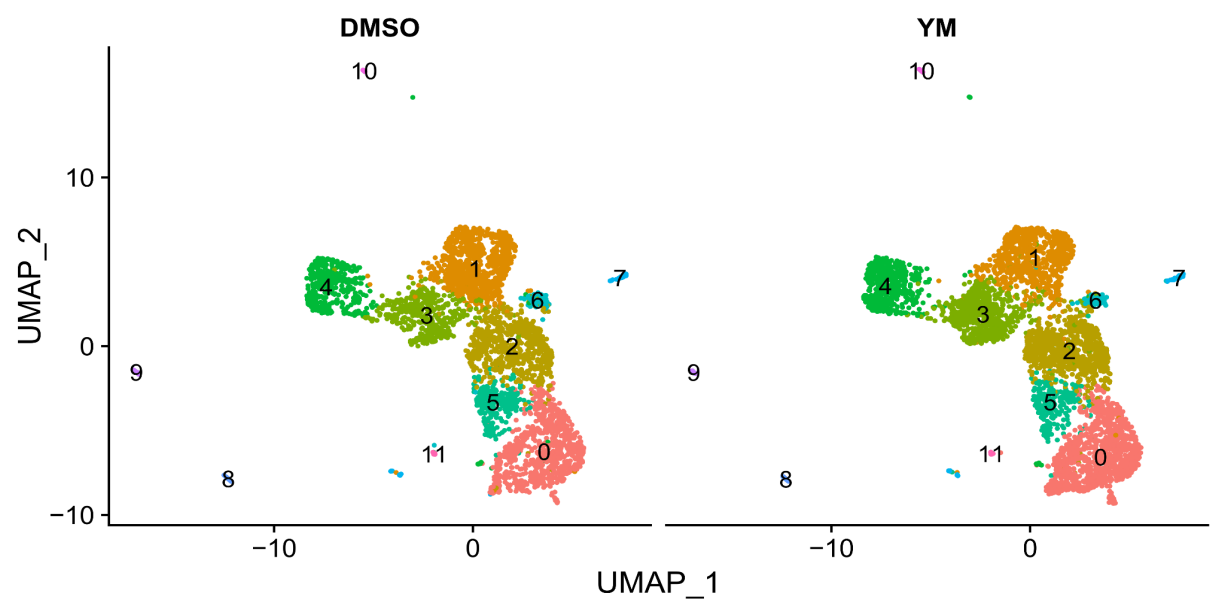

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204396#supplementary-data>

**Table S2. Differentially expressed genes in DMSO- versus YM-treated samples.**  
Differential expression analysis was performed between equivalent clusters in DMSO- and YM-treated samples. Cluster identities are indicated by the numbers and names in the "cluster" and "cell population" columns, respectively, which correspond to the UMAPs shown below. These UMAPs are identical to those in Figure 3B, with clusters labeled with numbers rather than names of specific NCC populations. The "avg\_log2FC" values indicate differential expression in DMSO-treated samples relative to YM-treated samples.

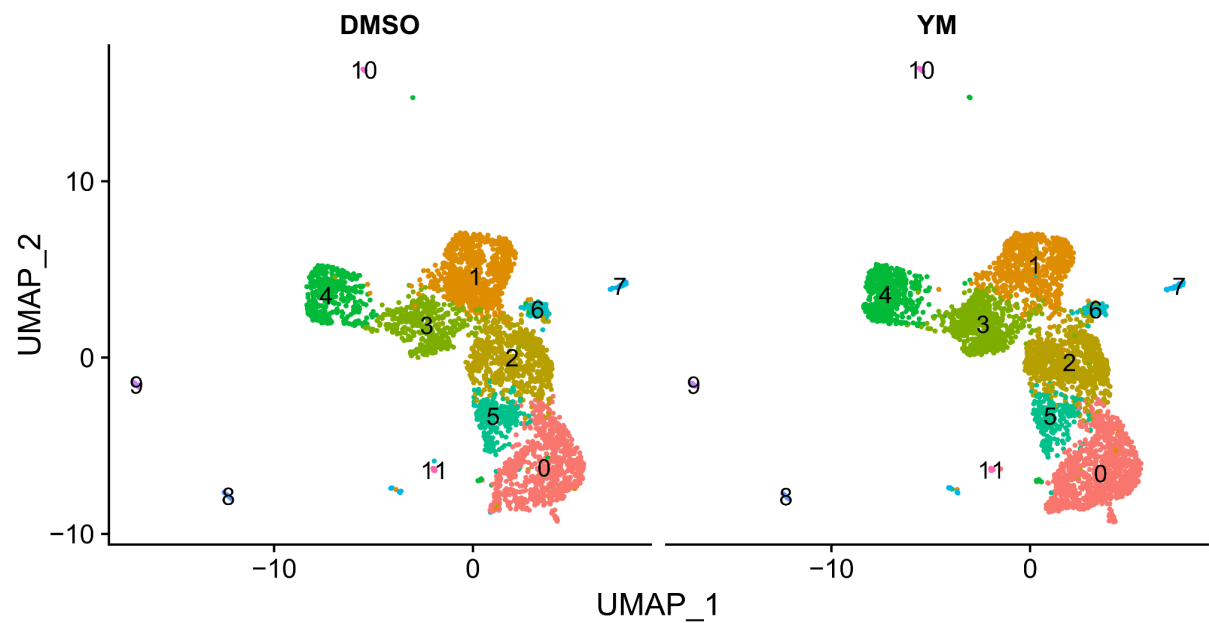

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204396#supplementary-data>

**Table S3. Table of predicted and observed genotypes obtained from crossing *gnaq*<sup>+/-</sup>;*gna11a*<sup>+/-</sup>;*gna11b*<sup>+/-</sup> animals.** Values represent the sum of three independent clutches. Differences in predicted and observed values are not statistically significant (*p*=0.4, chi-square test)

| Genotype<br>( <i>gnaq</i> ; <i>gna11a</i> ; <i>gna11b</i> ) | Pedicted # per<br>Genotype | Observed # per<br>Genotype | Predicted<br>Frequency (%) | Observed<br>Frequency (%) |
|-------------------------------------------------------------|----------------------------|----------------------------|----------------------------|---------------------------|
| -/- ; -/- ; -/-                                             | 5.24                       | 10.00                      | 1.56                       | 2.98                      |
| -/- ; -/- ; +/+                                             | 5.24                       | 5.00                       | 1.56                       | 1.49                      |
| -/- ; +/+ ; -/-                                             | 5.24                       | 3.00                       | 1.56                       | 0.89                      |
| -/- ; +/+ ; +/+                                             | 5.24                       | 5.00                       | 1.56                       | 1.49                      |
| - /- ; -/- ; +/-                                            | 10.50                      | 17.00                      | 3.13                       | 5.06                      |
| -/- ; +/- ; -/-                                             | 10.50                      | 12.00                      | 3.13                       | 3.57                      |
| -/- ; +/- ; +/-                                             | 21.00                      | 34.00                      | 6.25                       | 10.12                     |
| -/- ; +/- ; +/+                                             | 10.50                      | 10.00                      | 3.13                       | 2.98                      |
| -/- ; +/+ ; +/-                                             | 10.50                      | 10.00                      | 3.13                       | 2.98                      |
| +/- ; -/- ; -/-                                             | 10.50                      | 10.00                      | 3.13                       | 2.98                      |
| +/- ; -/- ; +/+                                             | 10.50                      | 12.00                      | 3.13                       | 3.57                      |
| +/- ; -/- ; +/-                                             | 21.00                      | 18.00                      | 6.25                       | 5.36                      |
| +/- ; +/- ; -/-                                             | 21.00                      | 18.00                      | 6.25                       | 5.36                      |
| +/- ; +/- ; +/-                                             | 42.00                      | 43.00                      | 12.50                      | 12.80                     |
| +/- ; +/- ; +/+                                             | 21.00                      | 21.00                      | 6.25                       | 6.25                      |
| +/- ; +/+ ; +/-                                             | 21.00                      | 19.00                      | 6.25                       | 5.65                      |
| +/+ ; -/- ; +/-                                             | 10.50                      | 7.00                       | 3.13                       | 2.08                      |
| +/- ; +/+ ; -/-                                             | 10.50                      | 9.00                       | 3.13                       | 2.68                      |
| +/+ ; +/- ; -/-                                             | 10.50                      | 8.00                       | 3.13                       | 2.38                      |
| +/- ; +/+ ; +/+                                             | 10.50                      | 6.00                       | 3.13                       | 1.79                      |
| +/+ ; +/- ; +/-                                             | 21.00                      | 26.00                      | 6.25                       | 7.74                      |
| +/ + ; +/- ; +/+                                            | 10.50                      | 8.00                       | 3.13                       | 2.38                      |
| +/+ ; +/+ ; +/-                                             | 10.50                      | 10.00                      | 3.13                       | 2.98                      |
| +/+ ; -/- ; -/-                                             | 5.24                       | 4.00                       | 1.56                       | 1.19                      |
| +/+ ; -/- ; +/+                                             | 5.24                       | 5.00                       | 1.56                       | 1.49                      |
| +/+ ; +/+ ; -/-                                             | 5.24                       | 2.00                       | 1.56                       | 0.60                      |
| +/+ ; +/+ ; +/+                                             | 5.24                       | 4.00                       | 1.56                       | 1.19                      |
| total larvae:                                               | 335.93                     | 336                        |                            | 100                       |

How the deposited data were processed for this re-analysis (not part of the article)

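scRNA-seq was measured in 2 libraries, 1 of cranial NCCs from DMSO-treated and 1 from YM-treated embryos, sorted at 36 hpf. The other experiments of the paper were not analysed here. Samples were mapped to conditions from their labels and the methods.

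The authors deposited raw UMI counts per gene and barcode, with Cell Ranger run on GRCz11, for 25434 features in 6794880 barcodes per library. These counts hold no normalization and no filter on cells, so cell calling, filters, clustering and class names were all redone. Of the barcodes, 533859 in the DMSO and 726928 in the YM library had a UMI. The authors' supplement, Table S2, gives log2 fold changes of DMSO relative to YM, whose sign was turned. Table S1 was held here only in part and served only for marker names.

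Cells were called with a reimplementation of the rules of Cell Ranger in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. The order-of-magnitude rule took the 99th percentile of the UMIs of the 3000 largest barcodes, divided by 10, as the minimum. Other barcodes with at least 500 UMIs were tested against the profile of the barcodes ranked 45001 to 90000 by UMIs with 10000 simulations and kept at an adjusted p of at most 0.01, and this p-value decided only whether a barcode is a cell. The methods' limits then applied, 200 to 3000 genes for DMSO, 200 to 3500 genes for YM and under 5% mitochondrial UMIs. The called barcodes held 88.8% of the UMIs of the DMSO and 91.3% of those of the YM library.

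Clustering used Seurat 5.3.0 in R 4.3.3 with log normalization, 2000 variable genes, regression on S and G2M scores from 46 and 52 genes, 30 principal components and Louvain clustering. The genes of Table S2, the 14 intermediate genes, *hand2*, *jag1b*, the Gq/11 genes and the transgenes were left out of the variable genes. Genes outside these sets were not left out, among them *actc1b*, *mylpfa*, *krt4*, *s100a10b*, *tmsb1* and *nrarpa*, so these were free to shape the clusters. The design called for the resolution giving 12 clusters, 0.3. At that resolution no cluster took the ventral arch-like name, because of which all class results use the resolution of 0.8, which had been listed as an alternative before the data were examined. The change was made after the clusters and their leading genes were seen and before any ratio was computed.

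A cluster took the name of the class with most fixed markers among its 10 leading genes by fold, counting genes with a UMI in at least 10% of its cells. It needed at least 3 markers raised by at least 2-fold and at most 1 marker of another class among its leading genes. A cluster with no own marker there needed a mean log2 fold of its markers of at least 2. The last 2 thresholds were set after the clusters were seen, and the clusters left without a name held 0.36% of DMSO and 0.858% of YM cells. Histone genes lead 1 of the 2 dorsal arch 1-like clusters. No doublets were removed, since the methods name no such step. Scrublet, run in scanpy 1.11.5, marked 1 cell per library and so gave no working call. As a substitute, the cells with the highest Scrublet scores were removed at 0.8% per 1000 called barcodes, an alternative chosen after seeing the data.

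UMIs were summed per library and class and divided by the class total to give CPM. The log2 ratio of YM to DMSO has an exact conditional binomial 95% interval, a CPM an exact Poisson interval and a share an exact binomial interval. Medians of gene lists have intervals from 2000 Poisson redraws of the counts. A gene with 0 UMIs in 1 library got a bound against 3 counts. Percentiles come from 10000 random lists, each member drawn from the 100 genes nearest in mean expression, and describe these libraries. With 1 library per condition no test between conditions was made. To compare shares of cells with a UMI, cells were thinned to 3500 UMIs, which left out 395 DMSO and 373 YM cells. Free RNA, estimated from haemoglobin genes outside erythroid-like cells, was 2.36% of UMIs in DMSO and 0.364% in YM cells.

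On simulated data for ventral arch-like cells, with 200 of 7562 genes changed by known folds, the direction was recovered for 196, and for all cells, with 200 of 11837 genes changed, for 199.

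Genes named in the text are those the paper names for this experiment, those of Table S2, and the 5 highest and 5 lowest log2 ratios in ventral arch-like cells and over all kept cells among genes with at least 20 UMIs in each library and 50 CPM on average, cell type markers left out. Genes named only as leading a cluster describe it and are not results. The alternatives changed the calling rule, each filter, doublets, the genes and resolution of the clustering, cell cycle regression, the scaling (TMM factors from edgeR 4.0.16, or the mean over cells), thinning, subtraction of free RNA, and the class. A list of 31 immediate early genes and a list of 12 other Notch target genes were written for tests of explanations, from general knowledge and not from the paper. One Gq/11 paralog of the design, not among the features, was not analysed here.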

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

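The test on *actc1b* and *mylpfa* used a measure chosen only after the result was seen, and the test on Notch target genes was set before.

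The muscle genes *actc1b* and *mylpfa* had the highest log2 ratios over all kept cells, 6.56 (6.10 to 7.07) and 6.40 (5.85 to 7.00), and the paper does not discuss them. In the DMSO library they had 37 and 27 UMIs, and in the YM library 4803 and 3121 UMIs. A cluster of 6 cells led by skeletal muscle genes, all from YM-treated embryos, held at least 99.2% of the YM UMIs of either gene. Outside this cluster the log2 ratios were -0.34 (-1.02 to 0.35) and -1.12 (-2.09 to -0.19), so neither gene was higher in YM there. The test set beforehand asked for ratios within 1 of 0 outside the cluster, which *mylpfa* missed on the low side with 27 and 17 UMIs. These values are consistent with a few muscle cells caught in the YM sort. A change of muscle cell number in the head under YM cannot be separated from such chance with 1 library per condition, and no biological explanation was tested.

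The Notch target gene *nrarpa*, which the paper does not discuss, had a log2 ratio of 0.65 (0.40 to 0.90) in ventral arch-like cells, from 215 to 346 UMIs. It is 1 of the 12 genes of the list of other Notch target genes, whose median ratio in arch 1 and 2-like cells was 0.70 (0.44 to 0.87), with 10 of 11 genes higher. Outside arches 1 and 2, the list's median was 0.11 (-0.07 to 0.61) in frontonasal-like and 0.24 (0.09 to 0.62) in posterior arch-like cells. In *gata3*-positive-like cells it was 0.22 (-0.28 to 0.50). The interval lay above 0 only in posterior arch-like cells, which leaves open whether the rise goes beyond arches 1 and 2. A difference between the 2 suspensions stays open, as does an effect of YM on Notch signaling in the arches, which was not tested.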

How the results depend on the processing

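Tests chosen only after the data were seen are the removal of the cells with the highest Scrublet scores, all variable genes at the resolution of 0.8, and shares without thinning. The use of the resolution of 0.8 for all class values was also decided after the clusters were seen. No paired analysis was possible because each condition has 1 library. Since nothing was replicated, a value is said to have moved when it left its 95% counting interval.

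Over 958 recomputed values, 206 concerned the main results. Of these 32 moved and 0 changed direction. The 206 include numbers of cells and clusters, shares of cells and the CPM of *gnaq*, which have no direction to change. Of 752 values of single genes, 62 moved, and 3 changed direction from a main value whose interval did not reach 0. These 3 were the log2 ratio of *igfbp5b* in ventral arch-like cells, at 0.27 over all kept cells, 0.32 over arch 1 and 2-like cells as 1 class and 0.040 with an upper limit of 3000 genes, whereas it was -1.55 with all variable genes, as in the paper. The log2 ratio of *fsta* in ventral arch-like cells, 0.06 with an interval that reached 0, moved below 0 to -0.35 with all variable genes, as in the paper, and to -0.376 with these at the resolution of 0.8. The cause was not tested.

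The median log2 ratio of the 14 intermediate genes in ventral arch-like cells, -1.30, moved to -0.74 over all kept cells, -0.92 over arch 1 and 2-like cells as 1 class, -0.84 with the Scrublet-marked cells removed, -0.96 with the order-of-magnitude rule only and -0.996 with the limit of 3000 genes. It ranged from -1.37 to -0.74. Beyond the first 2, whose cells differ by construction, the cause was not tested.

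The mean log2 ratio of *dlx4a* and *dlx4b* minus that of *hand2* and *dlx5a* in ventral arch-like cells, -1.91, moved to -1.32 over all kept cells, -1.30 over arch 1 and 2-like cells, -1.53 with all variable genes, as in the paper, -1.53 with these at the resolution of 0.8, -1.72 with the Scrublet-marked cells removed, -1.71 without an upper limit on genes and -2.16 without cell cycle regression.

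The median log2 ratio of the 4 dorsal genes in ventral arch-like cells kept between 0.53 and 0.61 under all 17 alternatives. In dorsal arch 1-like cells it moved from 0.59 to 0.50 with all variable genes, 0.47 with these at the resolution of 0.8 and 0.53 without an upper limit on genes. In dorsal arch 2-like cells it moved from 0.37 to 0.56 over all kept cells and 0.58 over arch 1 and 2-like cells. The median of the rows of Table S2 that are higher in YM moved to 0.40 over all kept cells, 0.41 over arch 1 and 2-like cells, 0.57 at the resolution giving 12 clusters, where fewer classes had a name, and 0.55 with TMM factors. That of the lower rows moved to -0.31, -0.30, -0.35 and -0.31 under the same 4, and to -0.42 with thinned cells. The cause was not tested. At the resolution giving 12 clusters, results of ventral and dorsal arch 2-like cells have no value.

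Without thinning, the share of cells with at least 3 intermediate genes was 48.5% in DMSO and 42.3% in YM, by the higher depth. With at least 1000 genes per cell, 3275 and 4083 cells were kept, and removal of the highest Scrublet scores kept 4268 YM cells, by construction. Without cell cycle regression there were 19 clusters. The ratio of *gna11b* to *gna11a* and the CPM of *gnaq* moved under none of their 15 alternatives. Counts were low for *gnaq*, with 7 UMIs in all. Among the intermediate genes in ventral arch-like cells they were lowest for *nkx3-2*, with 26 and 8 UMIs. In dorsal arch 2-like cells they were lowest for *shox*, with 1 UMI in each library.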

Differences from the paper's values

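No replicates exist and Table S2 states no error, so a log2 fold change is set down here when it lies farther from that of the paper than the mean arm of its counting interval. All values are on the scale of Table S2, YM relative to DMSO, and the values of the paper are from that table. This measure does not apply to counts of cells. There were 3613 and 4430 cells after filtering for DMSO and YM against 3700 and 4506 in the paper, and a mitochondrial limit of 10% gave 3665 and 4472 cells. The resolution of 0.3 was chosen to give the 12 clusters of the paper, so their number is no comparison, and the reported classes come from 17 clusters.

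Of the 110 rows, 16 differed, none in sign. In ventral arch-like cells, *dlx4a* was at -1.73 against -1.55 in the paper, *dlx4b* at -0.68 against -0.59, *dlx3b* at -0.90 against -0.63, *dlx6a* at -0.51 against -0.41 and *dlx5a* at -0.47 against -0.36. In the same cells, *igfbp5b* was at -0.13 against -0.30 in the paper and *cckb* at -0.16 against -0.56. Among genes higher in YM in these cells, *prrx1b* was at 0.30 against 0.40 in the paper, *dkc1* at 0.25 against 0.33, *npm1a* at 0.20 against 0.30, *bambia* at 0.25 against 0.36, *bahcc1b* at 0.13 against 0.29 and *apln* at 0.36 against 0.27. In dorsal arch 1-like cells, *her6* was at 0.47 against 0.37 in the paper and *mycn* at 0.27 against 0.35. In dorsal arch 2-like cells, *mt-atp6* was at -0.36 against -0.29 in the paper.

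With all variable genes used for clustering, as in the methods of the paper, an alternative set before the data were examined, none of the 16 differed, nor did any of the 110 rows. Of the other alternatives set before the data were examined, the following left gaps open. Without an upper limit on genes, *bambia*, *cckb*, *dlx3b*, *igfbp5b*, *mt-atp6* and *prrx1b* still differed and the other 10 did not. Without cell cycle regression, *cckb*, *dlx3b*, *dlx4a*, *dlx5a*, *dlx6a*, *igfbp5b* and *mt-atp6* still differed and the other 9 did not. With the Scrublet-marked cells removed, *bambia*, *cckb*, *dkc1*, *dlx3b*, *igfbp5b*, *mt-atp6*, *mycn*, *npm1a* and *prrx1b* still differed and the other 7 did not. With a mitochondrial limit of 10%, *dkc1*, *dlx6a*, *mt-atp6*, *mycn* and *prrx1b* no longer differed. With the order-of-magnitude rule only, and likewise with the upper limit of 3000 genes, *apln* and *mycn* no longer differed. With at least 1000 genes per cell all 16 still differed. Rows that did not differ in the reported classes differed under some alternatives. Of the 110 rows, the number that differed was 22 with at least 1000 genes per cell, 21 with the order-of-magnitude rule only, 19 with the upper limit of 3000 genes, 19 without cell cycle regression, 13 with a mitochondrial limit of 10%, 9 with the Scrublet-marked cells removed and 8 without an upper limit on genes. At the resolution giving 12 clusters, of the 2 rows of dorsal arch 1-like cells *her6* still differed and *mycn* did not, ventral and dorsal arch 2-like cells have no value, and 2 of the 49 rows with a value differed. The alternatives of scaling, thinning, subtraction of free RNA and class were not computed on the scale of Table S2.

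The paper places most of the lower genes in ventral arches 1 and 2 and dorsal arch 1. Of the 43 lower rows of Table S2, all of which were also lower here, 15 are in the ventral cluster, 1 in dorsal arch 1 and 13 in dorsal arch 2. The paper names *pou3f3b* as a marker of dorsal arch 1, whereas here it was among the leading genes of both dorsal arch 2-like clusters and of neither dorsal arch 1-like cluster. However, *pou3f3b* was 1 of the fixed markers of the dorsal arch 2-like name, so its place there is not independent of the naming.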

Other observations

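The tests on *s100a10b* and *tmsb1*, on *krt4*, on the share of cells with a *hand2* UMI and the rule by which the mRFP test was read were chosen only after the result was seen, and so were the values of single blood-like classes; the others were set before.

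The gene *atp6v0e1* was higher in YM in all 6 arch, frontonasal and *gata3*-positive-like classes, with log2 ratios from 0.86 to 0.99, and over all kept cells rose from 355.8 to 669.5 CPM (0.91, 0.87 to 0.95). A change of neural crest cells alone is argued against by blood-like cells, at 0.49 (0.25 to 0.73), and epidermal-like cells, at 1.05 (0.66 to 1.45). Free RNA is argued against by the ratio after its subtraction, which was 0.92 (0.88 to 0.95). A difference between the 2 suspensions or libraries that acts on this transcript in every cell, and an effect of YM in every cell type, both stay open, since each condition has 1 library.

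The immediate early gene *fosab* was higher in YM in ventral arch-like cells (log2 ratio 0.83, 0.65 to 1.01). A list of 31 immediate early genes, *fosab* included, had a median of 0.37 (0.31 to 0.60) in arch 1 and 2-like, 0.44 (0.24 to 0.60) in frontonasal-like and 0.58 (0.24 to 0.91) in epidermal-like cells. In blood-like cells the median was -0.30 (-0.65 to -0.16), which argues against a handling difference that raises these genes in every cell type. Split by class, it was -0.84 (-0.92 to -0.07) in neutrophil-like, -0.26 (-0.58 to 0.003) in macrophage-like and 0.39 (-0.61 to 1.39) in erythroid-like cells. The interval lay below 0 only in neutrophil-like cells, 31 in DMSO and 21 in YM. The blood-like value was not recomputed without them. A handling difference that acts on some cell types only, and a response to YM, stay open.

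Ventral arch-like cells fell from 17.2% to 12.5% of the kept cells and dorsal arch 2-like cells rose from 11.4% to 15.8%. The log2 ratio of *hand2* in dorsal arch 2-like cells, on which the test set beforehand rested, was 0.32 (-0.51 to 1.2), from 18 and 43 UMIs, and did not decide. Relative to the DMSO share, the YM library held a surplus of 195 dorsal arch 2-like cells. Had these been ventral arch-like YM cells, of which 64.0% had a *hand2* UMI after thinning to 3500 UMIs, 19.5% of the dorsal arch 2-like YM cells would have had one. The share was 1.64% (11 of 671 cells, exact binomial interval 0.82% to 2.91%), which argues against misplaced ventral cells as the whole of the shift. With all variable genes used for clustering, as in the paper, the shares were 26.1% and 16.6% for ventral and 11.4% and 17.6% for dorsal arch 2-like cells, but there the changed genes help to draw the classes. Ventral cells that lost *hand2* under YM, a difference between the 2 suspensions and a change of cell number under YM stay open, since each condition has 1 library.

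The median log2 ratio of *hey1*, *her6*, *her9* and *nr2f5* was also above 0 in frontonasal-like, posterior arch-like and *gata3*-positive-like cells, although *nr2f5* had an interval that reached 0 in the first 2 and *hey1* in the first. The paper names Nr2f nuclear receptors as a factor beside Jagged/Notch, so *nr2f5* is not taken as a Notch target gene here. As a hypothesis, the rise of *hey1*, *her6* and *her9* may be a rise of Notch target genes in every neural crest class. The medians of the other Notch target genes there were 0.11 (-0.07 to 0.61), 0.24 (0.09 to 0.62) and 0.22 (-0.28 to 0.50), so the test did not decide, with 10, 8 and 5 genes that had a ratio.

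Over all kept cells, *s100a10b*, *tmsb1* and *krt4* were lower in YM, with log2 ratios of -1.66, -1.25 and -1.17. Of their UMIs, 69.9%, 58.3% and 98.0% lay in epidermal-like cells. More epidermal cells, or more of their free RNA, in the DMSO library would leave the ratio inside epidermal-like cells near 0. Inside these cells it was -1.63 (-1.79 to -1.46) for *s100a10b*, -1.18 (-1.35 to -1.02) for *tmsb1* and -0.47 (-0.53 to -0.40) for *krt4*, which argues against this explanation as the whole of the fall. The classes held 48 and 47 cells, and their share of all UMIs changed by -0.76 on the log2 scale, less than any of the 3 genes. The fall inside the class rests on few cells, since *s100a10b* had UMIs in 14 DMSO and 7 YM cells, *tmsb1* in 15 and 11 and *krt4* in 14 and 12. The counting intervals do not cover differences between these cells. Outside epidermal-like cells and after free RNA was subtracted, *s100a10b* was at -0.17 (-0.38 to 0.05) and *tmsb1* at -0.28 (-0.46 to -0.11), whereas *krt4* without subtraction was higher in YM, at 1.70 (1.15 to 2.28), from 34 and 152 UMIs. The test set beforehand took the 3 genes together outside epidermal-like cells and did not decide, because *krt4* rose there. A different mix of cells inside the class and an effect of YM on epidermal cells stay open, and neither was tested.

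The embryos carried mRFP and eGFP transgenes. eGFP was at 7833 CPM in the kept DMSO cells and 7010 CPM in the kept YM cells, whereas mRFP had 34 UMIs (1.53 CPM) and 72 UMIs (2.37 CPM). Were mRFP barcodes lost in cell calling and filters, mRFP would be far more frequent in the barcodes not kept. It was at 2.03 CPM there, with a log2 ratio to the kept cells of 0.01 (-0.94 to 0.85), which argues against such a loss. Whether the mRFP sequence used for counting matches the 3′ end of the transgene was not tested.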
